# Loss of NR5A1 in mouse Sertoli cells after sex determination changes cellular identity and induces cell death by anoikis

**DOI:** 10.1242/dev.201710

**Published:** 2023-12-11

**Authors:** Sirine Souali-Crespo, Diana Condrea, Nadège Vernet, Betty Féret, Muriel Klopfenstein, Erwan Grandgirard, Violaine Alunni, Marie Cerciat, Matthieu Jung, Chloé Mayere, Serge Nef, Manuel Mark, Frédéric Chalmel, Norbert B. Ghyselinck

**Keywords:** Gonad, Integrin, Leydig cell, Mutant, Testis, NR5A1/SF-1

## Abstract

To investigate the role of the nuclear receptor NR5A1 in the testis after sex determination, we analyzed mice lacking NR5A1 in Sertoli cells (SCs) from embryonic day (E) 13.5 onwards. Ablation of *Nr5a1* impaired the expression of genes characteristic of SC identity (e.g. *Sox9* and *Amh*), caused SC death from E14.5 onwards through a *Trp53*-independent mechanism related to anoikis, and induced disorganization of the testis cords. Together, these effects caused germ cells to enter meiosis and die. Single-cell RNA-sequencing experiments revealed that NR5A1-deficient SCs changed their molecular identity: some acquired a ‘pre-granulosa-like’ cell identity, whereas other reverted to a ‘supporting progenitor-like’ cell identity, most of them being ‘intersex’ because they expressed both testicular and ovarian genes. Fetal Leydig cells (LCs) did not display significant changes, indicating that SCs are not required beyond E14.5 for their emergence or maintenance. In contrast, adult LCs were absent from postnatal testes. In addition, adult mutant males displayed persistence of Müllerian duct derivatives, decreased anogenital distance and reduced penis length, which could be explained by the loss of AMH and testosterone synthesis due to SC failure.

## INTRODUCTION

In humans, disorders of sex development (DSDs) are caused by mutations in certain genes regulating gonad development. Crucially, these disorders provide an important system for understanding the molecular mechanisms that underpin cell differentiation (Eggers et al., 2014). Among the genes responsible for DSDs is *NR5A1* (Fabbri-Scallet et al., 2020), which encodes the orphan nuclear receptor NR5A1, a transcription factor that is expressed when cells acquire a fate of either adrenal or gonadal primordium (Morohashi et al., 2013). Consistent with a role in DSDs, NR5A1 has been reported to regulate proliferation, survival and differentiation of somatic progenitor cells through specific gene expression (Morohashi et al., 2020).

Both testes and ovaries originate from a bipotential gonad that contains the primordial germ cells (GCs) and early somatic progenitors. Around embryonic day (E) 11.5 in mice, it is these somatic progenitors that first undergo sex-specific cell differentiation into bipotential supporting progenitors (supPs), and then either into pre-Sertoli cells (SCs) in the testis upon SRY/SOX9 expression or into pre-granulosa (pGr) cells in the ovary upon WNT/CTNNB1 signaling stabilization (Nef et al., 2019). The sex-specific fate decision then propagates to GCs and to other somatic lineages in the testis, including the steroidogenic Leydig cells (LCs), which, in turn, drive the acquisition of primary and secondary sexual characteristics at later stages of development through hormone secretion (Yao et al., 2015; Rotgers et al., 2018; Nef et al., 2019).

Knockout of *Nr5a1* in mice results in agenesis of the adrenal gland and regression of the gonads by E11.5 due to apoptosis of somatic cells (Luo et al., 1994). From E11.5, NR5A1 and SRY are expressed in the bipotential supP cells of the male gonad, where they upregulate SOX9 expression, thereby initiating pre-SC and ultimately SC differentiation (Sekido and Lovell-Badge, 2008; Rotgers et al., 2018; Nef et al., 2019). Once specified, SCs start forming cords by enclosing GCs as early as E12.5 in mice (Cool et al., 2012), providing them with a specialized environment that promotes their survival and orchestrates their differentiation (Griswold, 2018). SCs also allow the differentiation of fetal LCs through paracrine desert hedgehog (DHH) signaling (Bitgood et al., 1996) and produce high levels of anti-Müllerian hormone (AMH) under the control of NR5A1 and SOX9, which triggers the regression of the Müllerian duct normally giving rise to female genitalia (Josso and Picard, 2022).

As gonads are absent in *Nr5a1*-null mice (Luo et al., 1994), studying the cell-specific role of NR5A1 in the developing testis required analysis of mice bearing tissue-targeted mutations. Here, we analyzed the outcome of *Nr5a1* ablation in SCs from E13.5 onwards. We show that loss of NR5A1 from this stage caused some SCs to revert to a supP cell-like state, other SCs to sexually transdifferentiate into female somatic pGr cells, and all of them to die by a *Trp53*-independent mechanism related to anoikis.

## RESULTS

### Deletion of *Nr5a1* in SCs

To achieve *Nr5a1* ablation in SCs after sex determination, we introduced the *Plekha5*^Tg(AMH-cre)1Flor^ transgene (Lécureuil et al., 2002) in mice bearing *loxP*-flanked alleles of *Nr5a1* and a Cre-dependent yellow fluorescent protein (YFP) reporter transgene (Srinivas et al., 2001). Cre-mediated recombination was assessed by immunohistochemistry (IHC) using antibodies recognizing YFP. Surprisingly, YFP was detected in all SCs of E12.5 gonads (arrows, Fig. 1A,B), indicating that Cre-mediated excision occurred earlier than anticipated (Lécureuil et al., 2002). However, the NR5A1 protein was still detected in SCs at E12.5 (Fig. 1A,B). It was lost in mutant testes at E13.5 (Fig. 1D) but maintained in control testes (Fig. 1C). Importantly, NR5A1 was still detected in the nuclei of LCs, identified by their expression of 3-β-hydroxysteroid dehydrogenase type 1 (HSD3B1), in both control and mutant testes (Fig. 1E,F). Thus, NR5A1 was lost selectively in SCs from E13.5 onwards, generating males hereafter referred to as *Nr5a1*^SC−/−^ mutants.

**Fig. 1.**
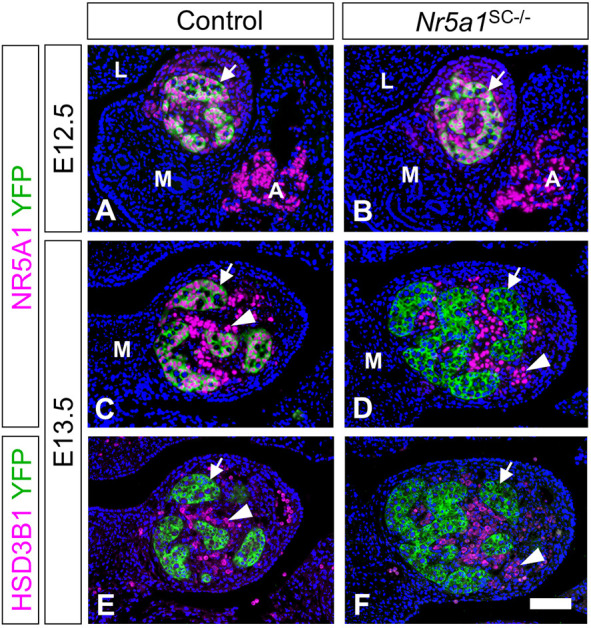
**Ablation of *Nr5a1* in SCs is efficient from E13.5 onwards.** (A-F) Detection of NR5A1 (magenta nuclear signals), YFP (green cytoplasmic signals) and HSD3B1 (magenta cytoplasmic signals) by IHC on histological sections of control (A,C,E) and *Nr5a1*^SC−/−^ (B,D,F) testes at E12.5 (A,B) and E13.5 (C-F). Efficient excision of the reporter transgene by Cre was assessed by YFP expression in Sertoli cells (SCs) (arrows) at E12.5 (A,B). However, loss of NR5A1 in SCs was only achieved at E13.5 (compare C with D). At this stage, expression of NR5A1 was maintained in Leydig cells (LCs) (arrowheads in C,D), as identified on consecutive sections by their expression of HSD3B1 (E,F). Nuclei were counterstained with DAPI (blue signal). Images are representative of three experiments. ‘A’, adrenal primordium; ‘L’, liver; ‘M’, mesonephros. Scale bar: 50 µm (A-F).

### Ablation of *Nr5a1* in SCs impairs expression of SOX9, SOX8, SOX10 and AMH

As NR5A1 regulates the expression of *Amh* and *Sox9* genes (De Santa Barbara et al., 1998; Sekido and Lovell-Badge, 2008), we tested the expression of the respective proteins by IHC. Both AMH and SOX9 were detected at normal levels at E12.5 (Fig. 2A,B,G,H). Their expression decreased progressively between E13.5 and E14.5 in *Nr5a1*^SC−/−^ mutant testes (Fig. 2C-F,I-L). The expression of SOX8 and SOX10 was also decreased (Fig. S1). Accordingly, the steady state levels of *Amh*, *Sox9* and *Sox8* mRNAs were decreased in *Nr5a1*^SC−/−^ testes (Fig. 2S). The mRNA levels of prostaglandin D2 synthase (*Ptgds*), a SOX9 target gene (Wilhelm et al., 2007), were also reduced in *Nr5a1*^SC−/−^ testes. This finding may explain the cytoplasmic instead of the nuclear localization of SOX9 in some mutant SCs (compare insets, Fig. 2K,L) because prostaglandin D2, the end product of PTGDS, is required for SOX9 nuclear translocation (Malki et al., 2005).

**Fig. 2.**
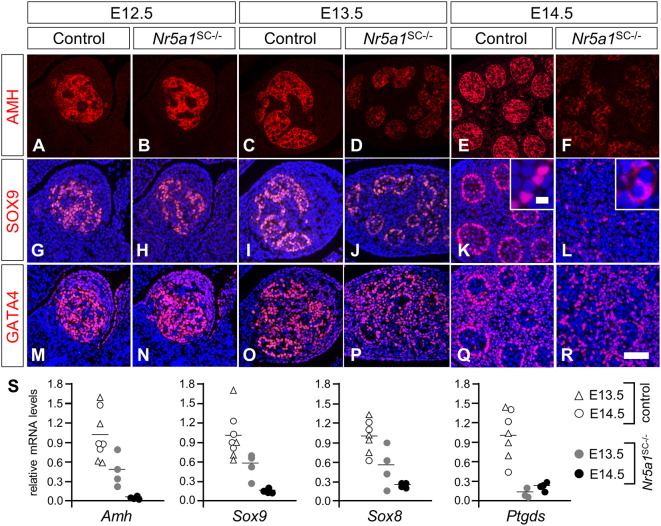
**Ablation of *Nr5a1* in SCs impairs AMH and SOX9 expression.** (A-R) Detection of AMH, SOX9 and GATA4 (red signals) on transverse histological sections of control (A,C,E,G,I,K,M,O,Q) and *Nr5a1*^SC−/−^ (B,D,F,H,J,L,N,P,R) testes at E12.5 (A,B,G,H,M,N), E13.5 (C,D,I,J,O,P) and E14.5 (E,F,K,L,Q,R). Nuclei were counterstained with DAPI (blue signals in G-R). Insets (K,L) are high magnifications showing nuclear localization of SOX9 in control SCs versus cytoplasmic localization in mutant SCs. Note that at each developmental stage, detection of AMH, SOX9 and GATA4 was performed on consecutive sections. Images are representative of three experiments. Scale bars: 50 µm (A-R); 5 μm (insets in K,L). (S) RT-qPCR analyses comparing the expression levels of *Amh*, *Sox9*, *Sox8* and *Ptgds* mRNAs in whole-testis RNA extracted from control (*n*=4) and *Nr5a1*^SC−/−^ (*n*=4) testes at E13.5 and E14.5 as indicated. Each point represents the mean value of a technical triplicate, and the bars indicate the mean values.

In parallel, we analyzed the expression of GATA4 and WT1 transcription factors, which are important for *Amh* expression and SC differentiation (Tremblay and Viger, 1999; Buganim et al., 2012). Both were detected at similar levels in SC nuclei of control and mutant testes, from E12.5 to E14.5 (Fig. 2M-R; Fig. S1).

### Ablation of *Nr5a1* in SCs induces disorganization of testis cords

In histological sections at E14.5, the majority of *Nr5a1*^SC−/−^ seminiferous cords displayed reduced diameters, as well as poorly defined and discontinuous contours (Fig. 3E). At E15.5, the cords had almost completely disappeared (Fig. 3F). Such irregularities were never observed in the control testes (Fig. 3A,B).

**Fig. 3.**
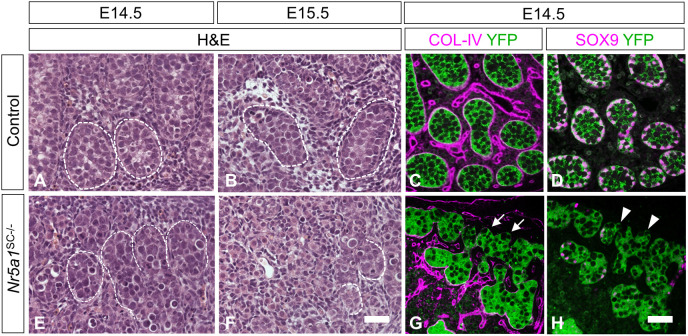
**Ablation of *Nr5a1* in SCs induces testis cord disorganization.** (A,B,E,F) Histological sections through E14.5 (A,E) and E15.5 (B,F) control (A,B) and *Nr5a1*^SC−/−^ (E,F) testes stained with Hematoxylin and Eosin (H&E). In controls, the seminiferous cords were well defined (closed dotted lines), whereas in mutants, they were poorly defined (open dotted lines). (C,D,G,H) Detection of COL-IV, SOX9 (magenta signals) and YFP (green signal) on transverse histological sections of control (C,D) and *Nr5a1*^SC−/−^ (G,H) testes at E14.5. Note that C,D and G,H are consecutive sections. Arrows (G) point to the loss of COL-IV at the periphery of seminiferous cords, where SOX9 is lost in SCs (arrowheads in H). Images are representative of three experiments. Scale bars: 10 µm (A,B,E,F); 15 µm (C,D,G,H).

To visualize seminiferous cord basement membranes, we analyzed the expression of collagen type IV (COL-IV) using an antibody against COL4A1 to COL4A5 by IHC. At E14.5, COL-IV surrounded the entire periphery of all cords in control testes (white border, Fig. 3C). In *Nr5a1*^SC−/−^ testes, COL-IV was greatly reduced and even absent from the periphery of many cords (arrows, Fig. 3G) and SOX9 was expressed in all SCs (Fig. 3D), in areas corresponding to regions where SOX9 expression was also lost (arrowheads, Fig. 3H). As *Col4a1* and *Col4a2* are regulated by SOX9 (Sumi et al., 2007), it is proposed that loss of SOX9 in NR5A1-deficient SCs resulted in loss of COL-IV and altered the basement membrane, which, in turn, disorganized the cord structure. Knowing that testis cord formation and vasculature are closely linked (Brennan et al., 2003), the question arose whether the vasculature was affected in *Nr5a1*^SC−/−^ testes. We show that it was normal, at least until E14.5 (Fig. S2).

### NR5A1-deficient SCs die through a TRP53-independent mechanism

By YFP expression, we quantified the surface area occupied by SCs (green pixels) relative to the whole testis surface area (Fig. 4A-D). At E14.5, this percentage was about 30% lower in mutant than control testes [28.3±2.0% (*n*=5) versus 37.9±1.4% (*n*=5), respectively; indicated as mean±s.e.m., *P*<0.01, bilateral, unpaired, Student's *t*-test]. This suggested that NR5A1-deficient SCs had either silenced expression of YFP or had disappeared from the testis. If YFP expression was silenced, the Cre-recombined *Nr5a1* allele (L–) should have been present in the testes at birth. It should no longer be detected if SCs were lost. In fact, PCR analysis of genomic DNA showed that the L− allele was not present in *Nr5a1*^SC−/−^ mutants (Fig. S3A), indicating that NR5A1-deficient SCs were actually lost from the mutant testis. Consistent with mutant SC elimination, numerous cells displaying features of SCs (i.e. located at the periphery of the testis cords, amongst GATA4-expressing SCs) showed positive staining by terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assays in E14.5 *Nr5a1*^SC−/−^ testes (arrowheads, Fig. 4E,F). This indicates that NR5A1-deficient SCs died progressively.

**Fig. 4.**
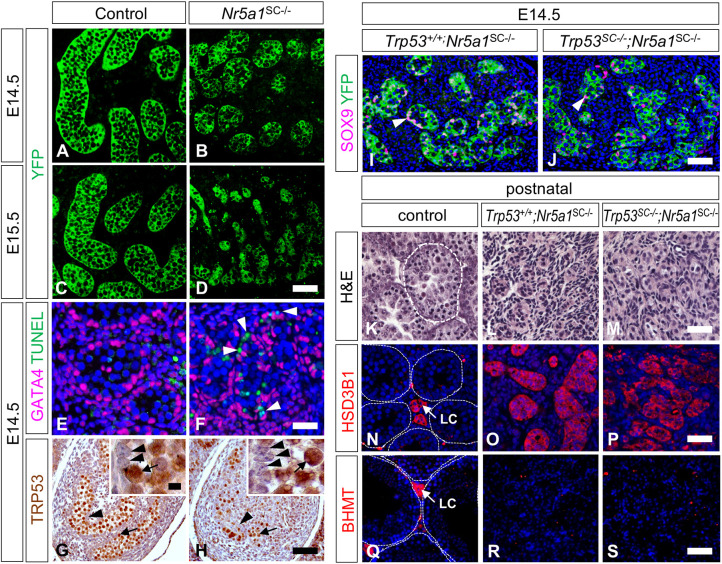
**NR5A1-deficient SCs die even when they lack TRP53.** (A-D) Detection of YFP (green signal) on histological sections from control (A,C) and *Nr5a1*^SC−/−^ (B,D) testes at E14.5 (A,B) and E15.5 (C,D). (E,F) Detection of GATA4 (magenta signal) and TUNEL-positive cells (green signal) on histological sections of control (E) and *Nr5a1*^SC−/−^ (F) testes at E14.5. Nuclei were counterstained with DAPI (blue signal). Arrowheads point to TUNEL-positive SCs in the mutant. (G,H) Detection of TRP53 (brown signal) on histological sections of control (G) and *Nr5a1*^SC−/−^ (H) testes at E14.5. Counterstaining was with H&E. The insets show higher magnifications. Arrowheads and arrows point to SCs and GCs, respectively. (I,J) Detection of SOX9 (magenta signal) and YFP (green signal) on histological sections of *Trp53*^+/+^;*Nr5a1*^SC−/−^ (I) and *Trp53*^SC−/−^;*Nr5a1*^SC−/−^ (J) testes at E14.5. Arrowheads point to SCs. (K-M) H&E staining of histological sections from control (K), *Trp53*^+/+^;*Nr5a1*^SC−/−^ (L) and *Trp53*^SC−/−^;*Nr5a1*^SC−/−^ (M) testes at postnatal day (PND) 15. (N-S) Detection of HSB3B1 (N-P) and BHMT (Q-S) (red signals) on histological sections of control (N,Q), *Trp53*^+/+^;*Nr5a1*^SC−/−^ (O,R) and *Trp53*^SC−/−^;*Nr5a1*^SC−/−^ (P,S) testes at PND15 (N-P) and PND60 (Q-S). Nuclei were counterstained with DAPI (blue signal). The dotted white lines (in K,N,Q) delineate seminiferous tubules. Images are representative of three experiments. LC, Leydig cell. Scale bars: 25 µm (A-D,I,J); 15 µm (E,F); 100 µm (G,H); 80 µm (K-P); 20 µm (Q-S).

Previously, ablation of *Nr5a1* in SCs was proposed to increase phosphorylation of TRP53 and to induce apoptosis (Anamthathmakula et al., 2019). However, TRP53 could not be detected by IHC in SCs at E14.5 (Fig. 4G,H). Therefore, to test whether TRP53 was involved in SC death, we set up a functional assay. We introduced conditional alleles of *Trp53* (Jonkers et al., 2001) into *Nr5a1*^SC−/−^ mutants carrying the YFP reporter transgene. Efficient ablation of *Trp53* was assessed by PCR on genomic DNA extracted from YFP-positive SCs purified by fluorescence-activated cell sorting (FACS) (Fig. S3B). Contrary to the expectations, both *Nr5a1*^SC−/−^ and *Nr5a1*^SC−/−^;*Trp53*^SC−/−^ mutant testes at E14.5 displayed identical defects, including the loss of SOX9 expression and decreased number of SCs (Fig. 4I-J, compare with Fig. 3D). In addition, both *Nr5a1*^SC−/−^ and *Nr5a1*^SC−/−^;*Trp53*^SC−/−^ mutant testes lacked SC-surrounded seminiferous tubules at postnatal day (PND) 15. Instead, they contained interstitial cells, including HSD3B1-positive fetal LCs (Fig. 4K-P). This indicates that TRP53 did not play a role in the death of NR5A1-deficient SCs. In adult *Nr5a1*^SC−/−^ testes none of the interstitial of cells expressed the adult LC-specific marker BHMT (Sararols et al., 2021) suggesting that this cell type was unable to emerge during postnatal testis development (Fig. 4Q-S). Altogether, these data indicate that NR5A1-deficient SCs died in a TUNEL-positive but TRP53-independent manner, resulting in postnatal testes containing fetal but not adult LCs.

### *Nr5a1*^SC−/−^ adult males exhibit retention of Müllerian duct derivatives

We analyzed the outcome of the loss of SCs and AMH production in *Nr5a1*^SC−/−^ mutants at PND60. The males were all sterile and had a shorter anogenital distance (AGD) index [0.30±0.01 mm/g of body weight in mutants (*n*=16) versus 0.36±0.01 mm/g in controls (*n*=17); indicated as mean±s.e.m.; *P*<0.001, bilateral, unpaired, Student's *t*-test] (Fig. 5A,C). At autopsy (*n*=8), they displayed normal derivatives of the Wolffian ducts (e.g. epididymis, vas deferens and seminal vesicle) and the urogenital sinus (i.e. prostatic lobes) (Fig. 5E,F). However, they also displayed Müllerian duct derivatives (Fig. 5F-H), namely, a vagina, a uterine body and bilateral uterine horns, which were either incomplete and truncated (six out of eight), or complete on one side (two out of eight). Histological analyses revealed that the uterine body and vagina displayed a columnar epithelium (Fig. 5I) and a stratified squamous epithelium (Fig. 5J), as anticipated for these female organs.

**Fig. 5.**
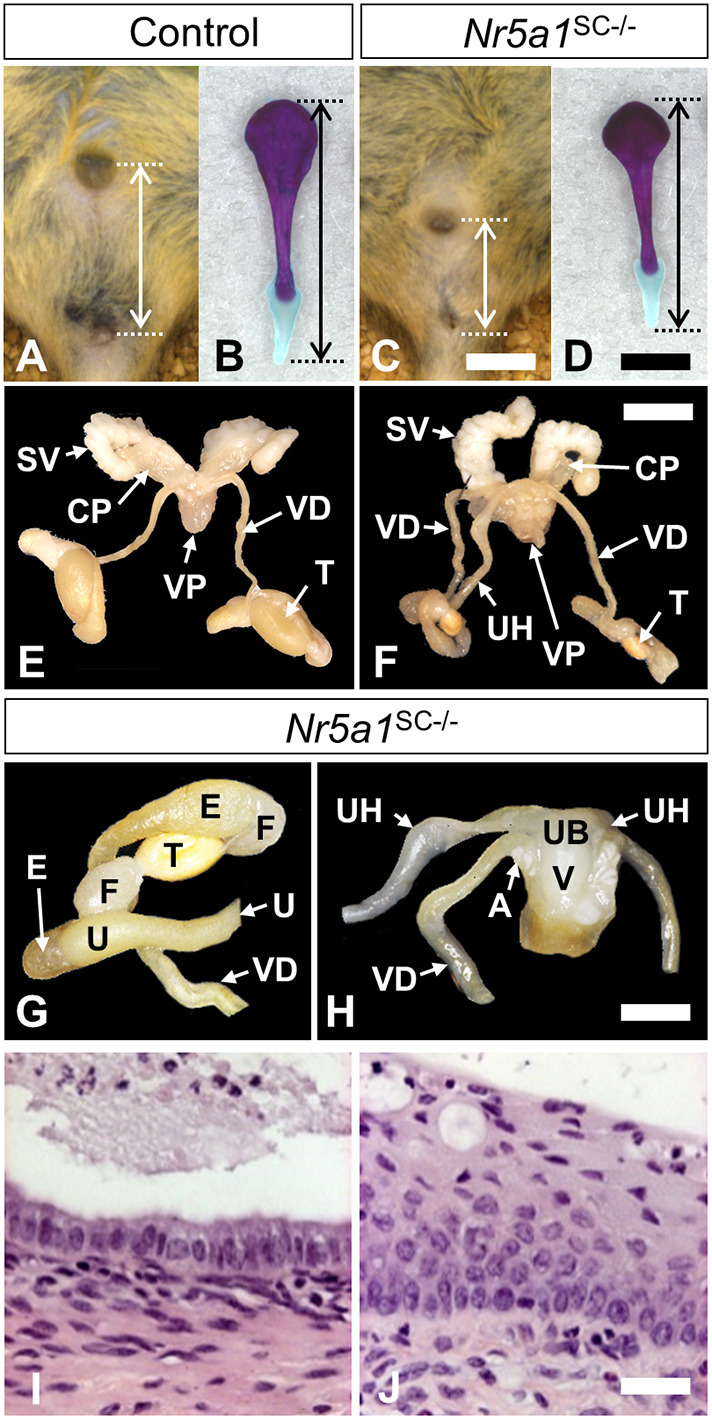
**Abnormal external genitalia and retention of Müllerian duct derivatives in *Nr5a1*^SC−/−^ males.** (A,C) Anogenital distance in control (A) and *Nr5a1*^SC−/−^ (B) males at PND60. (B,D) Alizarin Red- and Alcian Blue-stained penis bones from control (A) and *Nr5a1*^SC−/−^ (B) males at PND60. (E-H) Reproductive tracts of control (E) and *Nr5a1*^SC−/−^ (F-H) males at PND60. (I-J) Histological sections through the *Nr5a1*^SC−/−^ genital tract shown in H and stained with H&E. The uterine horn displays a simple columnar epithelium (I) and the vaginal epithelium is typically stratified and squamous (J). Images are representative of three experiments. A, ampullary gland; CP, cranial prostate; E, epididymis; F, fat pad; SV, seminal vesicle; T, testis; U, uterus, UB, uterus body; UH, uterine horn; V, vagina; VD, vas deferens; VP, ventral prostate. Scale bars: 4 mm (A,C); 2 mm (B,D); 10 mm (E,F); 5 mm (G,H) 10 µm (I,J).

In addition, *Nr5a1*^SC−/−^ males displayed 40% lighter seminal vesicles [4.71±0.32 mg/g of body weight in mutants (*n*=17) versus 7.43±0.63 mg/g in controls (*n*=16); indicated as mean±s.e.m.; *P*<0.05, bilateral, unpaired, Student's *t*-test] and 10% shorter penis bones [6.3±0.2 mm in mutants (*n*=17) versus 7.1±0.2 mm in controls (*n*=16); indicated as mean±s.e.m.; *P*<0.05, bilateral, unpaired, Student's *t*-test] (Fig. 5B,D). As AGD, seminal vesicle growth and penis bone length vary as a function of androgen exposure (Welsh et al., 2014), we tested blood testosterone levels. They were comparable at birth [0.25±0.06 ng/ml in mutants (*n*=10) versus 0.22±0.03 ng/ml in controls (*n*=10); indicated as mean±s.e.m.; *P*=0.59, bilateral, unpaired, Student's *t*-test], and at PND60 [0.38±0.06 ng/ml in controls (*n*=17) versus 0.43±0.10 ng/ml in controls (*n*=16); indicated as mean±s.e.m.; *P*=0.68, bilateral, unpaired, Student's *t*-test], indicating normal testosterone production.

### Transcriptomic signatures of cells in control and NR5A1-deficient testes

We then performed single-cell RNA-sequencing (scRNA-seq) experiments using dissociated cell suspensions obtained from 12 control and 16 *Nr5a1*^SC−/−^ whole testes at E13.5 and E14.5. 

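Of the deposited single-cell libraries, the control library was analysed here, and the mutant library was not used here. The control library was made from a suspension of 12 pooled testes, as the paper gives it, so there was 1 sample and no replicate. Its label gives embryonic day 14.5 and the genotype as wild type, whereas the text names embryonic days 13.5 and 14.5 and the methods name *Nr5a1* L2/L2 fetuses without the Cre transgene as controls. The paper's legend to the map of these cells gives embryonic day 14.5, as the label does. Messenger RNA was captured in droplets (10x Genomics Chromium), and each captured molecule carried a unique molecular index (UMI). The authors aligned the reads with Cell Ranger to the mm10 genome joined to a YFP sequence and deposited UMI counts per gene and cell barcode, without normalization. The header of the matrix names software version 3.1.0, while the methods name a later Cell Ranger version. The matrix held 22631 features, with 72595083 UMIs in total and between 501 and 143197 UMIs per barcode (median 10766). Barcodes with fewer than 200 genes, doublets and outlier cells were removed, and the remaining cells were clustered on their own, with SCTransform with cell-cycle scores and mitochondrial share regressed out, 3000 variable genes, 30 principal components and a resolution of 0.8. Expression in a cell class was the sum of a gene's UMIs over its cells, scaled to 1000000 UMIs of that class (CPM), with an exact Poisson 95% interval. Shares of cells with at least 1 UMI are given with an exact (Clopper-Pearson) 95% interval. Both intervals cover counting error only, and no test was made because cells of 1 library are not replicates. Gene positions are those of the GENCODE annotation on GRCm38, the assembly also called mm10.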

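In the control library, 372 barcodes had fewer than 200 genes. Hemoglobin genes made up 46.7% of the UMIs of these 372 barcodes, and mitochondrial genes 49.2%. From the 5049 barcodes left, the 204 with the highest share of artificial doublets among their nearest neighbours were removed as doublets (expected rate 4.04%). A further 1025 cells lay beyond 3 median absolute deviations on log UMIs, log genes, mitochondrial share or ribosomal-protein share. The filters kept 3820 control cells. The paper's methods name scater for this step without the number of deviations, and the count moved most when the outlier filter was left out, to 4845 cells.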

After data processing and quality control, we assembled an atlas composed of 3988 control and 5010 mutant testicular cells. On average, we detected 13,860 unique molecular indices (UMIs) and approximately 3500 genes for each cell. 

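The 3820 control cells had a median of 12090 UMIs and a mean of 14302, with 2266 in the shallowest and 53807 in the deepest cell. The median number of genes per cell was 3586 and the mean 3677. These values are for control cells, whereas the paper's averages cover control and mutant cells together. Without the outlier filter the medians were 11042 UMIs and 3323 genes.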

The 8998 testicular cells were partitioned into 23 cell clusters (termed C1-C23) and projected into a two-dimensional space (Fig. 6A; Table S1). Known marker genes of distinct cell types were used to identify each cluster (Fig. S4).

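The control cells fell into 16 clusters when clustered without mutant cells, and each cluster was named from lists of markers chosen beforehand. A name required a mean log2 ratio of the class's markers of at least 1 against all other cells, with 5 CPM added. It also required 3 markers in at least 25% of the cluster's cells. No other class could have more markers among the cluster's 10 top genes, and a far shallower cluster needed a marker of its own class there. The limit on the ratio was set after the clusters were seen. The rule left 1 cluster of 86 cells (2.25% of the control cells) without a name. Sertoli-like cells numbered 911 (23.8%, exact 95% interval 22.5 to 25.2%), with a median of 14161 UMIs. Germ-like cells numbered 247 (6.47%, 5.71 to 7.29%) and had the highest median depth of the classes, 36054 UMIs. Leydig-like cells made up 8.25% (7.39 to 9.16%; 315 cells, median 15923 UMIs). The largest class was interstitial-like, with 1368 cells (35.8%, median 9282 UMIs). The Sertoli-like share was 27.5% with the outlier filter at 5 deviations and 18.0% when each cell was classed by itself from the same markers.

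**Figure D1:**
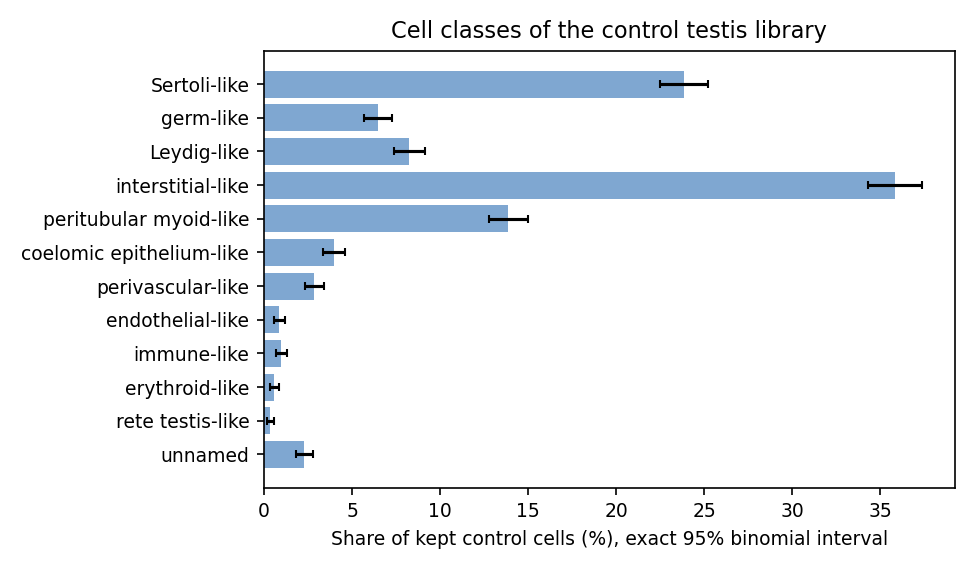
Share of the 3820 control cells in each class, in percent, with exact 95% binomial intervals as error bars. Interstitial-like cells form the longest bar and Sertoli-like cells the next.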

**Fig. 6.**
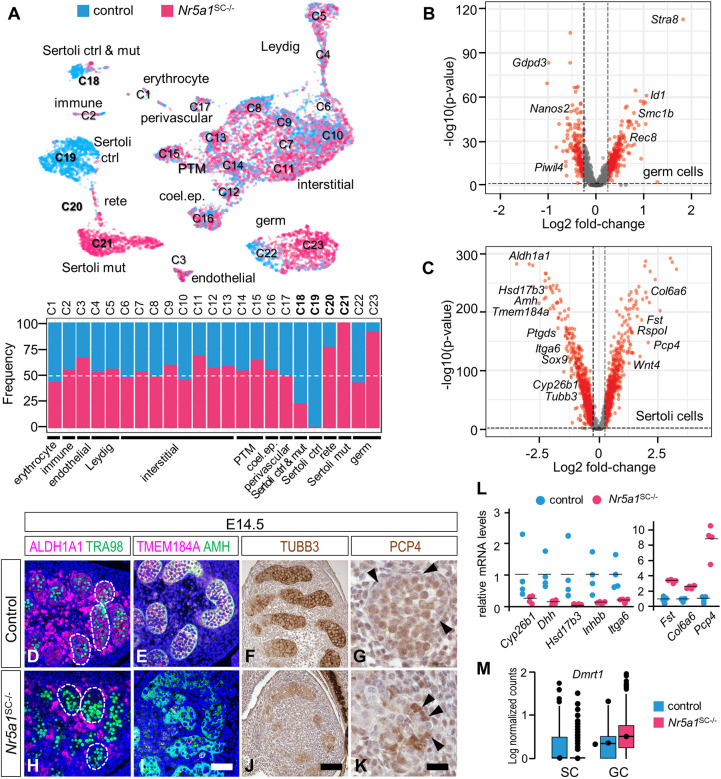
**Transcriptomes of control and *Nr5a1*^SC−/−^ testicular cells at a single-cell resolution.** (A) Uniform manifold approximation and projection (UMAP) plot of single-cell transcriptomes from control (blue) and *Nr5a1*^SC−/−^ (pink) testes at E14.5, partitioned into 23 cell clusters (named C1-C23) using Seurat graph-based clustering. The proportion of control and mutant cells in each cluster is indicated below as colored bars. coel. ep., coelomic epithelium; ctrl, control; mut, mutant; PTM, peritubular myoid cell. (B,C) Volcano plots of differential gene expression in GCs (panel B, clusters C22 and C23) and SCs (panel C, clusters C18, C19 and C21) from control and *Nr5a1*^SC−/−^ testes. Red dots correspond to genes dysregulated more than 1.2-fold. (D-K) Detection of ALDH1A1, TMEM184A (magenta signals), GCNA (recognized by the TRA98 antibody), AMH (green signals), TUBB3 and PCP4 (brown signals) on transverse histological sections of control (D-G) and *Nr5a1*^SC−/−^ (H-K) testes at E14.5. Nuclei were counterstained with DAPI (blue signal in D,E,H,I) or with H&E (F,G,J,K). The dotted lines in D,H delimit seminiferous cords. The arrowheads in G,K point to SC nuclei. Images are representative of three experiments. (L) RT-qPCR analyses comparing the expression levels of selected genes using RNA extracted from control (*n*=4) and *Nr5a1*^SC−/−^ (*n*=4) whole testes at E14.5. Each point represents the mean value of a technical triplicate, and the bars indicate the mean values. (M) Tukey box plots illustrating medians, ranges and variabilities of log-normalized expression of *Dmrt1* in SCs and GCs. Scale bars: 25 µm (D,E,H,I); 100 µm (F,J); 15 µm (G,K).

Very few changes in gene expression were observed between control and *Nr5a1*^SC−/−^ testes for endothelial, immune and perivascular cells. In LCs, interstitial cells, and coelomic epithelium and peritubular myoid (PTM) cells, the expression of 59, 49 and 47 genes, respectively, was significantly (*P*<0.05) dysregulated (Table S2). 

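Leydig-like cells of the control held 5730367 UMIs in total and interstitial-like cells 13561396. The 529 peritubular myoid-like and 151 coelomic epithelium-like cells held 7070312 and 2821487 UMIs, respectively. In the paper's Table S2, 33 of the 59 genes of LCs, 39 of the 49 of interstitial cells and 35 of the 47 of coelomic epithelium and PTM cells are listed as downregulated in the mutant. Fewer cells stood behind the classes with few listed genes, with 33 endothelial-like, 36 immune-like and 109 perivascular-like control cells.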

Functional analysis revealed that downregulated genes were related to ribosome biosynthesis in LCs and interstitial cells, and epithelium development in coelomic epithelium and PTM cells (Fig. S5; Table S3). In GCs, the expression of 636 genes was significantly dysregulated (Table S2); among these, we found that *Stra8* and *Rec8* were upregulated, whereas *Nanos2* and *Piwil4* were downregulated (Fig. 6B). 

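*Stra8* (ENSMUSG00000029848; chromosome 6, 34920163 to 34939344) had 36 UMIs in the 247 germ-like cells of the control, 4.16 CPM (95% interval 2.91 to 5.75), and was seen in 7.69% (4.7 to 11.8%) of them. None of the 911 Sertoli-like cells had a *Stra8* UMI, which allows a share of cells with a UMI of up to 0.329% (3 counts of the total) and does not limit the share of cells expressing the gene. The level of *Rec8* (ENSMUSG00000002324; chromosome 14, 55618037 to 55625395) was 8.43 CPM (95% interval 6.61 to 10.6) in germ-like cells, of which 20.2% had a UMI, against 0.988% of Sertoli-like cells. For *Nanos2* (ENSMUSG00000051965; chromosome 7, 18987400 to 18988962), germ-like cells showed 65.1 CPM (95% interval 59.9 to 70.7) and a share of 75.3% (69.4 to 80.5%). A level of 43.5 CPM (95% interval 39.2 to 48.1) was found for *Piwil4* (ENSMUSG00000036912; chromosome 9, 14696230 to 14740733), seen in 54.7% of germ-like cells. *Nanos2* and *Piwil4* each had a UMI in 0.329% of Sertoli-like cells. Germ-like cells were deeper than Sertoli-like cells, and at 5000 UMIs per cell, which left out 4 germ-like cells, the germ-like shares were 2.06% for *Stra8*, 3.7% for *Rec8*, 25.5% for *Nanos2* and 18.9% for *Piwil4*. In the paper's Table S2, the share of GCs with a transcript goes from 6.7% in the control to 93.7% in the mutant for *Stra8*, from 19.3% to 60% for *Rec8*, from 71.4% to 21.3% for *Nanos2* and from 50.6% to 26.3% for *Piwil4*. Over the 636 genes of that sheet, the share in germ-like cells differed from the paper's control share by a median of 1.495 percentage points in absolute value, and by 2.23 points with cells of at least 5000 UMIs alone, the alternative that moved it most.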

Processes such as DNA recombination, meiotic cell cycle and oocyte differentiation were identified among the Gene Ontology (GO) terms associated with upregulated genes (Fig. S5; Table S3). Accordingly, we showed that GCs in *Nr5a1*^SC−/−^ testes at E14.5 and E15.5 were in the S phase of meiotic prophase, instead of becoming mitotically quiescent, as in the control situation (Fig. S6A-G). In addition, many GCs of *Nr5a1*^SC−/−^ testes expressed meiotic proteins, such as STRA8, REC8 and H2AFX (encoded by *H2ax*) (Fig. S6H-O), and died (Fig. S6P-R).

Three clusters (C18, C19 and C21) were identified as SCs. 

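In the control library alone, 2 clusters met the marker rule for Sertoli-like cells. Cluster 1 held 849 cells with a median of 14352 UMIs, and cluster 11 held 62 cells with a median of 3148. The cluster numbers are those of the control cells clustered alone and do not correspond to the paper's numbers. Cluster 1 had 10 and cluster 11 had 8 of the 11 Sertoli markers in at least 25% of its cells.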

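Cell-cycle genes were compared between the Sertoli-like clusters of the control. The level of *Cdk1* was 659.8 CPM (95% interval 561 to 771) in cluster 11 and 242 CPM (95% interval 234 to 251) in cluster 1. *Ccnb1* stood at 191 CPM (95% interval 139.8 to 255) and 53.4 CPM (95% interval 49.5 to 57.5), in the same order. The intervals of both clusters overlapped for *Mki67* (83 CPM in cluster 11, 131 in cluster 1), *Top2a* (274 and 242) and *Pcna* (199 and 148). From cell-cycle scores at 5000 UMIs per cell, 387 of 837 cells of cluster 1 (46.2%, 42.8 to 49.7%) and 10 of 11 cells of cluster 11 were called S or G2/M, with 12 and 51 shallower cells left out. With the outlier filter at 5 deviations, *Mki67* was lower in the shallower Sertoli-like cluster beyond the intervals, with 62.7 CPM (43.9 to 86.8) against 128.5 CPM (122.5 to 134.8). *Top2a* was higher in that cluster beyond the intervals, with 290.9 CPM (248.4 to 338.5) against 238.1 CPM (229.9 to 246.6). *Cdk1* (649.6 against 239.9 CPM) and *Ccnb1* (130.6 against 52.3 CPM) stayed higher there as well. In the main setting at 3000 UMIs, 388 of 847 cells of cluster 1 and 27 of 35 cells of cluster 11 were called S or G2/M. Over both clusters 46.8% were called S or G2/M, and 51.2% when each cell was classed by itself. Phase calls alone do not show that cells divide, and no correction for free RNA was made.

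**Figure D2:**
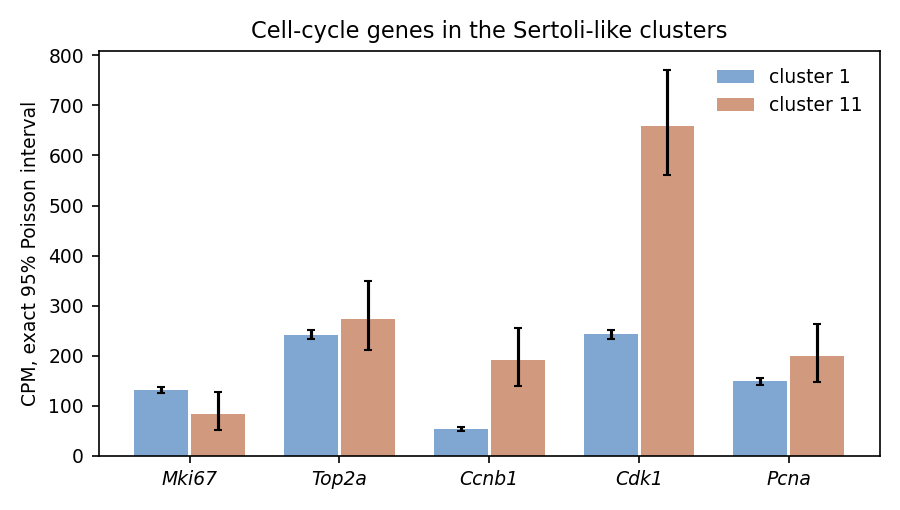
Level of 5 cell-cycle genes, in CPM, in the Sertoli-like clusters 1 and 11 of the control, with exact 95% Poisson intervals as error bars. The bars of Cdk1 and Ccnb1 in cluster 11 stand above those of cluster 1 beyond the intervals.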

The C18 cluster included both control and NR5A1-deficient SCs (Fig. 6A) and had hallmarks of mitotic cells (Fig. S4B). The C19 and C21 clusters consisted almost exclusively of control and NR5A1-deficient SCs, respectively (Fig. 6A). 

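The 911 Sertoli-like cells of the control were set beside the control shares of the paper's Sertoli sheet in Table S2, gene by gene. All 1671 genes of the sheet had a value in the matrix. The share of cells with a UMI differed from the paper's control share by a median of 4.79 percentage points in absolute value, and was higher in the Sertoli-like cells for 1591 genes, lower for 52 and equal for 28 within the rounding of the table (0.05 points). The median signed difference, 4.79 points, reversed with the outlier filter at 5 deviations (-4.99 points) and without it, which moved it most (-8.63 points). The correlation of both shares across genes was 0.998 (Pearson's r), where genes are not independent replicates. Both shares come from the same control library, so a high correlation is no independent check of either. The largest differences upward were those of *Nop56* (8.03 points), *Gja1* and *Fat1*, and the largest downward those of *Igfbp5* (-1.48 points), *Bgn* and *Tril*. *Amh* (ENSMUSG00000035262; chromosome 10, 80805243 to 80807648) had 1962 CPM (95% interval 1938 to 1986) in Sertoli-like cells, and *Ptgds* (ENSMUSG00000015090; chromosome 2, 25466709 to 25470046) had 2056 CPM (95% interval 2031 to 2080). Both are among the genes that lead cluster 1, so their height in this class follows in part from the clustering. *Sox9* (ENSMUSG00000000567; chromosome 11, 112782224 to 112787760) stood at 329.6 CPM (95% interval 319.8 to 339.6). A UMI was found in 97.2% of Sertoli-like cells for *Amh*, 98.1% for *Ptgds* and 90.9% for *Sox9*, against 6.87%, 9.28% and 15.6% of interstitial-like cells. Thinned to 5000 UMIs, with 63 Sertoli-like and 71 interstitial-like cells left out, the shares of *Sox9* were 74.4% and 8.71%. The paper's Table S2 gives log2 fold changes of -2.55 for *Amh*, -1.44 for *Ptgds* and -1.17 for *Sox9* in the mutant.

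**Figure D3:**
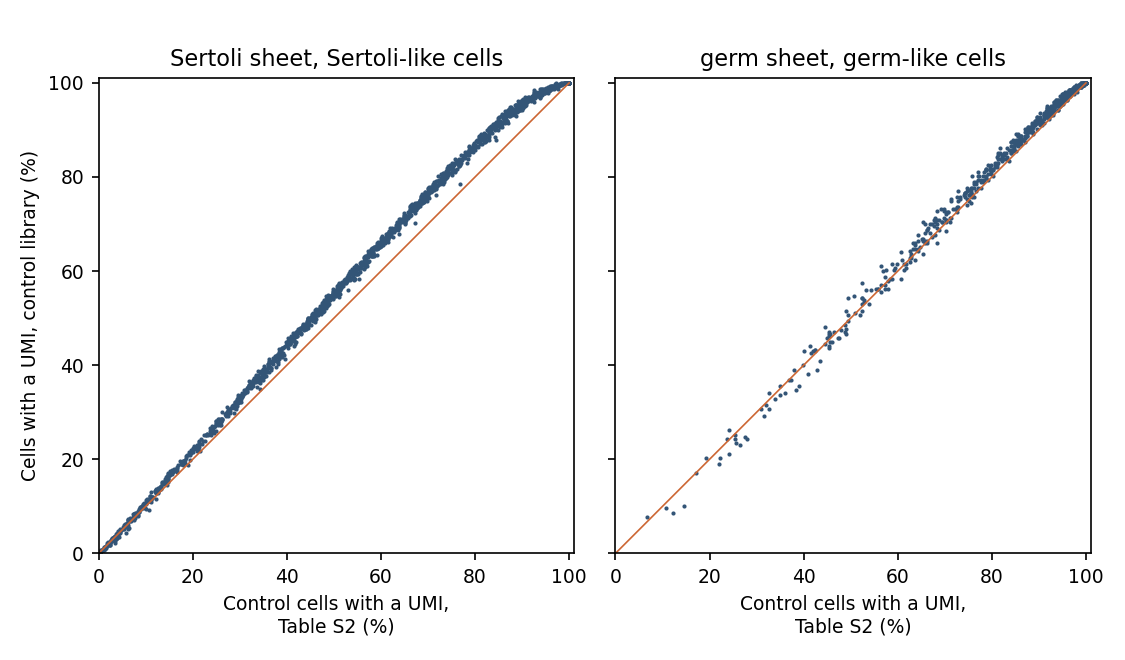
Each point is a gene of the Sertoli sheet (left) or the germ sheet (right) of Table S2, with the paper's share of control cells with a transcript on the x axis and the share in Sertoli-like or germ-like cells of the control library on the y axis, in percent. Points on the line have equal shares, and most points of the Sertoli sheet lie above it.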

In total, 1671 genes were significantly dysregulated in SCs lacking NR5A1 (Table S2), among which *Amh*, *Ptgds* and *Sox9* were downregulated as anticipated (see above), whereas *Fst*, *Rspo1* and *Wnt4* were upregulated (Fig. 6C). The expression of *Dmrt1* was reduced in SCs and increased in GCs of *Nr5a1*^SC−/−^ testes (Fig. 6M). 

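*Dmrt1* (ENSMUSG00000024837; chromosome 19, 25505618 to 25604329) was detected in both cell types of the control. Its level was 36 CPM (95% interval 32.8 to 39.4) in Sertoli-like and 30.2 CPM (95% interval 26.7 to 34.1) in germ-like cells. The share of cells with a *Dmrt1* UMI was 38.6% (35.5 to 41.9%) and 66.4% (60.1 to 72.3%), respectively, and 0.292% in interstitial-like cells. At 5000 UMIs per cell, both shares were closer, 15.1% in Sertoli-like and 14.4% in germ-like cells. In the paper's Table S2, the share in SCs falls from 35% in the control to 15.1% in the mutant, and that in GCs rises from 66.2% to 81%.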

We confirmed the dysregulated expression of some genes by IHC (Fig. 6D-K) and reverse-transcription quantitative PCR (RT-qPCR) (Fig. 6L), thereby validating the scRNA-seq experiment. Based on the fact that rete testis cells express *Aldh1a3*, *Pax8* and *Nr5a1* (Mayère et al., 2022), cluster C20 was assigned the rete testis identity (Fig. S4). 

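The rete testis-like cluster of the control held 13 cells (0.34% of the control cells, 0.181 to 0.581%), with a median of 11446 UMIs. It was found from a marker list that includes *Pax8* (ENSMUSG00000026976; chromosome 2, 24420560 to 24475599) and *Aldh1a3* (ENSMUSG00000015134; chromosome 7, 66390890 to 66427517), so the presence of these 2 genes is not independent of its name. *Pax8* had a UMI in all 13 cells and *Aldh1a3* in 11. In Sertoli-like cells, *Pax8* was seen in 1.65% and *Aldh1a3* in 1.76%. The nearest class of the unnamed cluster of 86 cells was rete testis-like, with a mean log2 ratio of 0.869 and 3 of 5 markers detected. The limit of 1 on this ratio, set after the clusters were seen, kept that cluster out of the class, but not alone. Its 10 top genes held an endothelial marker (*Emcn*) and no rete testis marker, which the rule did not allow either. *Pax8* was seen in 0 and *Aldh1a3* in 1 of its 86 cells. The level of *Nr5a1* (ENSMUSG00000026751; chromosome 2, 38692656 to 38714542) was 73.3 CPM (95% interval 68.7 to 78.1) in Sertoli-like and 226 CPM (95% interval 214 to 238) in Leydig-like cells, with a UMI in 59.5% and 86.7% of cells and in 3.24% of germ-like cells.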

The cells in this cluster were organized as a continuum, starting from C19 with true SCs (*Nr5a1*^+^, *Yfp*^−^, *Pax8*^−^ and *Aldh1a3*^−^) and extending with rete cells (*Nr5a1*^+^, *Yfp*^−^, *Pax8*^+^ and *Aldh1a3*^+^) derived from both control and *Nr5a1*^SC−/−^ testes. Accordingly, IHC experiments showed that rete testis cells actually expressed ALDH1A3, PAX8 and NR5A1, but not YFP, in both control and *Nr5a1*^SC−/−^ testes (Fig. S7). This can be explained by the fact that the *Plekha5*^Tg(AMH-cre)1Flor^ transgene is not active in the rete testis cells (Teletin et al., 2019).

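Among the 3820 control cells, 12 had UMIs of both *Pax8* and *Aldh1a3*, 11 of them rete testis-like and 1 Leydig-like. Of the 11 rete testis-like cells, 8 also had an *Nr5a1* UMI, and none had a YFP UMI. No Sertoli-like cell had both genes, which allows a share of cells with UMIs of both of up to 0.329% of the 911 cells (3 counts) and does not limit the share of cells expressing both. *Nr5a1* without *Pax8*, *Aldh1a3* or YFP was seen in 499 Sertoli-like cells. The number of cells with both *Pax8* and *Aldh1a3* depended on doublet removal, with 21 when no doublets were removed and 4 when the rate was doubled. According to the legend of Fig. S7, the control gonads of this experiment lacked the YFP reporter transgene. YFP had 40 UMIs in Sertoli-like cells, with a UMI in 4.17% (2.97 to 5.68%) of them and in 1.62% of germ-like cells.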

### Death of NR5A1-deficient SCs is associated with anoikis

Functional analysis of the differentially expressed genes (DEGs) between control and NR5A1-deficient SCs highlighted GO terms such as ‘extracellular matrix’ (ECM), ‘basement membrane’, ‘cell-substrate adhesion’ and ‘integrin binding’ (Fig. S5; Table S3). Accordingly, the expression of genes involved in cell junction/adhesion (e.g. *Gja1*, *Jam2* and *Ptk2b*) and integrin signaling (e.g. *Itga6*) was reduced in mutant SCs. 

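*Gja1* (ENSMUSG00000050953; chromosome 10, 56377330 to 56402513) had 254 CPM (95% interval 246 to 263) in Sertoli-like cells of the control and 224 CPM (95% interval 212 to 236) in Leydig-like cells. The level of *Jam2* (ENSMUSG00000053062; chromosome 16, 84774123 to 84825928) was 152 CPM (95% interval 145 to 159) in Sertoli-like cells, that of *Ptk2b* (ENSMUSG00000059456; chromosome 14, 66153257 to 66281052) 112 CPM (95% interval 107 to 118), and that of *Itga6* (ENSMUSG00000027111; chromosome 2, 71745616 to 71858416) 524 CPM (95% interval 512 to 537). A UMI was present in 88.8% of Sertoli-like cells for *Gja1*, 78.9% for *Jam2*, 72.3% for *Ptk2b* and 93.6% for *Itga6*. The shares in interstitial-like cells were 9.65%, 7.31%, 1.02% and 11.8%, in the same order. Thinned to 5000 UMIs, Sertoli-like cells kept shares of 65.7%, 52%, 40.6% and 87.5%, and interstitial-like cells 6.09%, 3.01%, 0.617% and 7.09%. The paper's Table S2 lists shares of mutant SCs of 27.1% for *Gja1*, 10.6% for *Jam2*, 29.7% for *Ptk2b* and 70.9% for *Itga6*.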

As for ECM component genes, some were downregulated (e.g. *Col4a1* and *Col4a2*), whereas others were upregulated (e.g. *Col3a1*, *Col5a2*, *Col6a6*, *Fn1*, *Fbln1*, *Mdk* and *Mgp*) in mutant SCs (Fig. 7A). Upon further searching for ligand-receptor interactions in our dataset, we identified a dysregulated network related to integrin-dependent cell adhesion (Fig. S8). These findings indicate that NR5A1-deficient SCs lost their appropriate cell-cell and cell-ECM integrin-dependent interactions, and are consistent with the basement membrane alteration described above (see Fig. 3). This raised the possibility that NR5A1-deficient SCs die by detachment-induced cell-death (also known as anoikis).

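In Sertoli-like cells of the control, *Col4a1* (ENSMUSG00000031502; chromosome 8, 11198423 to 11312826) and *Col4a2* (ENSMUSG00000031503; chromosome 8, 11312805 to 11449287) had 118 CPM (95% interval 112 to 124) and 69.4 CPM (95% interval 65 to 74.1). Both were higher in interstitial-like cells, with 1093 and 499 CPM. Of the upregulated ECM genes that the paper names at this point, *Mdk* (ENSMUSG00000027239; chromosome 2, 91929805 to 91932297) was the most abundant in Sertoli-like cells, with 212 CPM (95% interval 205 to 220.5). *Col3a1* (ENSMUSG00000026043; chromosome 1, 45311538 to 45349706) had 13.7 CPM (95% interval 11.7 to 15.8) and a UMI in 14.6% of cells. Levels in Sertoli-like cells were 9.93 CPM for *Fbln1*, 3.13 for *Col5a2*, 3.05 for *Fn1*, 1.6 for *Mgp* and 0.916 for *Col6a6*. The same genes had 224, 94.5, 212, 92.7 and 1.25 CPM in interstitial-like cells, so free RNA from these cells cannot be excluded as a part of the low levels of the first 4. In the paper's Table S2, the share of SCs with a transcript rises from 14.6% to 68.5% for *Col3a1*, from 1.3% to 70.2% for *Col6a6* and from 2.5% to 71.7% for *Mgp*, and falls from 62.6% to 14.8% for *Col4a1*. From these genes, the enriched terms and a ligand-receptor network (Fig. S8), the paper concludes that NR5A1-deficient SCs lost appropriate integrin-dependent interactions with other cells and with the ECM.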

**Fig. 7.**
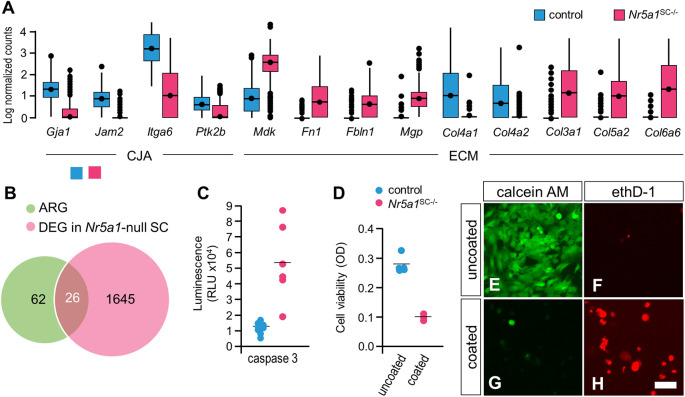
**NR5A1-deficient SCs die by anoikis.** (A) Tukey box plots illustrating medians, ranges and variabilities of log-normalized expression of the selected genes involved in either cell junction/adhesion (CJA) or ECM composition. (B) Venn diagram showing overlap between anoikis-related genes (ARG) and DEGs in NR5A1-deficient SCs. (C) Caspase 3 activity measured in FACS-purified control (*n*=8 batches) and NR5A1-deficient SCs (*n*=6 batches). RLU, relative luminescence units. (D) Cell viability assay using MSC-1 SCs plated in control (uncoated, *n*=5 wells) or anchorage-resistant (coated, *n*=3 wells) plates. Survival of SCs was severely compromised when they could not attach to the plate. Each point in C,D represents the value measured for individual batches of SCs or individual wells, and the bars indicate the mean values. (E-H) Representative images of anoikis assay using MSC-1 SCs seeded on uncoated (E,F) or anchorage-resistant (coated, G,H) plates. Live cells (green signal) were detected with calcein AM (E,F), whereas dead or dying cells (red signal) were detected with ethD-1 (G,H). The MSC-1 SCs could grow in the control (uncoated) plate, but died in the anchorage-resistant (coated) plate. Images are representative of three experiments. Scale bars: 15 µm (E-H).

Anoikis is the induction of apoptosis in anchorage-dependent cells and it occurs upon loss of attachment to the ECM (Gilmore, 2005; Vachon, 2011). Indeed, functional analysis of overexpressed genes in NR5A1-deficient SCs revealed ‘regulation of cell death’ and ‘regulation of apoptotic process’ among the altered functions (Fig. S5; Table S3). Furthermore, 26 of the 88 anoikis-related genes with a GeneCards score greater than 2.0 were deregulated in NR5A1-deficient SCs (Fig. 7B; Table S4). 

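In the copy of Table S4 used here, 87 protein-coding genes have a score above 2.0. For 84 of them a gene of the same symbol was found in the matrix, 59 were seen in at least 10% of the Sertoli-like cells of the control, and 47 in at least 25%. The paper's marks name 26 of the genes as deregulated in the mutant, 12 upward and 14 downward. In the control, 22 of these 26 were seen in at least 10% of Sertoli-like cells, including all 14 marked downward. The median level in Sertoli-like cells was 105.6 CPM for genes marked downward, 20.1 CPM for those marked upward and 20.1 CPM for genes without a mark. The marks come from the paper's comparison of the mutant with this same control library. A gene marked downward had to be seen in the control, so its detection and level there follow in part from the mark. *Tle5* (706 CPM, 692 to 721) and *Itga6* had the highest levels among the genes marked downward, and *Bsg* (622 CPM, 609 to 636) among those marked upward. *Casp8* had 47.9 CPM (44.2 to 51.8). No overlap test was made, because the copy lacks some of the genes that the paper counts.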

Similar to apoptosis, anoikis leads to the activation of caspases, through either the intrinsic or extrinsic apoptotic pathway. Therefore, the quantification of caspase 3 activity can serve as a marker of the anoikis process (Tedja et al., 2021). Using FACS-purified, YFP-positive SCs at E13.5, we found that caspase 3 activity was indeed 4-fold higher in NR5A1-deficient SCs than in control SCs (Fig. 7C). In addition, using the mouse SC line MSC-1 as a surrogate model of control SCs (McGuinness et al., 1994), we showed that SCs survived when cultured *in vitro* on normal (uncoated) plates, but died when cultured on anchorage-resistant (hydrogel-coated) plates (Fig. 7D-H). Taken together, these results indicate that SCs normally rely on cell-ECM attachment to survive and that this property is compromised when NR5A1 is lost.

### *Nr5a1* ablation alters the molecular identity of SCs

The NR5A1-deficient SCs in cluster C21 gained expression of *Wnt4*, *Fst* and *Rspo1* (Fig. 6C; Table S2), which are hallmarks of fetal ovarian somatic cells (Eggers et al., 2014). This raised the question as to whether some SCs had adopted a sex-reversed cell differentiation pathway. 

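In the control, *Wnt4* (ENSMUSG00000036856; chromosome 4, 137277489 to 137299726) had 11.9 CPM (95% interval 10.1 to 13.9) in Sertoli-like cells, and a UMI in 8.12% (6.43 to 10.1%) of them. Its level in interstitial-like cells was 258 CPM (95% interval 250 to 267). *Fst* (ENSMUSG00000021765; chromosome 13, 114452290 to 114458951) had 2 UMIs in the Sertoli-like cells, both in 1 cell of 911. For *Rspo1* (ENSMUSG00000028871; chromosome 4, 124986430 to 125009099), 2.74% (1.78 to 4.03%) of Sertoli-like cells had a UMI, with 2.67 CPM (95% interval 1.86 to 3.72), against 174 CPM (95% interval 159 to 190.1) in coelomic epithelium-like cells. Free RNA of other classes was not tested for these low shares and cannot be excluded as a part of them. The shares at 5000 UMIs per cell were 3.66% for *Wnt4* and 1.42% for *Rspo1*. The paper's Table S2 gives a share of mutant SCs with a transcript of 58.7% for *Wnt4*, 60.2% for *Fst* and 60.6% for *Rspo1*.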

To test for this possibility, we compared our data with a reference atlas of embryonic and fetal gonadal cell transcriptomes ranging from E10.5 to E16.5 (Mayère et al., 2022). After processing this atlas with the pipeline that we used for our dataset (Fig. S9), we mapped our dataset to the reference atlas (Fig. 8A). Most control and *Nr5a1*^SC−/−^ cell clusters were predicted to correspond to clusters with identical or similar identities (Fig. 8B). Consistent with our expectation, cluster C20 was predicted to correspond best to rete testis cells (see above, Fig. S7). In addition, the majority of GCs from control testes matched with E13.5 male GCs in the atlas, whereas a large proportion of those from *Nr5a1*^SC−/−^ testes matched with E13.5 female (i.e. meiotic) GCs (Fig. 8C) as shown by IHC analyses (Fig. S6), thus validating the strategy in general. Most importantly, NR5A1-deficient SCs (cluster C21) corresponded not only to E13.5 SCs, but also to E16.5 pGr cells in the atlas (Fig. 8B,C). Thus, the identity of a fraction of NR5A1-deficient SCs was lost and they acquired a pGr-like cell identity. Accordingly, GO term analysis assigned upregulated genes in NR5A1-deficient SCs to the WNT signaling pathway, which is known to drive pGr cell differentiation in the fetal ovary (Chassot et al., 2014) (Fig. S5; Table S3), and we observed expression of *Wnt4* and *Fst* mRNA in the seminiferous cords of *Nr5a1*^SC−/−^ but not control testes (Fig. 8D-G). However, the process of sexual transdifferentiation remained abnormal, as IHC experiments showed no evidence of FOXL2 expression in the *Nr5a1*^SC−/−^ mutant testes at E15.5 (Fig. 8H,I).

**Fig. 8.**
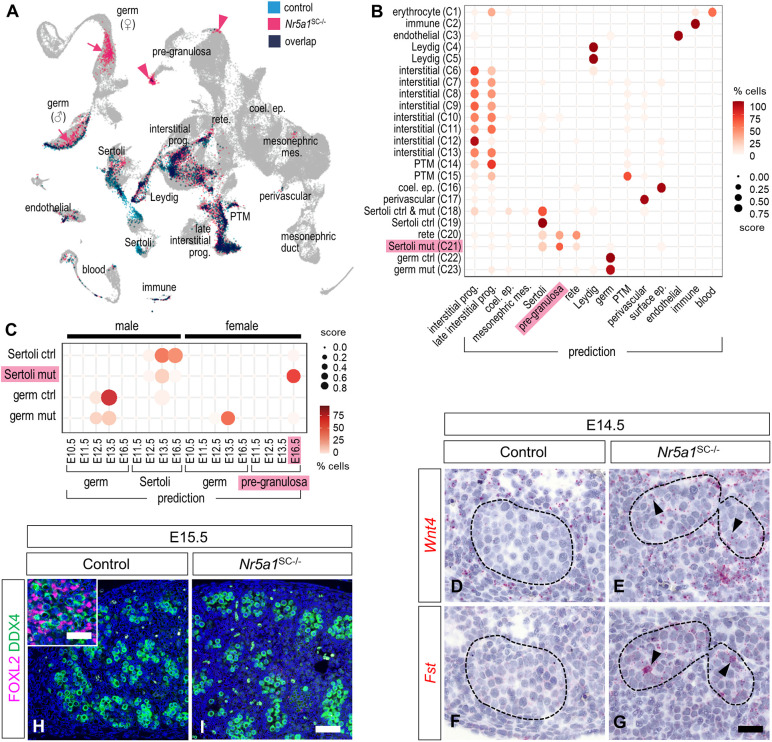
**Ablation of *Nr5a1* induces some SCs to acquire a pre-granulosa-like cell identity.** (A) Predicted projection of control (blue) and *Nr5a1*^SC−/−^ (pink) cells on a reference single-cell transcriptomic atlas of gonad development. Pink arrows and arrowheads point to the locations where GCs and SCs of the *Nr5a1*^SC−/−^ testes matched best, respectively. (B,C) Dot plots representing the predicted association of cell clusters from the control and *Nr5a1*^SC−/−^ single-cell dataset (*y*-axes) to cell types (B) and to sex and developmental stages (C) according to the atlas (*x*-axes). The dot size represents the prediction score (ranging from 0.0 to 1.0) of a given cell cluster to be associated with a given cell type based on the TransferData function implemented in Seurat. The color intensity (from white to dark red) indicates the percentage of cells of a given cell cluster that have been associated with a given cell type. Legend: coel. ep., coelomic epithelium; ctrl, control; ep., epithelium; mes., mesenchyme; mut, mutant; prog., progenitor; PTM, peritubular myoid cell. (D-G) *In situ* hybridization showing expression of *Wnt4* (D,E) and *Fst* (F,G) mRNAs detected by red color staining in control (D,F) and *Nr5a1*^SC−/−^ (E,G) testes at E14.5. Almost no dots were observed in the seminiferous cords of the control testes. In contrast, red dots indicative of *Wnt4* or *Fst* mRNA were present inside the seminiferous cords in *Nr5a1*^SC−/−^ testis (arrowheads). The seminiferous cords are delineated by dotted lines. (H,I) Detection of FOXL2 (magenta signal) and DDX4 (green signal) on transverse histological sections of control (H) and *Nr5a1*^SC−/−^ (I) testes at E15.5. Nuclei were counterstained with DAPI (blue signal). The inset in H shows detection of FOXL2 in an E15.5 fetal ovary, used as a positive control for IHC. Images are representative of three experiments. Scale bars: 15 µm (D-G); 25 µm (H,I) 50 µm (H, inset).

To test whether some SCs had adopted a cellular identity corresponding to that of another cell type, we then mapped the somatic cells of our dataset (Fig. S10) to the male somatic cells of the reference atlas (Fig. S11; Mayère et al., 2022). Again, control and most of *Nr5a1*^SC−/−^ cells matched to cell types with the expected identities (Fig. 9A), with the notable exception of NR5A1-deficient SCs, which matched to cell types such as E12.5 interstitial and E11.5 supP cells, in addition to SCs and rete testis cells (Fig. 9B). This raised the possibility that some mutant SCs reverted to somatic cells of an earlier developmental stage. 

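*Nr2f2* (ENSMUSG00000030551; chromosome 7, 70351944 to 70366735) was seen in few Sertoli-like cells of the control, at the level of germ-like cells once depth was made equal. They had 5.34 CPM (95% interval 4.17 to 6.75), against 602 CPM (95% interval 589 to 615) in interstitial-like cells. A UMI was seen in 5.16% (3.81 to 6.8%) of the 911 Sertoli-like cells, in 8.91% of germ-like and in 96.9% of interstitial-like cells. With each cell thinned to 5000 UMIs, the shares were 2.12%, 2.06% and 92.1%. The paper's Table S2 gives a share of 75.8% in mutant SCs.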

Consistent with this idea, NR5A1-deficient SCs expressed *Nr2f2* mRNA (arrowhead, Fig. S12A), and the NR2F2 protein could be detected in some SCs of *Nr5a1*^SC−/−^ but not control testes (Fig. 9C,D). Interestingly, NR2F2 is a hallmark of bipotential supP cells (Stévant et al., 2019). To test whether NR5A1-deficient SCs indeed reverted to ‘supP-like’ cells, we inferred cell differentiation lineages and pseudo-time using the Slingshot method (Street et al., 2018). We obtained linear trajectories for each cell type, along which the majority of NR5A1-deficient SCs were at the starting point of the SC differentiation pathway, where supP cells are located (arrowhead, Fig. 9E). Correspondingly, prediction of developmental stage and pseudo-time revealed that NR5A1-deficient SCs matched to the E10-E12 stages, whereas control SCs matched to the E13-E15 stages (Fig. 9F; Fig. S12B). This supported the idea that loss of *Nr5a1* shifts some SCs to an earlier, supP-like state of differentiation. However, out of the 605 *Nr2f2*-positive NR5A1-deficient SCs, 174 (29%) SCs that co-expressed the male-specific gene *Eif2s3y* (Stévant et al., 2019) could be assigned the ‘male supP-like’ cell identity, 87 (14%) SCs that co-expressed the female-specific gene *Aldh1a2* (Stévant et al., 2019) could be assigned the ‘female supP-like’ cell identity, and 276 (46%) SCs were assigned an ‘intersex supP-like’ cell identity because they co-expressed both *Eif2s3y* and *Aldh1a2* (Fig. 9G). Taken together, these findings indicated that loss of NR5A1 dedifferentiated SCs into a heterogenous population, consisting of pGr-like cells, as well as male, female and intersex E10-E12 supP-like cells.

**Fig. 9.**
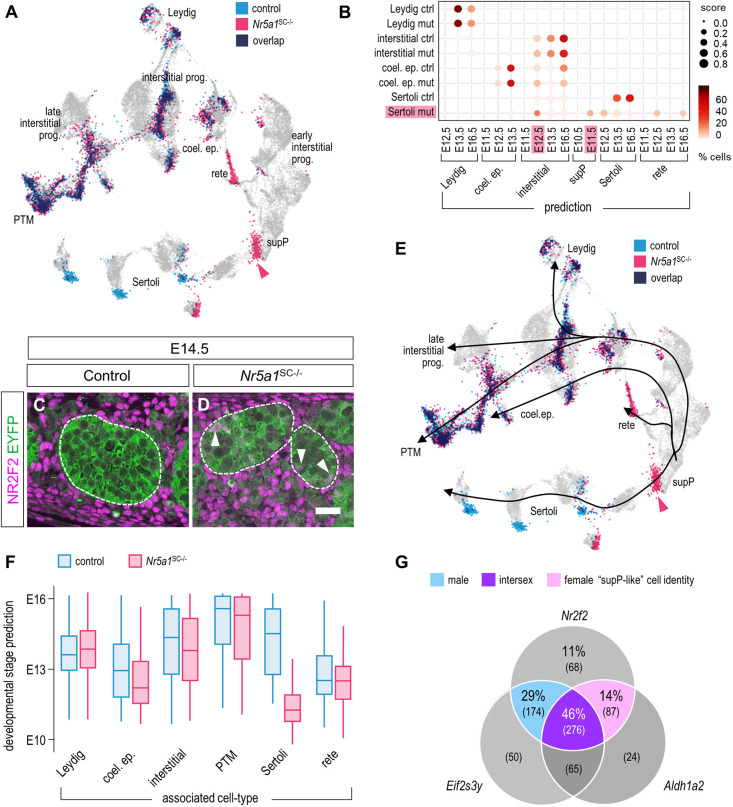
**Ablation of *Nr5a1* induces some SCs to acquire a supP-like cell identity.** (A) Predicted projection of control (blue) and *Nr5a1*^SC−/−^ (pink) somatic cells on a reference single-cell transcriptomic atlas of somatic cell development. (B) Dot plots representing the predicted association of cell clusters from the control and *Nr5a1*^SC−/−^ single-cell dataset (*y*-axis) to cell types and developmental stages according to the atlas (*x*-axis). The dot size represents the prediction score (ranging from 0.0 to 1.0) of a given cell cluster to be associated with a given cell type based on the TransferData function implemented in Seurat. The color intensity (from white to dark red) indicates the percentage of cells of a given cell cluster that have been associated with a given cell type. coel. ep., coelomic epithelium; ctrl, control; mut, mutant; prog., progenitor; PTM, peritubular myoid; supP, supporting progenitor. (C,D) Detection of NR2F2 (magenta signal) and YFP (green signal) on transverse histological sections of control (C) and *Nr5a1*^SC−/−^ (D) testes at E14.5. The arrowheads point to NR5A1-deficient (YFP-positive) SCs expressing NR2F2 (pink nuclei). Images are representative of three experiments. Scale bar: 15 µm. (E) Trajectories inferred over the developmental stages for the major somatic cell types of the testis superimposed to the predicted projection as in panel A. (F) Box plot showing the developmental stage prediction for each somatic cell type of the male control (blue boxes) and *Nr5a1*^SC−/−^ (pink boxes) testes. The population of NR5A1-deficient SCs appeared younger (ranging from E10 to E12) than the control SC population (ranging from E12 to E16). (G) Venn diagram showing the percentages of cells expressing *Nr2f2*, *Eif2s3y* and *Aldh1a2*, alone or in combination. Cells expressing *Nr2f2* and *Eif2s3y* were assigned a male supP-like cell identity (blue color), cells expressing *Nr2f2* and *Aldh1a2* were assigned a female supP-like cell identity (pink color) and cells expressing *Nr2f2*, *Eif2s3y* and *Aldh1a2* were assigned an intersex supP-like identity (purple color).

### Ablation of *Nr5a1* does not alter ATP metabolism in SCs

Previously, it was shown in adrenocortical cells cultured *in vitro* that suppression of NR5A1 reduces the production of the energy carriers adenosine triphosphate (ATP) and nicotinamide adenine dinucleotide phosphate (NADPH), and decreases the expression of genes involved in glucose metabolism (Baba et al., 2014). Consistent with this possibility, functional analysis of upregulated genes in NR5A1-deficient SCs highlighted ATP metabolism and glycolysis/gluconeogenesis (Fig. S5; Table S3). However, although the expression of most of the genes involved in ATP synthesis was indeed increased by 20-50% in mutant SCs (Fig. S13A), we found that ATP production was decreased by approximately 20%, although the difference was not statistically significant [(43.7±5.3)×10^4^ relative fluorescence units (RFU) in mutants (*n*=6) versus (35.3±8.1)×10^4^ RFU in controls (*n*=6); *P*=0.060] (Fig. S13B). 

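In the control, the 25 genes of Fig. S13A had between 3.05 CPM (*Cox4i2*) and 861 CPM (*Cox6c*) in Sertoli-like cells, with a median of 269.8 CPM. All but *Cox4i2* had a UMI in at least 50% of Sertoli-like cells. *Atp5b* (ENSMUSG00000025393; chromosome 10, 128083273 to 128090391) stood at 641 CPM (95% interval 627 to 655) and *Cox4i1* (ENSMUSG00000031818; chromosome 8, 120668222 to 120674207) at 755 CPM (95% interval 740 to 769.8). All 25 genes are listed as upregulated in the Sertoli sheet of the paper's Table S2, with log2 fold changes of 0.27 for *Atp5b* and 0.59 for *Cox4i1*.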

The association between reduced ATP production and increased gene expression may reflect the fact that SCs were dying. 

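Sertoli-like cells of the control had 39 CPM (95% interval 35.7 to 42.5) of *Hk1* (ENSMUSG00000037012; chromosome 10, 62268855 to 62379908), 619 CPM (95% interval 606 to 633) of *Aldoa* (ENSMUSG00000030695; chromosome 7, 126795234 to 126800751), 587 CPM (95% interval 574 to 601) of *Pgam1* (ENSMUSG00000011752; chromosome 19, 41911923 to 41918660) and 242 CPM (95% interval 234 to 251) of *Eno1* (ENSMUSG00000063524; chromosome 4, 150236721 to 150248879). A second feature with the symbol *Aldoa* had 2 UMIs in these cells and was not added. Across the 14 glycolysis genes of Fig. S13C, the median level was 109 CPM, from 4.43 CPM for *Aldoc* to 1485 CPM for *Ldhb*. Of these 14 genes, 11 are in the Sertoli sheet of the paper's Table S2, 6 as upregulated and 5 as downregulated. The downregulated ones include *Hk2*, with 52.9 CPM (95% interval 49 to 57) in the control and a share of 4.8% in mutant SCs in that table. *Gapdh*, *Pfkl* and *Pfkp* are not in the sheet and had 1002, 72.1 and 5.5 CPM.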

Regarding the glycolysis pathway, the expression of most genes was increased by 20-30% in mutant SCs (Fig. S13C), except that of *Hk1*, *Aldoa*, *Pgam1* and *Eno1*, which was decreased by 20-40% (Fig. S13D). In this context, it is worth noting that these four genes contain NR5A1-responsive elements (Baba et al., 2014), suggesting that their reduced expression was directly linked to the loss of NR5A1. We did not test whether these changes caused an increase or a decrease in glycolysis. The fact that the NR5A1-deficient SCs were dying added a confounding factor, which may affect the correct interpretation of the result, as was the case for ATP production.

## DISCUSSION

Understanding DSDs provides tools and insights into more general developmental processes. In this study, we investigated the role of the DSD gene *Nr5a1* in SCs after the sex determination period. Our study shows that SCs lacking NR5A1 from E13.5 onwards lose the expression of genes that define or maintain SC identity, illustrating that NR5A1 plays a primary role in these processes. Among the genes that have reduced expression in SCs lacking NR5A1 is *Dmrt1*, a pioneer factor that enables SOX9 binding and plays a crucial role in post-natal male sex maintenance (Matson et al., 2011; Lindeman et al., 2021). However, as *Dmrt1* knockout does not alter SC fate until PND7 (Murphy et al., 2022), it is unlikely that this gene participates in the sex reversal displayed by *Nr5a1*^SC−/−^ males. Most of the defects displayed by *Nr5a1*^SC−/−^ testes are schematized in Fig. 10. The set of abnormalities generated by ablation of *Nr5a1* at distinct timepoints in other studies are recapitulated in Table S5.

**Fig. 10.**
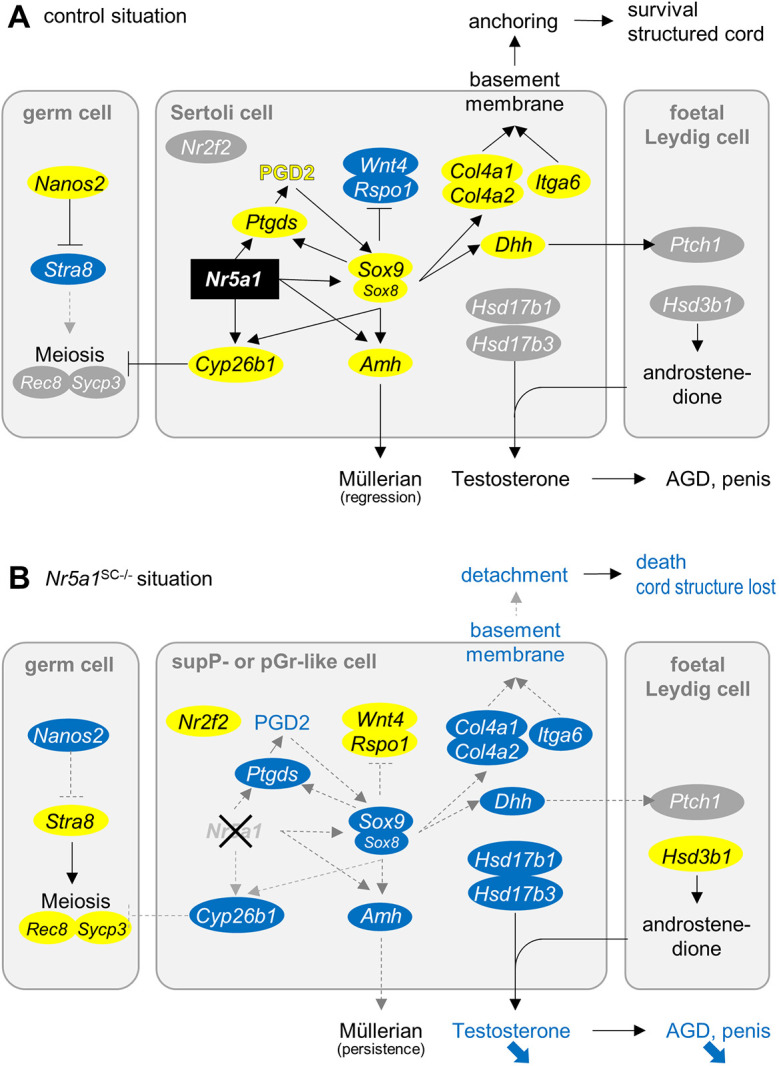
**Summary of the alterations induced by the loss of NR5A1 in SCs after the sex determination period.** (A) Control situation. (B) *Nr5a1*^SC−/−^ situation. Blue and yellow ovals are downregulated and upregulated genes, respectively. The decreased expression of *Sox9*, *Amh*, *Cyp26b1* and *Dhh* in *Nr5a1*^SC−/−^ testes can be ascribed to the loss of NR5A1 in SCs as these genes contain NR5A1-binding sites in their regulatory regions (De Santa Barbara et al., 1998; Arango et al., 1999; Sekido and Lovell-Badge, 2008; Kashimada et al., 2011; Li et al., 2014). AGD, anogenital distance; PGD2, prostaglandin D2; pGr, pre-granulosa; supP, supporting progenitor.

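*Dhh* (ENSMUSG00000023000; chromosome 15, 98891152 to 98898540) had 306 CPM (95% interval 297 to 316) in Sertoli-like cells of the control, with a UMI in 92% (90 to 93.7%) of them, against 3.17% of Leydig-like and 1.97% of interstitial-like cells. Thinned to 5000 UMIs, which left out 3 Leydig-like cells, the shares were 77.2%, 0.321% and 1.16%. The paper's Table S2 lists *Dhh* in 32.4% of mutant SCs.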

### NR5A1-deficient SCs change their cellular identity

In the absence of NR5A1, some SCs gain expression of genes characteristic of the supP-like lineage (e.g. *Nr2f2*), and some undergo sexual transdifferentiation into pGr-like cells. In general, there are two possible scenarios for transdifferentiation: either the cells first dedifferentiate into an intermediate state of limited potency and then redifferentiate into another cell type, or the cells transform directly into another cell type. The first scenario is not known to occur in other mouse genetic models of sexual transdifferentiation (Jiménez et al., 2021). In the case of *Foxl2* post-natal ablation, transdifferentiation of granulosa cells into SCs is immediate (Uhlenhaut et al., 2009), favoring the second scenario. In the present case, we cannot claim that the NR5A1-deficient SCs first reverted to the supP-like state, which would correspond to the intermediate state, before acquiring the pGr-like state. It should be noted, however, that the supP-like cells do not revert to a true bipotential state, as defined previously (Stévant et al., 2019). A large proportion of these cells do not follow a strict male-female binary distribution. These cells express both male- and female-specific genes, and are therefore defined as intersex supP-like cells. Some of them retain a male-oriented identity, whereas others display a female-oriented identity. Such a distribution, coupled with the presence of pGr-like cells, suggests a scenario in which NR5A1-deficient SCs could first dedifferentiate into male-oriented supP-like cells, which then become intersex supP-like cells because they lose the expression of male-promoting genes and express female-promoting genes, then progressively become female-oriented supP-like cells, and finally differentiate into pGr-like cells.

Interestingly, ablation of *Nr5a1* at an earlier stage than in the present study (i.e. from E12.5) allows SCs to acquire a FOXL2-positive granulosa cell identity, resulting in male-to-female sex reversal (Ikeda et al., 2021). This indicates that SCs devoid of NR5A1 from E12.5 can fully transdifferentiate into granulosa cells, whereas those that lose NR5A1 from E13.5 (our study) are no longer licensed to do so. Conversely, when ablation of *Nr5a1* occurs at a later stage than in the present study (i.e. from E14.5), SCs do not change identity at all, but a proportion of them die by MDM2/TRP53-dependent apoptosis (Anamthathmakula et al., 2019). In the present study, ablation of *Nr5a1* at E13.5 causes SCs to revert to supP-like and pGr-like cells that do not reach a state of full sexual transdifferentiation as they remain FOXL2 negative. Thus, the earlier NR5A1 is lost in SCs after sex determination, the greater is the cellular plasticity that SCs retain, suggesting that *Nr5a1* locks SC identity over time.

### SCs lacking NR5A1 from E13.5 die by anoikis

Cells sense their position and maintain their adhesion through specific interactions with the ECM. This plays a major role in the regulation of various processes, including cell survival and maintenance of seminiferous cord integrity (Matoba et al., 2008; Barrionuevo et al., 2009; Georg et al., 2012; Chen et al., 2013). This function is mediated by integrins, which are the cell membrane receptors that interact with components of the ECM. They recruit nonreceptor tyrosine focal adhesion kinases (FAKs), which are activated in response to adhesion (Lu and Rounds, 2012). Disruption or loss of integrin-ECM adhesion impairs cell survival and often leads to detachment-induced cell death, a process also known as anoikis (Gilmore, 2005; Vachon, 2011). Physiologically, anoikis serves to prevent detached cells from adhering to an ECM other than that to which they were assigned, or to prevent cells from migrating to wrong locations. Similar to apoptosis, anoikis leads to DNA fragmentation and activation of caspase 3 (Tedja et al., 2021) but, unlike apoptosis, anoikis does not require the involvement of TRP53 (McGill et al., 1997).

We report here that the expression of *Itga6*, an integrin subunit crucial for fetal testis organization (Fröjdman and Pelliniemi, 1994), and *Ptk2b*, a member of the FAK family (Beverdam et al., 2010) is reduced in NR5A1-deficient SCs. We also show that the adhesion molecules and ECM expressed by NR5A1-deficient SCs are profoundly altered, with some of the acquired proteins being characteristic of pGr cells (e.g. *Col18a1*, *Fn1*, *Nid2* and *Dcn*; Table S2) (Piprek et al., 2018). Thus, it is conceivable that all these changes disrupt the anchorage of SCs to the ECM and induce death by anoikis, thereby altering the integrity of the testis cord epithelium. Consistent with this proposal, we show that SCs lacking NR5A1 display the hallmarks of anoikis: they express many anoikis-related genes, they are TUNEL positive (i.e. their DNA is fragmented), they have increased caspase 3 activity and they die even when TRP53 is absent. In addition, using the MSC-1 cell line as a surrogate model for SCs, we show that impairment of cell attachment *in vitro* induces SC death.

Interestingly, when NR5A1 is deleted from E12.5, SCs do not die but transdifferentiate into granulosa cells (Ikeda et al., 2021). When NR5A1 is lost from E13.5, SCs change their identity to supP-like and pGr-like cells and die by anoikis (our study). When SCs lose NR5A1 later than E14.5, many of them survive, giving rise to testes with well-defined seminiferous tubules at adulthood, but others die by a TRP53-dependent mechanism (Anamthathmakula et al., 2019). This observation suggests that the ability of SCs to die and the underlying mechanisms depend on both NR5A1 and the cell differentiation status.

### Death of NR5A1-deficient SCs affects genital tract development

The action of AMH on regression Müllerian ducts in males proceeds rostro-caudally and begins as early as E13.5 (Staack et al., 2003; Mullen and Behringer, 2014). As *Amh* expression is lost only from E14.5 in *Nr5a1*^SC−/−^ mutants, AMH production starts normally and then gradually decreases to zero after E14.5. It is therefore not surprising that the rostral part of the Müllerian ducts regresses normally, making their derivatives (oviducts and anterior portions of the uterine horns) absent in the mutants, whereas the caudal part of the Mullerian ducts persists beyond E14.5, being at the origin of the posterior portions of the uterine horns, the body of the uterus and the vagina of adult *Nr5a1*^SC−/−^ mutants. A similar outcome is described in mice lacking MDM2 in SCs from E14.5 (Fouchécourt et al., 2016).

In addition, *Nr5a1*^SC−/−^ mutants display normal Wolffian duct-derived genitalia (epididymis, vas deferens and seminal vesicles) (Zhao and Yao, 2019). These develop under the influence of testosterone, the synthesis of which starts as early as E13.5 in mice (Livera et al., 2006). Their presence indicates therefore that *Nr5a1*^SC−/−^ mutants are exposed to testosterone during fetal development. This is surprising as SCs are progressively lost and, with them, is also lost the ability to convert fetal LC-produced androstenedione into testosterone through the expression of *Hsd17b1* and *Hsd17b3* (Shima et al., 2013). Thus, another enzyme necessarily compensates for the loss of *Hsd17b1* and *Hsd17b3*, as considered elsewhere (Rebourcet et al., 2020). In this regard, HSD17B12 is a good candidate as it has been shown to convert androstenedione to testosterone (Blanchard and Luu-The, 2007). If so, a cell type distinct from fetal LCs should be involved because LCs are not able to produce testosterone from androstenedione (Shima et al., 2013). This production is nevertheless insufficient as AGD and penile bone length, both of which are highly sensitive to testosterone levels between E14.5 and E17.5 in mice (Welsh et al., 2014), are reduced in *Nr5a1*^SC−/−^ mutants.

### Differentiation of the other testicular cell types when SCs lack NR5A1

Regarding the fate of GCs in *Nr5a1*^SC−/−^ testes, the data show that most of them become meiotic and die. This may seem strange given that the expression of the meiotic suppressor genes *Fgf9* and *Fgfr1* (Bowles et al., 2010) is increased in NR5A1-deficient SCs (Table S2). However, the fact that *Cyp26b1* expression is completely lost in NR5A1-deficient SCs may explain, on its own, why GCs enter meiosis. 

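In Sertoli-like cells of the control, *Fgf9* (ENSMUSG00000021974; chromosome 14, 58070547 to 58112720) had 13.4 CPM (95% interval 11.5 to 15.6) and *Fgfr1* (ENSMUSG00000031565; chromosome 8, 25513654 to 25575718) had 3.36 CPM (95% interval 2.44 to 4.51). *Fgf9* was seen in 15.3% (13 to 17.8%) of them and *Fgfr1* in 4.06% (2.88 to 5.55%), whereas 39.8% of interstitial-like cells had an *Fgfr1* UMI. Thinned to 5000 UMIs, the shares in Sertoli-like cells were 7.55% and 1.53%, and that of *Fgfr1* in interstitial-like cells was 23.9%. For *Fgf9*, the paper's Table S2 gives a log2 fold change of 0.47 in mutant SCs, and the copy of that table used here has no line for *Fgfr1*.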

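*Cyp26b1* (ENSMUSG00000063415; chromosome 6, 84571414 to 84593908) had 89.4 CPM (95% interval 84.4 to 94.7) in Sertoli-like cells of the control, and 55.8% (52.5 to 59%) of them had a UMI. In germ-like cells it had 1.85 CPM (95% interval 1.06 to 3). Leydig-like cells had 242 CPM (95% interval 229.5 to 255) and a share of 75.9% (70.8 to 80.5%), although *Cyp26b1* is among the genes that lead 1 of the clusters of this class. The other Leydig-like cluster, led by *Cyp11a1* and *Cyp17a1*, had 199 CPM (95% interval 184 to 215). At 5000 UMIs per cell, a UMI was seen in 29.6% of Sertoli-like and 52.6% of Leydig-like cells. The paper's Table S2 lists 11.9% of mutant SCs with a *Cyp26b1* transcript.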

In fact, CYP26B1 is necessary in SCs to prevent meiotic initiation and to maintain GCs in an undifferentiated state (Li et al., 2009). In addition, the expression of the quiescence-inducing gene *Nanos2* (Saba et al., 2014) is reduced in GCs (Table S2). Thus, not only is meiotic initiation not properly prevented, but mitotic quiescence of GCs may also be inappropriately promoted in *Nr5a1*^SC−/−^ testes.

As for fetal LCs, their specification and/or development is dependent on SCs, in particular due to DHH- and PDGF-dependent signaling pathways (Yao et al., 2002; Brennan et al., 2003). Our finding that fetal LCs are present in *Nr5a1*^SC−/−^ testes, despite reduced expression of *Dhh* and *Pdgfa* in SCs, suggests that these pathways are no longer required beyond E13.5 to allow proper emergence or survival of fetal LCs. Our findings are consistent with the persistence of LCs in mouse models with SCs genetically ablated from E14.5 by using the diphtheria toxin approach (Rebourcet et al., 2014; Wang et al., 2020). Furthermore, the fetal LCs of *Nr5a1*^SC−/−^ testes appear to be functional as testicular transabdominal descent occurs, suggesting normal INSL3 production (Nef and Parada, 1999; Verma-Kurvari et al., 2005).

PTM cells require that SCs produce DHH and ECM for their proper differentiation (Clark et al., 2000; Pierucci-Alves et al., 2001). Accordingly, their survival is compromised when SCs are ablated at E14.5 (Rebourcet et al., 2014; Wang et al., 2020). Thus, the loss of SCs, the changes in the ECM they produce and the decrease in *Dhh* expression in *Nr5a1*^SC−/−^ testes called into question the fate of the PTM cells. 

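In the 680 peritubular myoid-like and coelomic epithelium-like cells of the control taken together, *Acta2* (ENSMUSG00000035783; chromosome 19, 34241090 to 34255590) had 1671 CPM (95% interval 1645 to 1696), *Tagln* (ENSMUSG00000032085; chromosome 9, 45929619 to 45936058) had 644 CPM (95% interval 628 to 660), and *Tpm1* (ENSMUSG00000032366; chromosome 9, 67022590 to 67049406) had 1471 CPM (95% interval 1448 to 1496). In a test on simulated cells, the peritubular myoid-like class was the 1 of 11 that the marker rule left unnamed. *Acta2* and *Tagln* are among the genes that lead the peritubular myoid-like cluster, so their height there follows in part from the clustering. Apart, peritubular myoid-like cells had 2191 and 748 CPM of these genes, and coelomic epithelium-like cells 366 and 384 CPM. Sertoli-like cells had 7.41 CPM of *Acta2*, 4.43 of *Tagln* and 176 of *Tpm1*. In the paper's Table S2, the share of coelomic epithelium and PTM cells with a transcript goes from 66.7% in the control to 50.8% in the mutant for *Acta2*, and from 80.1% to 62.1% for *Tagln*. The paper clustered control and mutant cells together, so its class may hold other cells than the 2 classes here. In these 2 classes taken together, the shares were 85.6% (82.7 to 88.1%) for *Acta2* and 76.9% (73.6 to 80%) for *Tagln*. When each cell was classed by itself, both shares were lower than the paper's control shares.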

As a matter of fact, the expression of hallmark genes such as *Acta2*, *Tagln* and *Tpm1* (Jeanes et al., 2005; Sohni et al., 2019) is reduced in PTM cells of *Nr5a1*^SC−/−^ mutants (Table S2). Correspondingly, ACTA2 expression appeared to be reduced or even lost in PTM cells, notably in those surrounding the seminiferous cords where AMH expression is decreased or lost in the SCs (Fig. S14). This suggests that PTM cells are affected in *Nr5a1*^SC−/−^ testes.

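*Wnt5a* (ENSMUSG00000021994; chromosome 14, 28504750 to 28527448) had 513 CPM (95% interval 499 to 527) in peritubular myoid-like and coelomic epithelium-like cells of the control and 305 CPM (95% interval 296 to 314) in interstitial-like cells. Its level in Sertoli-like cells was 5.65 CPM (95% interval 4.44 to 7.09). The paper's Table S2 lists *Wnt5a* in 2 of its sheets, with a log2 fold change of -0.29 in coelomic epithelium and PTM cells and of 0.40 in SCs.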

Knowing that PTM cells and adult LCs derive from a single population of *Wnt5a*^+^ steroidogenic progenitors (Ademi et al., 2022) and that *Wnt5a* expression is reduced in *Nr5a1*^SC−/−^ mutants (Table S2), it is conceivable that the alteration of PTM cells during fetal development and the absence of adult LCs in PND60 testes are linked. It is also worth noting that very few adult LCs, if any, develop in *Pdgfa*^−/−^ mutants (Gnessi et al., 2000). The reduction of *Pdgfa* expression in SCs lacking NR5A1 (Table S2) may therefore be related to the absence of adult LCs in *Nr5a1*^SC−/−^ mutants. 

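*Pdgfa* (ENSMUSG00000025856; chromosome 5, 138976014 to 138997370) had 433 CPM (95% interval 422 to 444) in Sertoli-like cells of the control, and 85.4% (82.9 to 87.6%) of them had a UMI. The share was 10.5% in Leydig-like cells. Thinned to 5000 UMIs, Sertoli-like and Leydig-like cells had shares of 71.1% and 2.24%. The paper's Table S2 gives a log2 fold change of -1.50 in mutant SCs, of which 51.2% had a transcript.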

Further investigation is required to address these issues.

## MATERIALS AND METHODS

### Mice

Mice were housed in a licensed animal facility (agreement #C6721837). They were on a mixed C57BL/6 (50%)/129/SvPass (50%) genetic background. All experiments were approved by the local ethical committee (Comité d'Ethique en Expérimentation Animale de l'IGBMC, Com'Eth, accreditation APAFIS #18323- 2018113015272439_v3), and were supervised by N.B.G., M.M. and N.V., who are qualified in compliance with the European Community guidelines for laboratory animal care and use (2010/63/UE). The *Nr5a1* conditional allele (*Nr5a1*^tm1.1Ics^, also called *Nr5a1*^L2/L2^) was established at the Institut Clinique de la Souris (*i*CS, Illkirch, France), in the context of the French National Infrastructure for Mouse Phenogenomics PHENOMIN (http://www.phenomin.fr). Noon of the day on which a vaginal plug was detected was taken as E0.5. All fetuses were collected by caesarean section. Adult mice (PND60) were anesthetized by intraperitoneal injection of a lethal anesthetic mixture made of xylasin (3 mg/ml) and ketamine (20 mg/ml), and tissues were immediately fixed by intracardiac perfusion of 4% (w/v) paraformaldehyde (PFA) dissolved in PBS. With the exception of scRNA-seq experiments (see below), *Plekha5*^Tg(AMH-cre)1Flor^;*Nr5a1*^+/+^;*Gt(ROSA)26Sor*^tm1(EYFP)Cos^ and *Plekha5*^Tg(AMH-cre)1Flor^;*Nr5a1*^L2/L2^; *Gt(ROSA)26Sor*^tm1(EYFP)Cos^ males are referred to as controls and *Nr5a1*^SC−/−^ mutants, respectively. Generation and genotyping of mice is described in the supplementary Materials and Methods.

### Blood sample collection and testosterone measurement

After anesthesia with a lethal dose of xylasin and ketamine as described above, the blood of PND60 adult mice was collected into heparinized Microvette tubes (Sarstedt, Nümbrecht, Germany) by intra-cardiac sampling. The tubes were then centrifuged at 5000 ***g*** for 5 min and the resulting plasma samples were frozen until further use. Testosterone concentrations were determined by enzyme-linked immunosorbent assay using a commercially available kit (AR E-8000, LDN, Labor Diagnostika Nord, Nordhorn, Germany). Statistical significance was further assessed using bilateral, unpaired Student's *t*-tests.

### Morphology, histology, IHC and *in situ* hybridization

Following collection, E12.5-E15.5 fetuses and tissues were fixed for 16 h in 4% (w/v) PFA at 4°C or in Bouin's fluid at 20°C. After removal of the fixative, samples were rinsed in PBS and placed in 70% (v/v) ethanol for long-term storage, external morphology evaluation and organ weight measurement. They were then embedded in paraffin and 5 µm-thick sections were made using a Leica Biosystems RM2245 microtome. For histology, sections were stained with Hematoxylin and Eosin (H&E).

For IHC, antigens were retrieved for 1 h at 95°C either in 10 mM sodium citrate buffer at pH 6.0 or in Tris-EDTA at pH 9.0 [10 mM Tris base, 1 mM EDTA and 0.05% (v/v) Tween 20]. Sections were rinsed in PBS, then incubated with appropriate dilutions of the primary antibodies (Table S6) in PBS containing 0.1% (v/v) Tween 20 (PBST) for 16 h at 4°C in a humidified chamber. After rinsing in PBST (three times for 3 min each), detection of the bound primary antibodies was achieved for 45 min at 20°C in a humidified chamber using Cy3-conjugated or Alexa Fluor 488-conjugated antibodies (Table S7). Nuclei were counterstained with 4′,6-diamidino-2-phenyl-indole (DAPI) diluted at 10 µg/ml in the mounting medium (Vectashield; Vector Laboratories, Newark, CA, USA). ImmPRESS Polymer Detection Kits (MP-7500, Vector Laboratories) were used according to the manufacturer's protocol. Confocal microscopy, light-sheet microscopy and image processing used for vasculature analysis are described in the supplementary Materials and Methods. The surface area occupied by YFP-positive cells was measured using a macro command designed for Fiji software [Imaging Center of Institut de Génétique et de Biologie Moléculaire et Cellulaire (IGBMC)]. Data were expressed as a percentage of YFP-positive surface area relative to the surface area of the entire testis section. At least four samples were analyzed per genotype. Statistical analysis was done by a bilateral, unpaired Student's *t*-test, assuming equal variances after arcsine transformation of the percentages.

For detection of *in situ* hybridization, a commercially available kit (RNAscope 2.5 HD Reagent kit–RED, 322360, Advanced Cell Diagnostics) was used according to the manufacturer's instructions. Briefly, deparaffinized sections from PFA-fixed E13.5 fetuses were treated with hydrogen peroxide for 10 min, washed, and boiled at 100°C in 1× Target Retrieval Reagent for 10 min. Next, Protease IV was applied for 15 min at 40°C on dehydrated sections and slides were then washed in distilled water. The pre-warmed probes (RNAscope Probe-Mm-Wnt4, 401101, and RNAscope Probe-Mm-Fst, 454331, Advanced Cell Diagnostics) were applied on the sections for 2 h at 40°C. The slides were washed in 1× wash buffer and were subjected to a series of signal amplification (AMP1 to AMP8) according to the manufacturer's instructions (RNAscope 2.5 HD Reagent kit-RED). Hybridization signals were detected using a chromogenic Fast RED-B/Fast RED-A reagent. The presence of *Wnt4* and *Fst* mRNA was identified as red punctate dots. The sections were counterstained for 3 min with 12.5% (v/v) Harris Hematoxylin diluted in distilled water.

### BrdU incorporation and TUNEL assays

Bromodeoxyuridine (BrdU; Sigma-Aldrich, Saint-Quentin-Fallavier, France) dissolved at 5 mg/ml in PBS was injected intraperitoneally in pregnant females at 50 mg/kg of body weight. Two hours later, fetuses were collected (E13.5-E15.5), fixed and embedded as described above. BrdU incorporation was detected in 5 µm-thick sections using an anti-BrdU mouse monoclonal antibody (diluted 1:100, Table S6) and indirect IHC as described above. At least three samples per stage and per genotype were analyzed. Data were expressed as percentages of the numbers of BrdU-positive cells relative to the numbers of DDX4-positive cells. Statistical analysis was done by a bilateral, unpaired Student's *t*-test, assuming equal variances after arcsine transformation of the percentages.

TUNEL-positive cells were detected on sections from PFA-fixed samples using the *In Situ* Cell Death Detection Kit, Fluorescein (Roche, Mannheim, Germany), according to the manufacturer's instructions. At least three samples were analyzed per genotype. Data were expressed as the ratio between the numbers of TUNEL-positive cells quantified on entire sections and the surface areas of the testis sections (μm^2^). Statistical significance was assessed by using bilateral, unpaired Student's *t*-tests.

### Real-time RT-qPCR analyses of RNA extracted from whole testes

Fetal testes were dissected, isolated from mesonephros, snap frozen in liquid nitrogen and stored at −80°C until use. Whole-testis total RNA was extracted using RNeasy Mini Kit (Qiagen, Les Ulis, France). RT-qPCR was performed on 5 ng RNA aliquots using Luna Universal One-Step RT-qPCR Kit (New England Biolabs, Evry, France), according to the manufacturer's instructions. The primers used are listed in Table S8. Triplicates of at least four samples were used for each genotype at each stage. The relative transcript levels were determined using the ΔΔCt method, and normalized to *Acta*, the expression of which is not affected by ablation of *Nr5a1*.

### Purification of YFP-positive SCs

To dissociate cells, the testes of controls and mutants were incubated for 10 min at 37°C in 350 μl of trypsin/EDTA (0.05%, w/v), phenol red solution (Gibco Invitrogen, Auckland, New Zealand), filtered through a 70 μm cell strainer to generate single-cell suspensions, centrifuged at 3000 ***g*** and suspended in 300 µl PBS as described (Stévant et al., 2018). The YFP-positive and YFP-negative cells were sorted separately by FACS using an Aria II flow cytometer (BD Biosciences, Le Pont de Claix, France). Sorted cell suspensions were then lysed for overnight at 55°C in a proteinase K-containing buffer [100 mM Tris-HCl (pH 8), 100 mM EDTA, 250 mM NaCl, 1% SDS, containing 1 mg/ml proteinase K], and DNA was extracted and genotyped by PCR using standard protocols and primers as indicated above.

### Cell preparation for scRNA-seq

Testes from E13.5 and E14.5 *Nr5a1*^L2/L2^ (control) and *Plekha5*^Tg(AMH-cre)1Flor^;*Nr5a1*^L2/L2^; *Gt(ROSA)26Sort*^m1(EYFP)Cos^ (mutant) fetuses were dissected out in PBS and cell suspensions were prepared as described above. Cell number and viability were determined by a Trypan Blue exclusion assay on a Neubauer Chamber. Samples consisting of >90% viable cells were processed on the Chromium Controller from 10× Genomics (Leiden, the Netherlands). Ten thousand cells were loaded per well to yield approximately 5000 to 6000 captured cells into nanoliter-scale Gel Beads-in-Emulsion (GEMs, 10x Genomics). Details about library preparation, sequencing and data processing are described in the supplementary Materials and Methods.

### Analysis of anoikis and measurement of ATP concentration

A total of 914 anoikis-related genes was acquired from GeneCards (https://www.genecards.org), and 88 of these protein-coding genes were selected based on a score >2.0. The overlap of DEGs in *Nr5a1*-deficient SCs and anoikis-related genes was visualized using the R package ‘VennDiagram’ (https://cran.r-project.org/src/contrib/VennDiagram_1.7.3.tar.gz). The caspase activity was determined at E13.5 on eight (control) and six (NR5A1-deficient) batches of about 5000 FACS-purified SCs each, using the Caspase-Glo 3/7 assay (Promega, USA). The ability of MSC-1 SCs to die from anoikis when their attachment was impaired was tested using an anoikis assay kit (ab284938, Abcam, UK). Briefly, cells were seeded at a density of 30,000 cells/well on normal (uncoated) and anchorage-resistant (hydrogel-coated) plates and incubated for 24 h. Live cells were detected with the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT, a tetrazolium dye) assay or by using calcein acetoxymethyl (calcein AM) fluorescence, whereas dead and dying cells were detected using the ethidium homodimer (ethD-1) fluorescent dye, according to the manufacturer's instructions (ab284938, Abcam).

Measurement of ATP levels was performed using six batches of approximately 5000 FACS-purified SCs each, isolated from control and *Nr5a1*^SC−/−^ E13.5 testes. The cells were lysed in a lysis buffer [2 mM 1,4-dithiothreitol; 25 mM Tris-phosphate (pH 7.8); 2 mM 1,2-diaminocyclohexane-N,N,N′,N′-tetraacetic acid; 1.25 mg/ml lysozyme; 2.5 mg/ml bovine serum albumin; 10% (v/v) glycerol; 1% (v/v) Triton X-100] and ATP was quantified using the ATP determination kit (A22066, Invitrogen, USA) according to the manufacturer's instructions.

## Supplementary Material

Click here for additional data file.

10.1242/develop.201710_sup1 Supplementary information Click here for additional data file.

Table S1. Cluster identities Click here for additional data file.

Table S2. List of deregulated genes in *Nr5a1*^SC-/-^ testes, categorized by cell-types Click here for additional data file.

Table S3. List of functional GO terms identified from deregulated genes in *Nr5a1*^SC-/-^ testes, categorized by cell-types Click here for additional data file.

Table S4. List of anoikis-related genes (ARGs) deregulated in the *Nr5a1*^SC-/-^ testis Click here for additional data file.

# Supplementary material for: Loss of NR5A1 in mouse Sertoli cells after sex determination changes cellular identity and induces cell death by anoikis
**Source:** Development. 2023 Dec 11;150(24):dev201710. doi: 10.1242/dev.201710
**Supplement:** Supplementary information

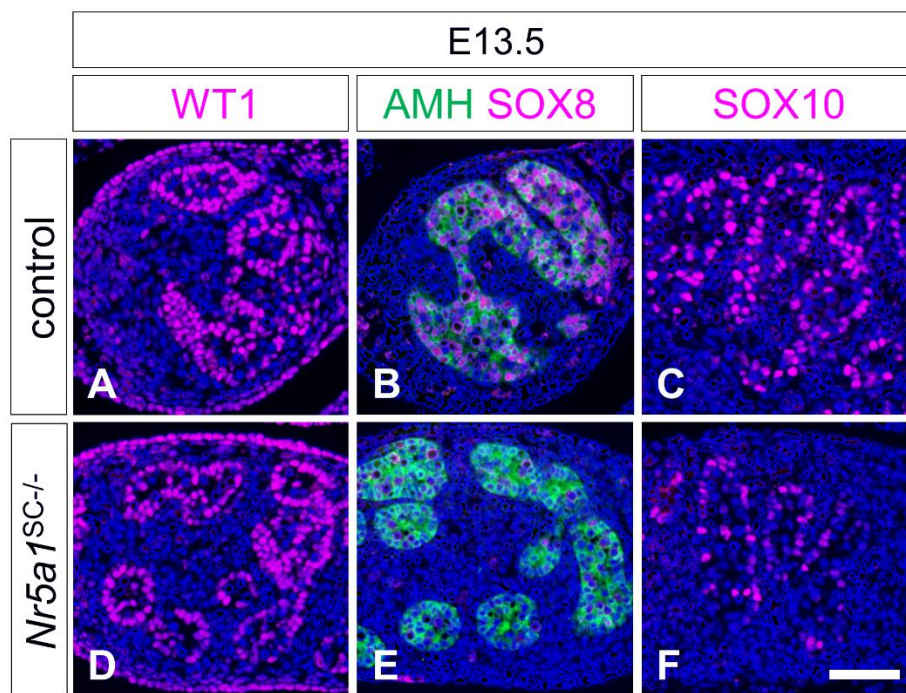

**Fig. S1. Ablation of *Nr5a1* in SC impairs SOX8 and SOX10 expression.** (A-F) Detection of WT1, SOX8, SOX10 (magenta signals) and AMH (green signals) on histological sections of control (A-C) and *Nr5a1*<sup>SC-/-</sup> (D-F) testes at E13.5. Nuclei were counterstained with DAPI (blue signal). Scale bar (in F): 50  $\mu$ m (A-F).

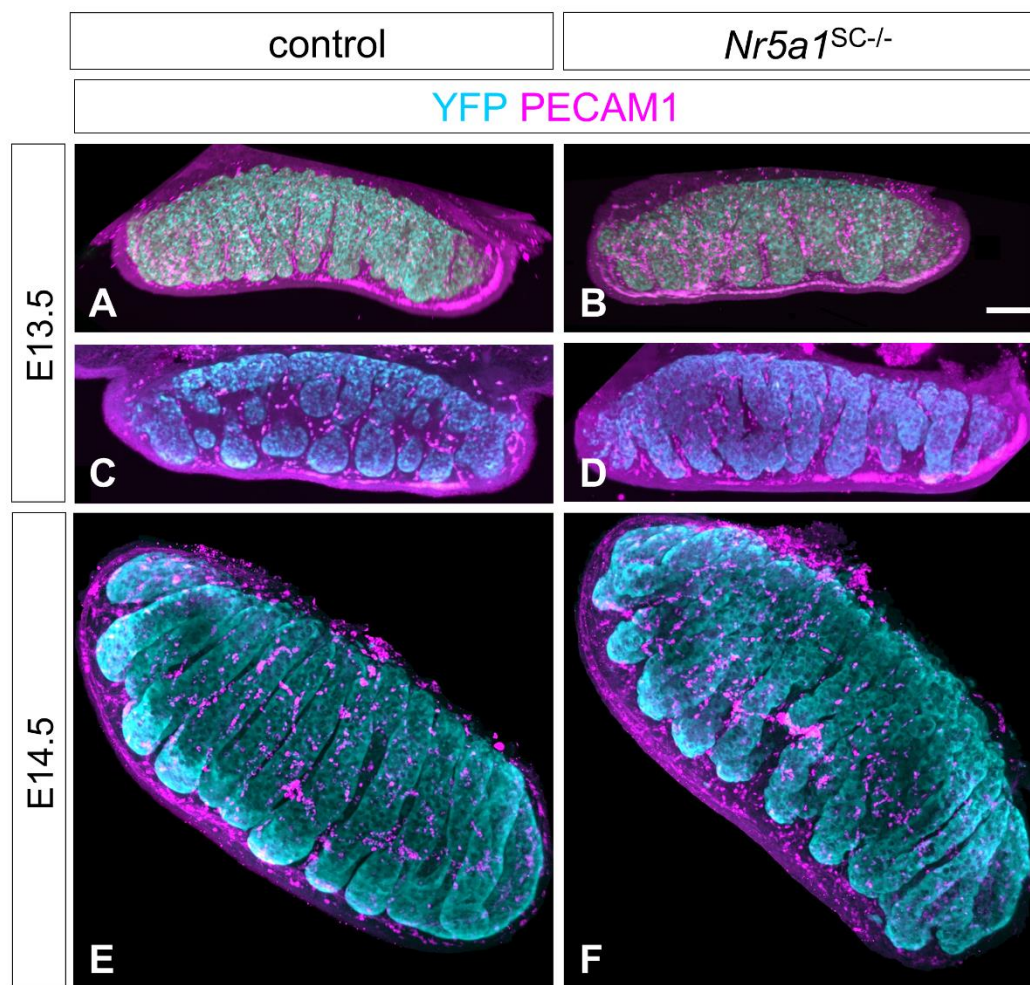

**Fig. S2. Ablation of *Nr5a1* in SC does not alter testicular vascularization.** (A,B) Detection of YFP in SC (cyan signal) and PCAM1 in vascular cells (magenta signal) using light-sheet microscopy on whole mounts of E13.5 control (A) and *Nr5a1*<sup>SC-/-</sup> (B) testes. (C,D) Virtual transverse sections made through the testes illustrated in A,B. (E,F) Detection of YFP (cyan signal) and PCAM1 (magenta signal) using confocal spinning disk microscopy on whole mounts of E14.5 control (E) and *Nr5a1*<sup>SC-/-</sup> (F) testes. The formation of the coelomic artery and of the invading vessels between the seminiferous cords appeared similar between control and *Nr5a1*<sup>SC-/-</sup> testes. Scale bar (in B): 100  $\mu$ m (A,B), 120  $\mu$ m (C,D) and 80  $\mu$ m (E,F).

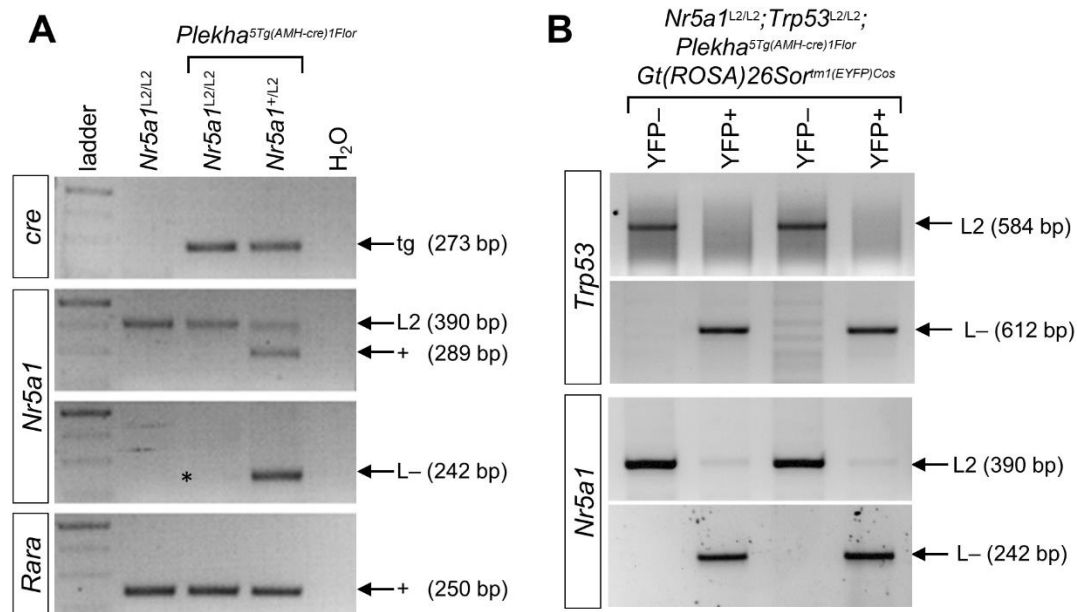

**Fig. S3. NR5A1-deficient SC die even in the absence of TRP53.** (A) PCR analysis of genomic DNA extracted from control (*Nr5a1*<sup>L2/L2</sup>), mutant (*Plekha5*<sup>Tg(AMH-cre)1Flor</sup>; *Nr5a1*<sup>L2/L2</sup>) and heterozygote (*Plekha5*<sup>Tg(AMH-cre)1Flor</sup>; *Nr5a1*<sup>+L2</sup>) testes of newborns. Upper panel shows genotyping of *Cre* transgene; middle panel shows genotyping of *Nr5a1* alleles; lower panel shows genotyping of *Rara* locus, attesting for an equivalent loading of DNA in each lane. The sizes of the expected fragments are indicated on the right: tg, *Cre* transgene; L2 and +, *loxP*-flanked and wild-type alleles, L-, excised, null allele. Note that the mutant testis contained only traces of the *Nr5a1* L- allele (asterisk), indicating that SC bearing the excised allele were no longer present at birth. (B) PCR analysis of genomic DNA extracted from FACS-purified YFP-positive (YFP+) and negative (YFP-) cells contained in *Nr5a1*<sup>SC-/-</sup>; *Trp53*<sup>SC-/-</sup> mutants fetuses at E14.5. Upper panel shows genotyping of *Trp53* alleles; lower panel shows genotyping of *Nr5a1* alleles. The YFP-negative cells (i.e., all cells except SC) contained only the unexcised (L2) alleles, while the YFP-positive cells (i.e., SC) contained only the *cre*-recombined (L-), null alleles. Note however that traces of the *Nr5a1* L2 alleles were detected in YFP-positive cells.

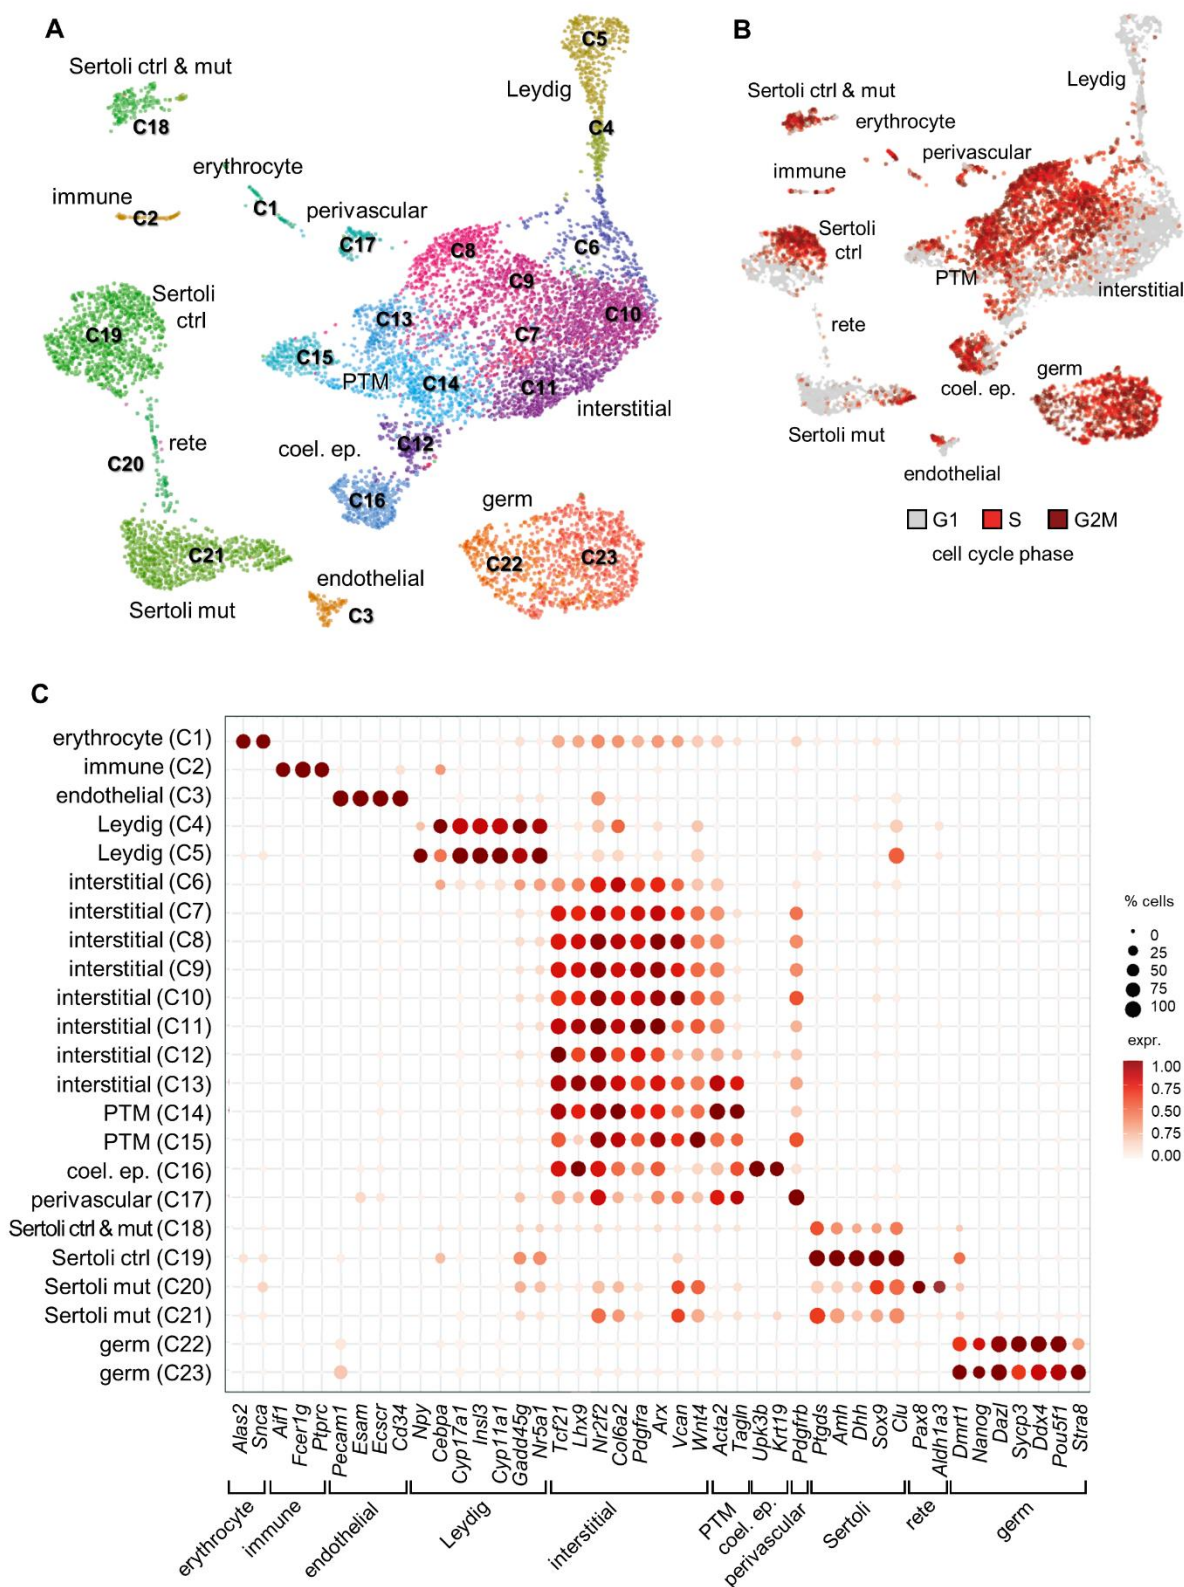

**Fig. S4. Identification of cell clusters generated from the single-cell transcriptomes.** (A-B) UMAP projection of the 8,998 cells coloured by cell clusters (panel A) or by phases of the cell-cycle, as indicated (panel B). Associated cell annotation is indicated close to the corresponding cell clusters (named C1-23). (C) Dot plot with the expression of selected markers (x axis) for each cell cluster (y axis). The dot size represents the percentage of cells expressing a given gene within a given cell cluster. The colour intensity (from light to dark red) indicates the average expression (log normalized counts) of a given gene within a given cell cluster. Legend: coel. ep., coelomic epithelium; ctrl, control; mut, mutant; PTM, peritubular myoid.

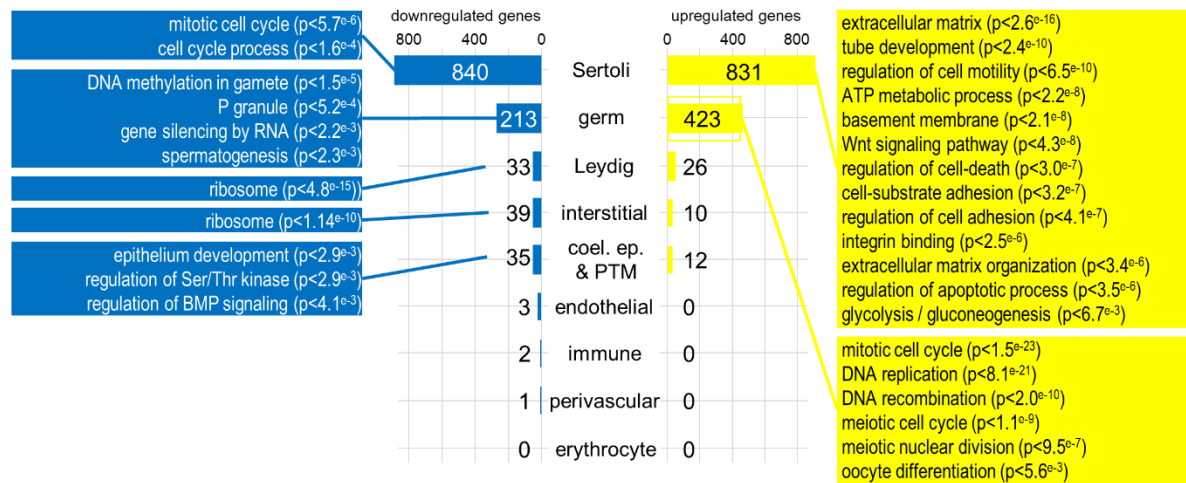

**Fig. S5. Number of differentially expressed genes and associated GO terms.** Bar plot representing the number of significantly downregulated (left side, in blue) and upregulated (right side, in yellow) genes between control and *Nr5a1*<sup>SC-/-</sup> cells (x axis), in each cell-type (y axis). Enriched GO terms and their associated *p* values are given for each cell-type. Legend: coel. ep., coelomic epithelium; PTM, peritubular myoid.

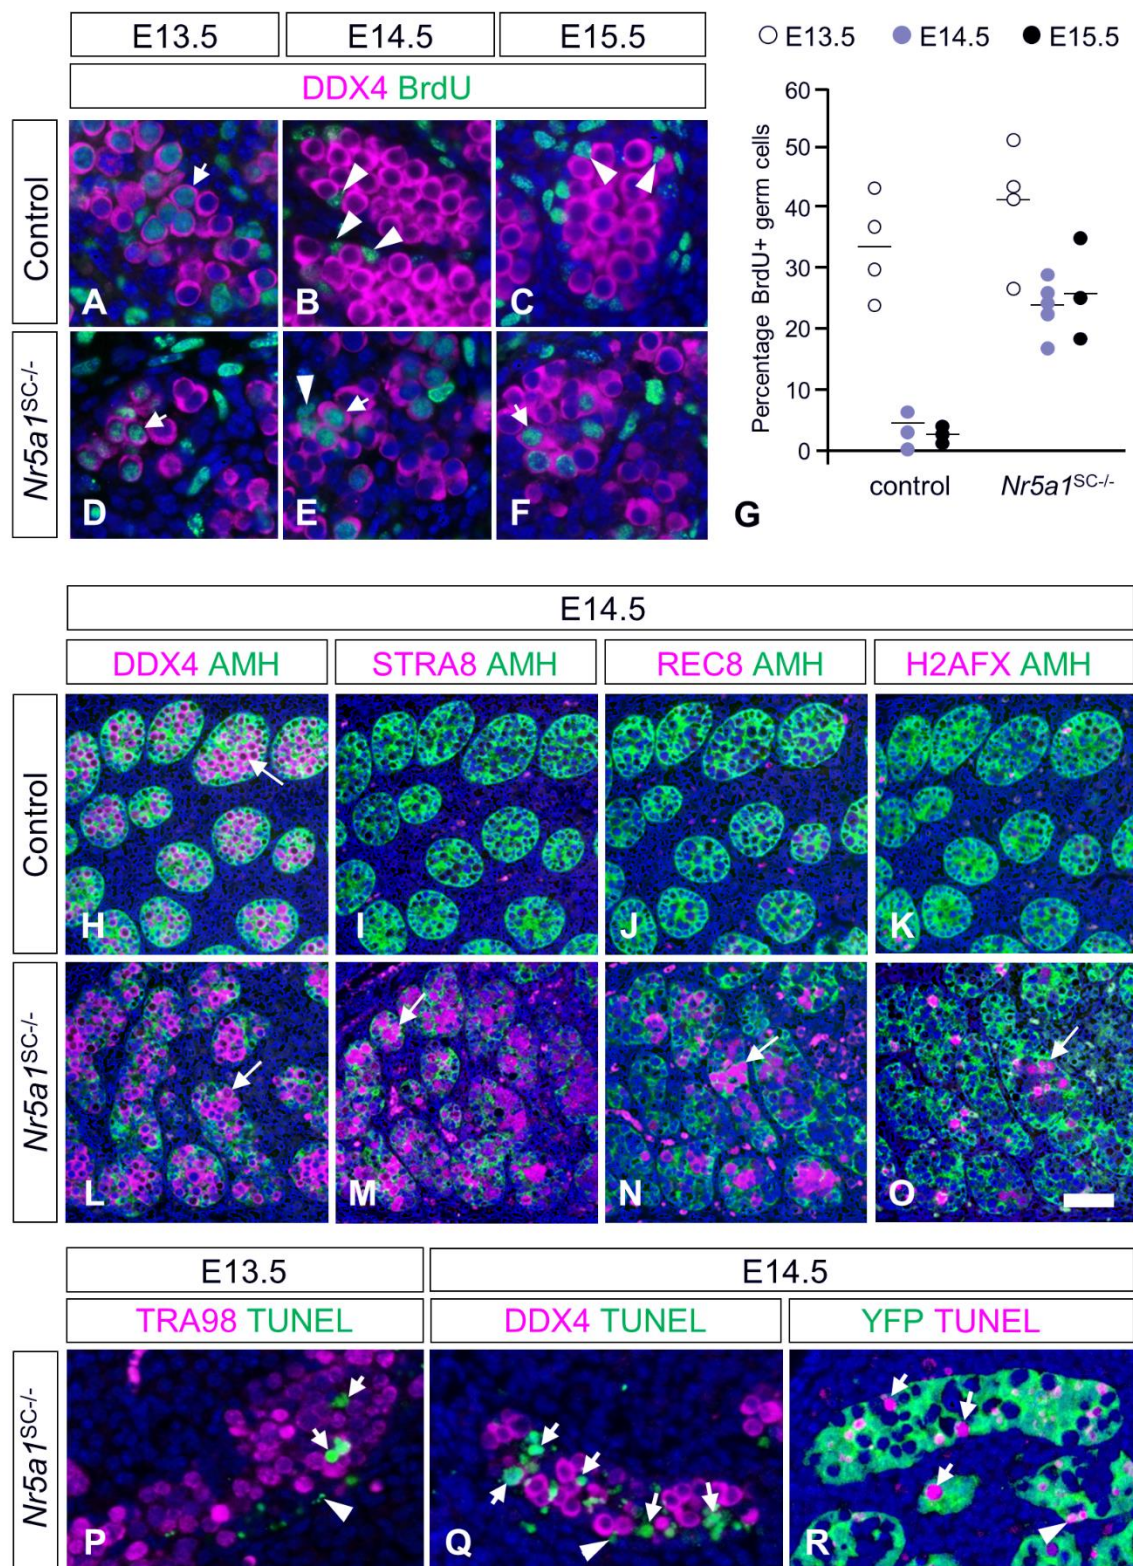

**Fig. S6. Germ cells initiate meiosis and die in *Nr5a1*<sup>SC-/-</sup> mutants.** (A-F) Detection of DDX4 (magenta cytoplasmic signal) and BrdU (green nuclear signal) on histological sections of control (A-C) and *Nr5a1*<sup>SC-/-</sup> (D-F) testes at E13.5 (A,D), E14.5 (B,E) and E15.5 (C,F). Arrows and arrowheads point to BrdU-positive GC and SC, respectively. (G) Dot plots showing the percentage of BrdU-positive GC in control (n=3 to 4) and *Nr5a1*<sup>SC-/-</sup> (n=3 to 4) testes, as a function of the developmental stages. (H-O) Detection of DDX4, STRA8,

REC8, H2AFX (magenta signals) and AMH (green cytoplasmic signal) on histological sections of control (H-K) and *Nr5a1*<sup>SC-/-</sup> (L-O) testes at E14.5. Arrows point to GC. The meiotic proteins STRA8, REC8, H2AFX were detected in the mutant but not in the control testes. Arrows point to GC. (P,Q) Detection of TUNEL-positive cells (green signal) and TRA98- or DDX4-positive GC (magenta signals) on sections from E13.5 (P) and E14.5 (Q) *Nr5a1*<sup>SC-/-</sup> testes. (R) Detection of TUNEL-positive cells (magenta signal) and YFP-positive SC (green signal) on sections from an E14.5 *Nr5a1*<sup>SC-/-</sup> testis. Arrows point to TUNEL-positive GC, while arrowheads point to TUNEL-positive SC. The total number of TUNEL-positive cells was significantly larger in *Nr5a1*<sup>SC-/-</sup> than in control testes [ $79 \pm 9$  cell/mm<sup>2</sup> (n=6) versus  $27 \pm 11$  cell/mm<sup>2</sup> (n=3), respectively;  $p < 0.05$ ]. Nuclei were counterstained with DAPI (blue signal). Scale bar (in O): 10  $\mu$ m (A-F,P,R), 50  $\mu$ m (H-O).

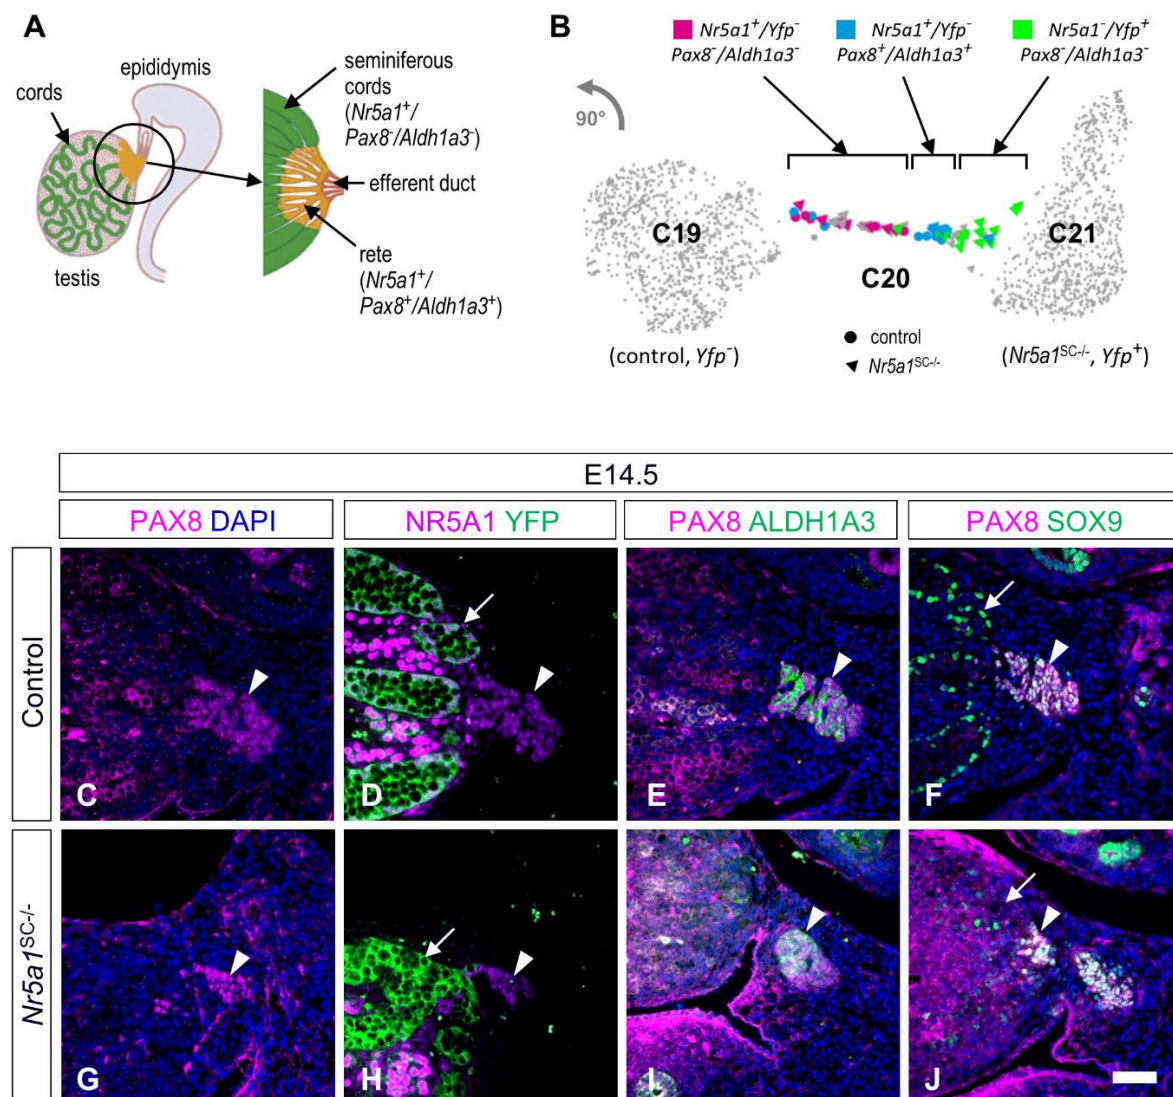

**Fig. S7. Cluster C20 corresponds to rete testis cells, in which gene excision by cre recombinase is not operational.** (A) Diagram illustrating the location and organization of rete testis in the mouse. Seminiferous cords are in green, while rete testis is in brown. (B) Magnification of UMAP plot (rotated by 90° with respect to Fig. 6) for clusters C19, C20 and C21. Cells belonging to C19 (from control testes, YFP-negative cells) and to C21 (from  $Nr5a1^{SC-/-}$  testes, YFP-positive) are in grey. Cells belonging to C20 and expressing distinct combination between  $Nr5a1$ ,  $Yfp$ ,  $Pax8$  and  $Aldh1a3$  are depicted by a colour code: pink represents cells expressing  $Nr5a1$  but not  $Yfp$ ,  $Pax8$  or  $Aldh1a3$  (SC); blue stands for cells expressing  $Nr5a1$ ,  $Pax8$  and/or  $Aldh1a3$ , but not  $Yfp$  (rete testis cells); green represents cells expressing  $Yfp$  but not  $Nr5a1$ ,  $Pax8$  or  $Aldh1a3$  (mutant SC). Circles and triangles represent control and  $Nr5a1^{SC-/-}$  cells, respectively. Note that the YFP-reporter transgene was absent in the control gonads but present in the  $Nr5a1$ -deficient gonads used for the scRNA-seq experiments. (C-J) Detection of PAX8 and NR5A1 (magenta signals) together with YFP, ALDH1A3 or SOX9 (green signals) on sections from control (C-F) and  $Nr5a1^{SC-/-}$  (G-J) testes at E14.5. Note that the YFP-reporter transgene was present in both the control and the

*Nr5a1*-deficient gonads used for IHC analysis. Arrows and arrowheads point to SC and rete testis cells, respectively. The rete testis cells (arrowheads) were PAX8- and ALDH1A3-positive (E,I). They were also NR5A1-positive, YFP-negative and SOX9-positive in both control (D,F) and *Nr5a1*<sup>SC-/-</sup> testes (H,J). In contrast, SC (arrows) were NR5A1-negative, YFP-positive and SOX9-negative in the *Nr5a1*<sup>SC-/-</sup> testes (H,J), but NR5A1-positive, YFP-negative and SOX9-positive in the control testes (D,F). Nuclei were counterstained with DAPI (blue signal). Scale bar (in J): 50  $\mu$ m (C-J).

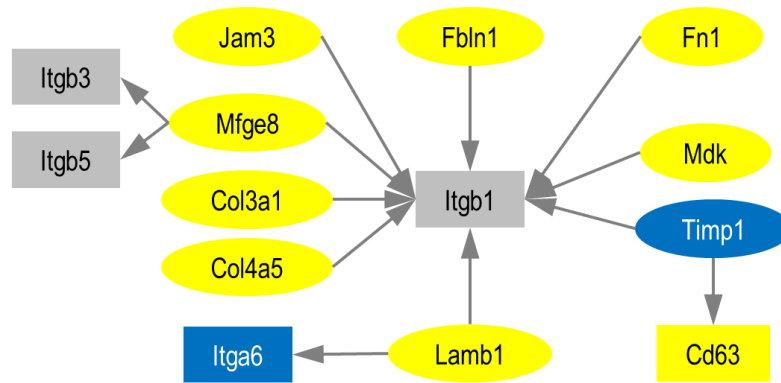

**Fig. S8. Selected ligand-receptor interactions between SC and GC.** Diagram of the ligand-receptor interactions between SC and GC, as revealed from the single cell transcriptomes. Each node of the network corresponds to a given gene encoding a ligand (oval shape) or a receptor (rectangle shape). Intercellular communication network among SC and GC were predicted using the CellTalkDB database, which contains literature-supported ligand-receptor pairs. Downregulated and upregulated genes are blue and yellow coloured, respectively. Grey boxes indicated receptors whose expression in not changed. The arrows point from the ligand to the receptors.

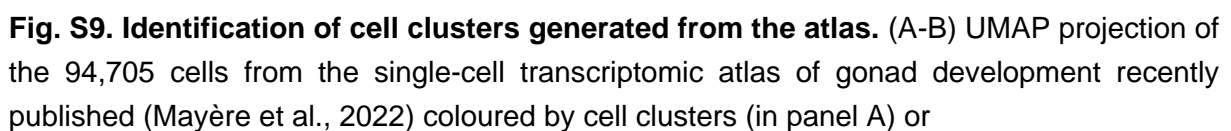

by developmental stage, from E10.5 to E16.5 as indicated (in panel B). Cell clusters (C1-C48) and their associated cell annotation are indicated. (C) Stacked bar plot showing the proportion of the developmental stages (from light at E10.5 to dark colour at E16.5) amongst the different cell clusters with male (XY, blue) and female (XX, pink) cells. (D) Dot plot with the expression of selected markers (x axis) for each cell cluster (y axis). The dot size represents the percentage of cells expressing a given marker within a given cell cluster. The colour intensity (from light to dark red) indicates the average expression (expr., log normalized counts) of a given marker within a given cell cluster. Legend: AGP, adrenal-gonadal primordium; E, embryonic day; PTM, peritubular myoid cells; supp. prog., supporting progenitor cells; XX, female, XY, male.

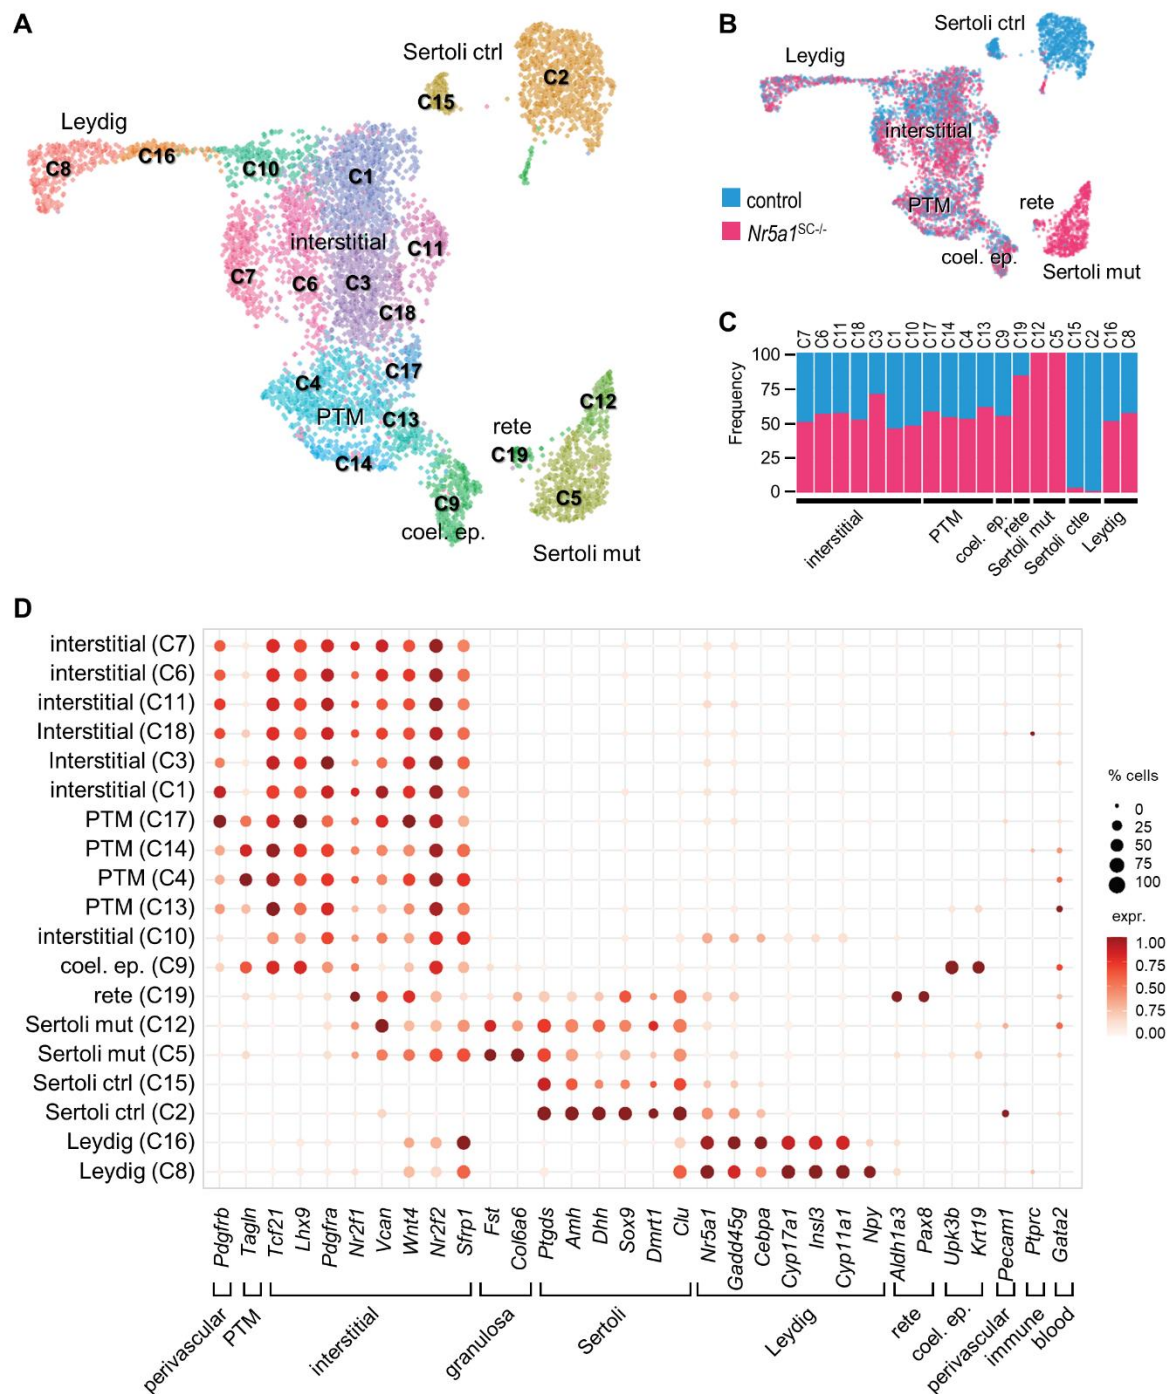

**Fig. S10. Identification of cell clusters generated from the single-cell transcriptomes of gonad somatic cells only.** (A-B) UMAP projection of the 8,998 cells coloured by cell clusters (panel A) or by genotype, as indicated (panel B). Associated cell annotation is indicated close to the corresponding cell clusters (named C1-C19). (C) Proportions of control and mutant cells in each cluster is indicated as coloured bars. Legend: coel. ep., coelomic epithelium; ctrl, control; mut, mutant; PTM, peritubular myoid cells. (D) Dot plot with the expression of selected markers (x axis) for each cell cluster (y axis). The dot size represents the percentage of cells expressing a given gene within a given cell cluster. The colour intensity (from light to dark red) indicates the average expression (log normalized counts) of a given gene within a given cell cluster.

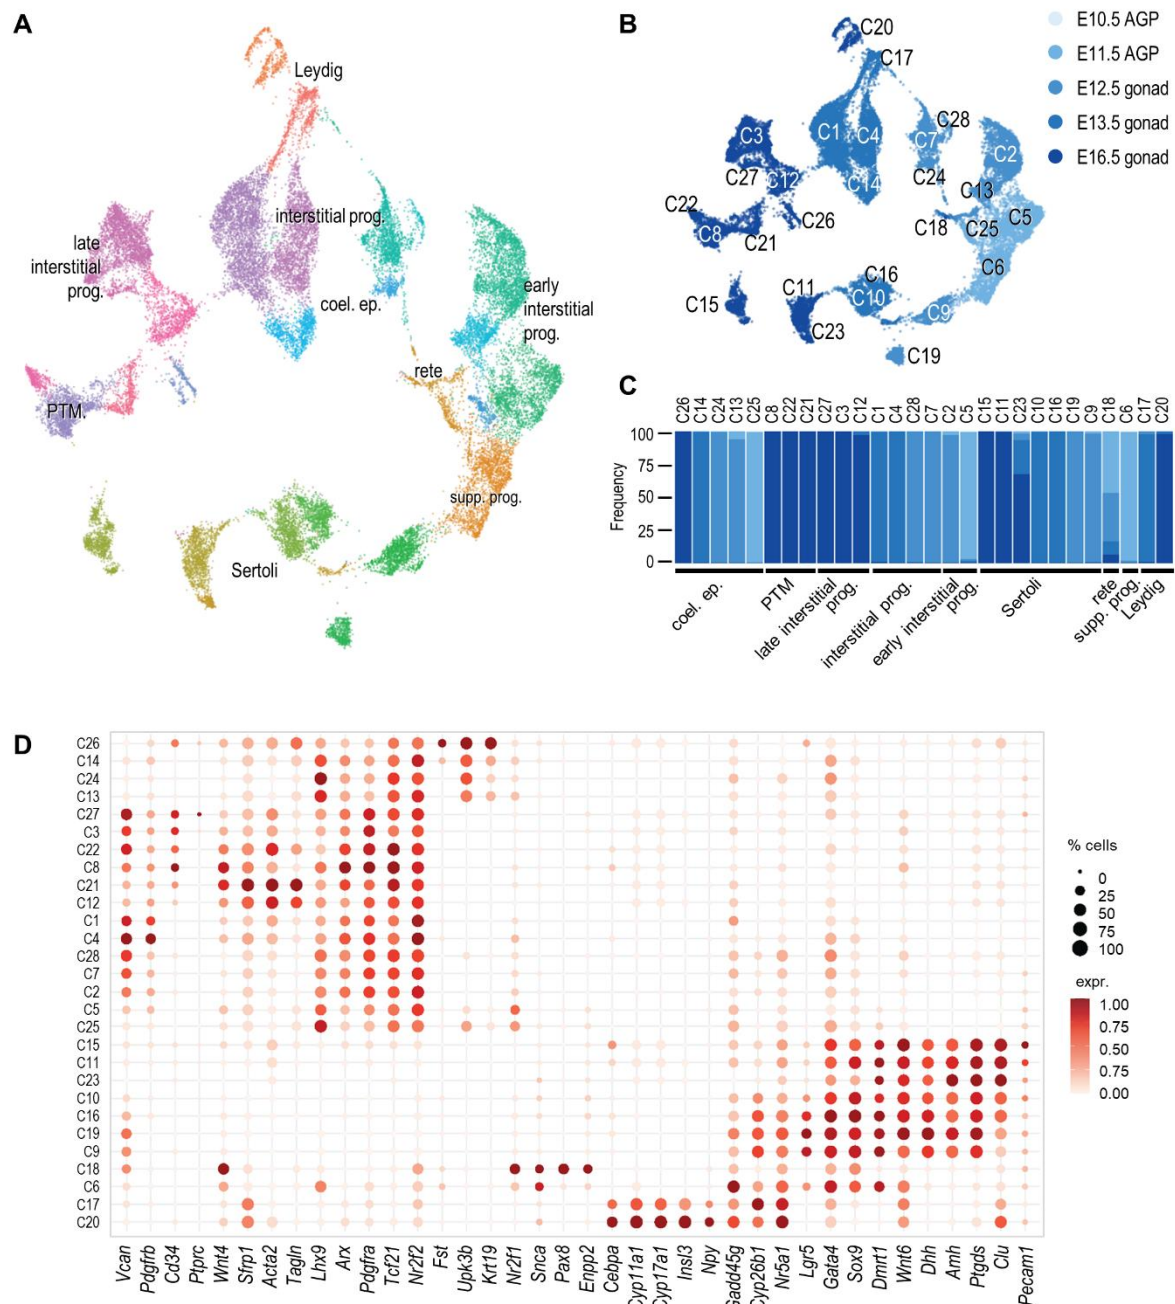

**Fig. S11. Identification of somatic male cell clusters generated from the atlas.** (A-B) UMAP projection of the male somatic cells from the single-cell transcriptomic atlas of gonad development (Mayère et al., 2022) coloured by cell clusters (in panel A) or by developmental stage, from E10.5 to E16.5 as indicated (in panel B). Cell clusters (C1-C28) and their associated cell annotation are indicated. (C) Stacked bar plot showing the proportion of the developmental stages (from light at E10.5 to dark blue at E16.5) amongst the different male cell clusters. (D) Dot plot with the expression of selected markers (x axis) for each cell cluster (y axis). The dot size represents the percentage of cells expressing a given marker within a given cell cluster. The colour intensity (from light to dark red) indicates the average expression (log normalized counts) of a given marker within a given cell cluster. Legend: AGP, adrenal-gonadal primordium; coel. ep., coelomic epithelium; E, embryonic day; prog., progenitor; PTM, peritubular myoid cells; supp. prog., supporting progenitor cells.

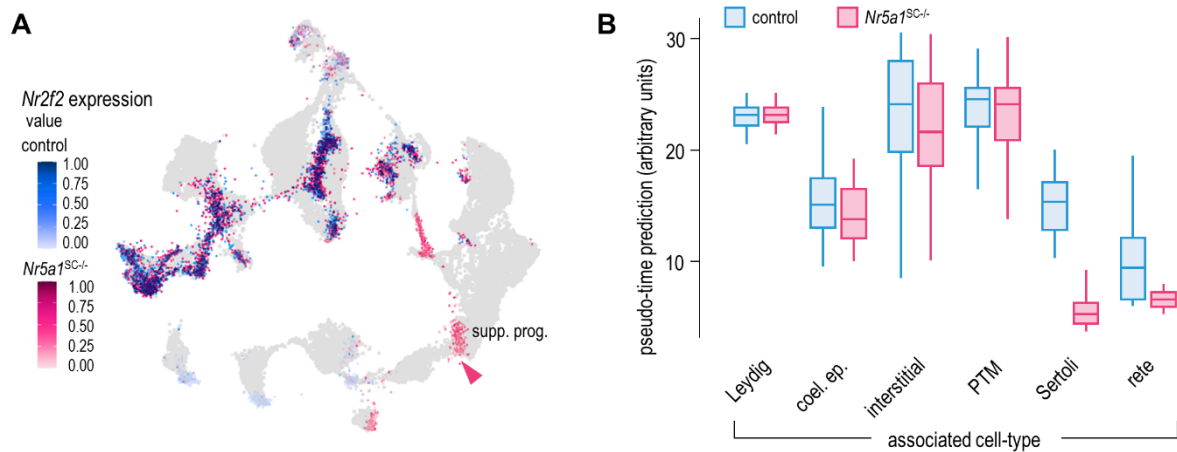

**Fig. S12. NR5A1-deficient SC express *Nr2f2* and display a transcriptomic signature corresponding to an earlier stage of development for SC.** (A) Expression of *Nr2f2* in control (blue) and *Nr5a1<sup>SC-/-</sup>* (pink) somatic cells projected on the reference single-cell transcriptomic atlas of male somatic cell development (Mayère et al., 2022). The color intensity (from white to dark blue or dark pink) indicates the level of expression. (B) Boxplot showing the pseudo time prediction for each of the major somatic cell-types of the control (blue boxes) and *Nr5a1<sup>SC-/-</sup>* (pink boxes) testes. The NR5A1-deficient SC population appears younger than the control SC population. Legend: coel. ep., coelomic epithelium; PTM, peritubular myoid cells; supp. prog., supporting progenitor cells.

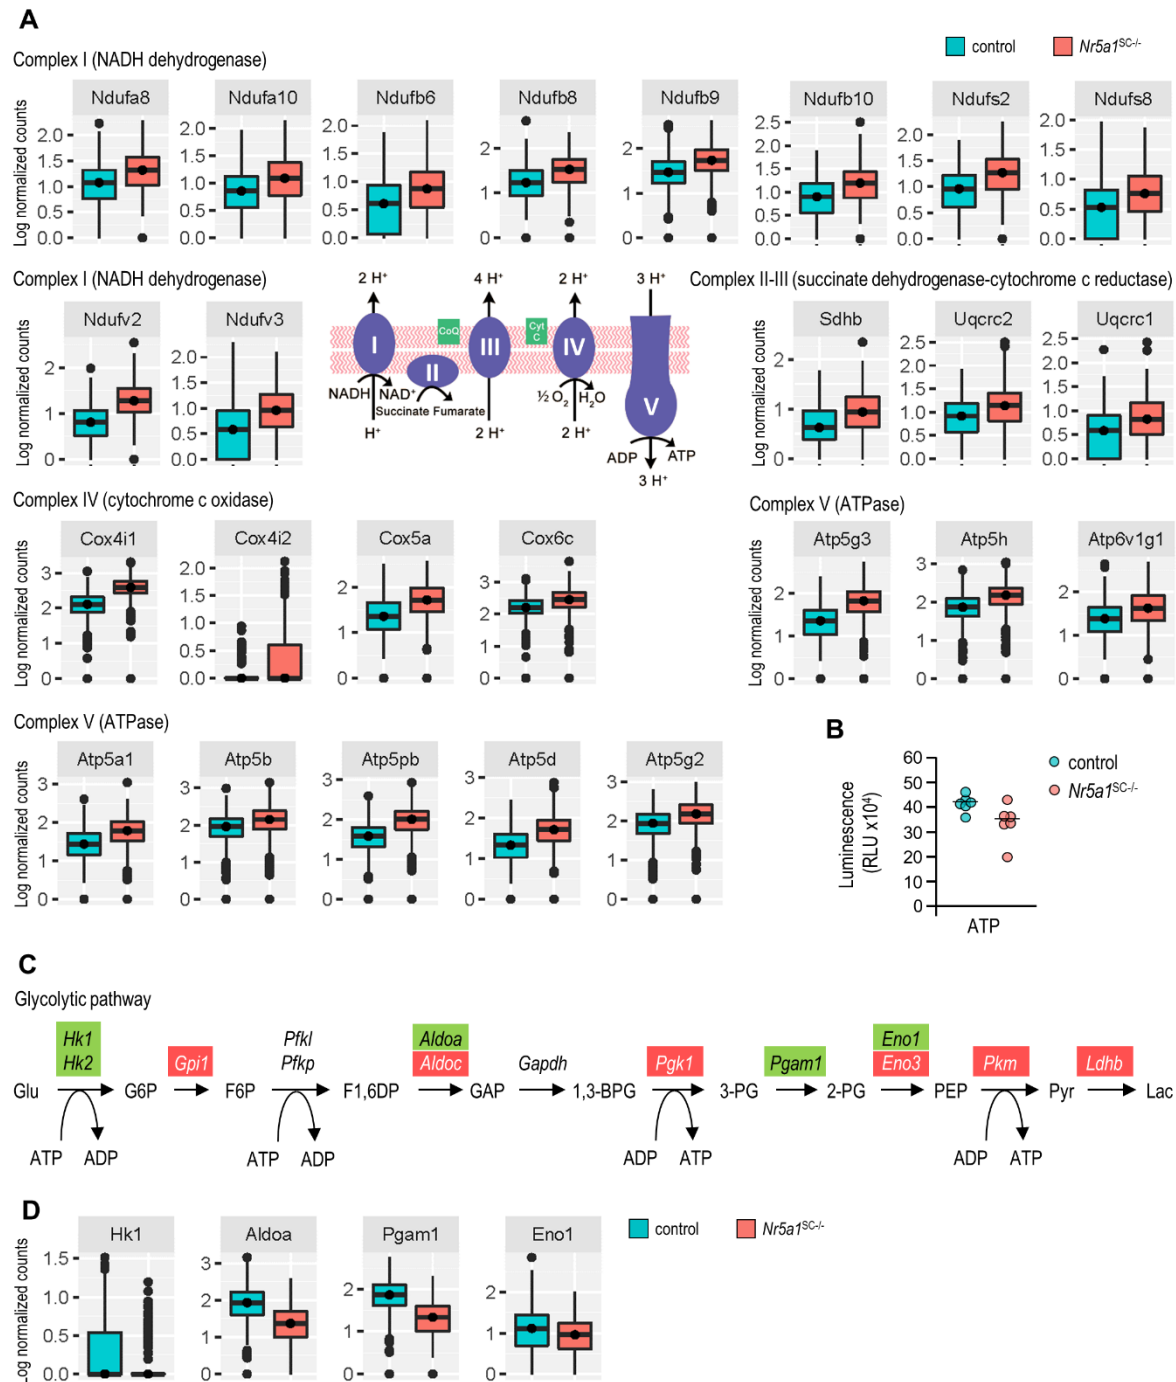

**Fig. S13. ATP synthesis is not dramatically altered in NR5A1-deficient SC.** (A) Tukey box plots illustrating medians, ranges and variabilities of log normalized expression of the indicated genes belonging to NADH dehydrogenase (complex I of respiratory chain), succinate dehydrogenase (complex II), cytochrome c reductase (complex III), cytochrome c oxidase (complex IV) and ATPase (complex V) in SC of control (blue boxes) and *Nr5a1*<sup>SC-/-</sup> (pink boxes) testes. A scheme of the respiratory chain is also depicted. (B) ATP quantities measured in of FACS-purified control (blue dots, n =6 batches) and NR5A1-deficient (pink dots, n =6 batches) SC. RLU, relative luminescence units. The difference is not statistically significant. (C) Intermediate metabolites and genes involved in the glycolytic pathway. Genes that were up-regulated and down-regulated in SC from *Nr5a1*<sup>SC-/-</sup> testes are indicated by red and green boxes, respectively. (D) Tukey box plots illustrating medians,

ranges and variabilities of log normalized expression of the genes harbouring a NR5A1-reposnive element (Baba et al., 2014) in SC of control (blue boxes) and *Nr5a1*<sup>SC-/-</sup> (pink boxes) testes. Legend: 1,3-BPG, 1,3-bisphospho-glycerate; 2-PG, 2-phosphoglycerate; 3-PG, 3-phospho-glycerate; ADP Adenosine-5'-diphosphate; ATP, Adenosine-5'-triphosphate; *Aldoa*, aldolase A; *Aldoc*, aldolase C; CoQ, coenzyme Q (ubiquinon); CytC, cytochrome C; *Eno1* and *Eno3*, enolase 1 and 2; F6P, fructose 6-phosphate; F1,6DP, fructose 1,6-bisphosphate; G6P, glucose 6-phosphate; GAP, glyceraldehyde 3-phosphate; *Gapdh*, Glyceraldehyde 3-phosphate dehydrogenase; Glu, glucose; *Gpi1*, phosphoglucose isomerase 1; *Hk1* and *Hk2*, hexokinase 1 and 2; *Ldhb*, lactate dehydrogenase B;.PEP, phospho-enolpyruvate; *Pfkl*, liver phosphofructokinase; *Pfkp*, platelet phosphofructokinase; *Pgam1*, phosphoglycerate mutase 1; *Pgk1*, phosphoglycerate kinase 1; *Pkm*, muscle pyruvate kinase.

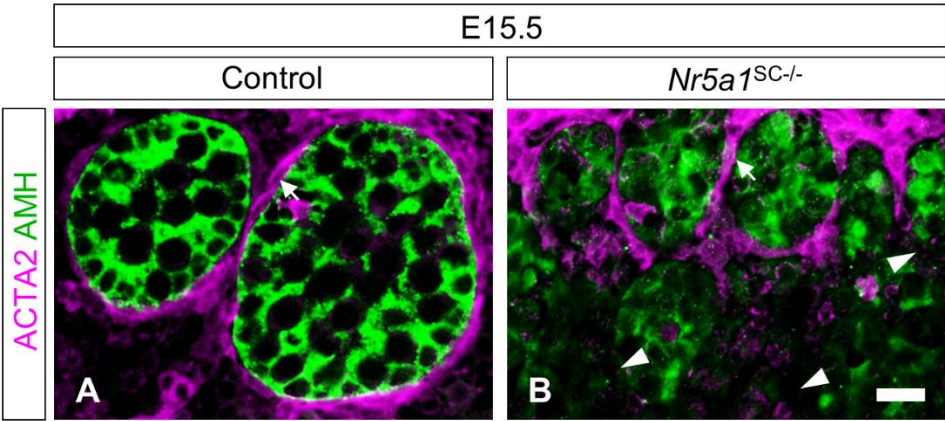

**Fig. S14. Ablation of *Nr5a1* in SC impairs ACTA2 expression in peritubular myoid cells.** (A-F) Detection of ACTA2 (magenta signal) and AMH (green signal) on histological sections of control (A) and *Nr5a1*<sup>SC-/-</sup> (B) testes at E15.5. Arrows point to ACTA2-positive peritubular myoid (PTM) cells, whereas arrowheads point to ACTA2-negative PTM cells. Note that ACTA2 expression is lost in PTM cells adjacent to SC where AMH expression is reduced or lost in *Nr5a1*<sup>SC-/-</sup> testes. Conversely, ACTA2 expression is retained in PTM cells adjacent to AMH-positive SC, which were preferentially located on the mesonephric side of the in *Nr5a1*<sup>SC-/-</sup> testes. Scale bar (in B): 10  $\mu$ m.

**Table S1. Cluster identities**

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.201710#supplementary-data>

**Table S2. List of deregulated genes in *Nr5a1*<sup>SC-/-</sup> testes, categorized by cell-types**

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.201710#supplementary-data>

**Table S3. List of functional GO terms identified from deregulated genes in *Nr5a1*<sup>SC-/-</sup> testes, categorized by cell-types**

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.201710#supplementary-data>

**Table S4. List of anoikis-related genes (ARGs) deregulated in the *Nr5a1*<sup>SC-/-</sup> testis**

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.201710#supplementary-data>

**Table S5.** Comparison of the outcome of *Nr5a1* or SC ablation during fetal development according to four distinct studies.

| reference                      | Ikeda et al.,<br>2021          | Souali-Crepeo et al.,<br>present study     | Wang et al.,<br>2020                         | Anamthathmakula et al.,<br>2019 |
|--------------------------------|--------------------------------|--------------------------------------------|----------------------------------------------|---------------------------------|
| Cre line                       | Sox9 <sup>tm3(cre)Crm</sup>    | <i>Plekha5</i> <sup>Tg(AMH-cre)1Flor</sup> | <i>Plekha5</i> <sup>Tg(AMH-cre)1Flor</sup>   | <i>Tg(Amh-cre)8815Reb</i>       |
| <i>loxP</i> -flanked allele    | <i>Nr5a1</i> <sup>tm2Klp</sup> | <i>Nr5a1</i> <sup>tm1.1lcs</sup>           | <i>Gt(ROSA)26Sor</i> <sup>tm1(DTA)Jpmb</sup> | <i>Nr5a1</i> <sup>tm2Klp</sup>  |
| stage of Cre-mediated excision | E12.5                          | E13.5                                      | E14.5                                        | E15.5                           |
| stage of SC-death              | ND                             | E14.5-E15.5.                               | E14.5                                        | E14.5 to E15.5 (partial)        |
| mechanism of SC-death          | –                              | anoikis                                    | diphtheria toxin                             | MDM2/TRP53-dependent apoptosis  |
| AMH expression                 | lost E13.5                     | lost E13.5-E14.5                           | lost E14.5                                   | E15.5 to E16.5                  |
| SOX9 expression                | lost E13.5                     | lost E14.5                                 | ND                                           | lost E17.5-E18.5                |
| FOXL2 expression               | acquired E13.5                 | No                                         | ND                                           | ND                              |
| seminiferous cord disruption   | E12.5                          | E14.5                                      | E14.5                                        | E16.5-E17.5                     |
| ECM defects                    | laminin lost E14.5             | col-IV lost E14.5                          | laminin lost E14.5-E16.5                     | ND                              |
| fate of GC                     | meiotic E15.5                  | meiotic E14.5<br>dead E15.5-E16.5          | dead E16.5-E18.5                             | dead E15.5-E18.5                |
| fate of fetal LC               | reduced number E13.5           | not affected                               | proliferating E16.5-E18.5                    | not affected                    |
| fate of adult LC               | –                              | absent                                     | ND                                           | ND                              |
| fate of PTM cells              | ND                             | ACTA2 lost E15.5                           | ACTA2 lost E16.5-E18.5                       | ND                              |
| gonad at adulthood             | ovary or ovotestis             | testis<br>devoid of SC and GC              | ND                                           | testis<br>devoid of GC          |
| Müllerian derivatives          | complete tract                 | partial tract                              | ND                                           | No                              |

ND, not determined

**Table S6. Primary antibodies used for immunohistochemistry experiments.**

| Antibodies | Species            | Dilution | Source               | Reference                  | Batch #        |
|------------|--------------------|----------|----------------------|----------------------------|----------------|
| ACTA2      | Mouse monoclonal   | 1/100    | Sigma                | A5228                      | 056M4828V      |
| ALDH1A1    | Rabbit polyclonal  | 1/50     | Abcam                | ab52492                    | GR41450-32     |
| ALDH1A3    | Rabbit polyclonal  | 1/20     | Sigma                | HPA046271                  | C106318        |
| AMH        | Goat polyclonal    | 1/100    | Santa-Cruz           | sc-6886                    | F0515          |
| BHMT       | Rabbit polyclonal  | 1/200    | Anticorps-enligne.fr | ABIN310161                 | ARP41475-T100  |
| BrdU       | Rat monoclonal     | 1/100    | Bio Rad              | OBT0030S                   | B05D250        |
| COL-IV     | Rabbit polyclonal  | 1/50     | Abcam                | ab19808                    | GR3399907-2    |
| DDX4       | Rabbit polyclonal  | 1/2000   | Abcam                | ab13840                    | GR3317403-1    |
| FOXL2      | Goat polyclonal    | 1/250    | Abcam                | ab5096                     | GR181817-20    |
| GATA 4     | Goat polyclonal    | 1/50     | Santa-Cruz           | sc-1237                    | D3013          |
| H2AFX      | Mouse monoclonal   | 1/500    | Millipore            | 05-636 (JBW301)            | 2506483        |
| HSD3B1     | Rabbit polyclonal  | 1/1000   | Trans Genic's Inc    | KO607                      | TG030317       |
| NR2F2      | Mouse monoclonal   | 1/200    | R&D Systems          | PP-H7147-00                | A-2            |
| NR5A1      | Rabbit polyclonal  | 1/100    | Cosmo Bio            | KAL-KO611                  | TG200616       |
| PAX8       | Mouse monoclonal   | 1/10     | Abcam                | ab53490                    | GR3281722-12   |
| PCP4       | Rabbit polyclonal  | 1/500    | Sigma Aldrich        | HPA005792                  | 03561          |
| PECAM1     | Goat polyclonal    | 1/200    | R&D Systems          | AF3628                     | YZU0122121     |
| REC8       | Rabbit monoclonal  | 1/200    | Abcam                | ab192241                   | GR3254930-2    |
| SOX8       | Mouse monoclonal   | 1/100    | Novus Biologicals    | H00030812-M01              | 07187-8G7      |
| SOX9       | Rabbit polyclonal  | 1/1000   | Sigma Aldrich        | ab5535                     | 3677685        |
| SOX10      | Goat polyclonal    | 1/1000   | R&D Systems          | AF2864                     | VRY081902B     |
| STRA8      | Rabbit polyclonal  | 1/1000   | Abcam                | ab49602                    | GR3975217-1    |
| TMEM184A   | Rabbit polyclonal  | 1/200    | Best et al., 2008    | Best et al., 2008          | not applicable |
| TRA98      | Rat monoclonal     | 1/500    | Abcam                | ab82527                    | GR32800356-1   |
| TRP53      | Rabbit polyclonal  | 1/200    | Santa-Cruz           | sc-6243                    | A3113          |
| TUBB3      | Mouse monoclonal   | 1/1000   | Covance              | MMS-435P-0100 (TUJ1 clone) | B354040        |
| WT1        | Mouse monoclonal   | 1/500    | Cell Marque          | 348M-94                    | 31417          |
| YFP        | Chicken polyclonal | 1/500    | Aves                 | GFP-1020                   | GFP879484      |

**Table S7. Secondary antibodies used for immunohistochemistry experiments.**

| Antibodies                          | Species | Dilution | Source                  | Reference   | Batch # |
|-------------------------------------|---------|----------|-------------------------|-------------|---------|
| Goat anti-rabbit Cy3                | Goat    | 1/500    | Jackson Immuno Research | 111-165-144 | 108069  |
| Donkey anti-goat Cy3                | Donkey  | 1/500    | Jackson Immuno Research | 705-165-147 | 134527  |
| Goat anti-rat Cy3                   | Goat    | 1/500    | Jackson Immuno Research | 112-165-167 | 29758   |
| Donkey anti-mouse Cy3               | Donkey  | 1/500    | Jackson Immuno Research | 715-165-151 | 167342  |
| Goat anti-rabbit Alexa Fluor 488    | Goat    | 1/500    | Interchim               | A-11034     | 1073084 |
| Donkey anti-goat Alexa 488          | Donkey  | 1/500    | Interchim               | A-11055     | 2301114 |
| Donkey anti-rat Alexa Fluor 488     | Donkey  | 1/500    | Jackson Immuno Research | 712-546-153 | 145823  |
| Donkey anti-chicken Alexa Fluor 488 | Donkey  | 1/500    | Jackson Immuno Research | 703-545-155 | 164925  |

**Table S8. Primers used for quantification of mRNA levels by real-time RT-qPCR.**

| Gene           | Accession number | Forward primer sequence         | Reverse primer sequence       | Amplicon size (bp) |
|----------------|------------------|---------------------------------|-------------------------------|--------------------|
| <i>Amh</i>     | NM_007445.3      | 5'-TCCTACATCTGGCTGAAGTGATATG-3' | 5'-CAGGTGGAGGCTCTTGGAAC-3'    | 66                 |
| <i>Col6a6</i>  | NM_001102607.1   | 5'-TGATTGCGTTCAGCAACGTG-3'      | 5'-TCCGGCTTGCATAGATCATAG-3'   | 157                |
| <i>Cyp26b1</i> | NM_001177713.1   | 5'-CGACATCCACCGCAACAAG-3'       | 5'-GGCCTCCTGATATACATTGATGG-3' | 151                |
| <i>Dhh</i>     | NM_007857.5      | 5'-GCACAGGATTCACTCCACTACGA-3'   | 5'-CCAGTGAGTTATCAGCTTTGACC-3' | 172                |
| <i>Fst</i>     | NM_001301373.1   | 5'-CTGCTGCTACTCTGCCAGTT-3'      | 5'-ACATCCTCCTCGGTCCATGA-3'    | 167                |
| <i>Hsd17b3</i> | NM_008291.3      | 5'-ATGGAGTCAAGGAGGAAAGGC-3'     | 5'-ATGGAGTCAAGGAGGAAAGGC-3'   | 76                 |
| <i>Inhbb</i>   | NM_008381.4      | 5'-GCGTCTCCGAGATCATCAGC-3'      | 5'-CACCTTGACCCGTACCTTCC-3'    | 188                |
| <i>Itga6</i>   | NM_001277970.1   | 5'-GCGGCTACTTTCACTAAGGACT-3'    | 5'-TTCTTTTGTCTACACGGACGA-3'   | 92                 |
| <i>Pcp4</i>    | NM_008791.3      | 5'-GCGACCAACGGAAAAGACAA-3'      | 5'-TTCAGGTGGACCAGGAAGCA-3'    | 194                |
| <i>Ptgds</i>   | NM_008963.3      | 5'-GCTCTTCGCATGCTGTGGAT-3'      | 5'-GCCCCAGGAACCTTGTCTTGTT-3'  | 118                |
| <i>Sox8</i>    | NM_011447.3      | 5'-ACCCGCATCTCCATAACGCA-3'      | 5'-TGGTGGCCCAGTTCAGTACC-3'    | 214                |
| <i>Sox9</i>    | NM_011448.4      | 5'-CAGCAAGACTCTGGGCAAG-3'       | 5'-TCCACGAAGGGTCTCTTCTC-3'    | 63                 |
| <i>Tubb3</i>   | NM_023279.3      | 5'-CGTGAAGTCAGCATGAGGGA-3'      | 5'-TCCAAGTCCACCAGAATGGC-3'    | 218                |

## Supplementary Materials and Methods

### Mice

To construct the targeting vector a 1.9 kb-long DNA fragment encompassing exon 7 (ENSMUSE00000 693512) was amplified by PCR using 129/SvPass genomic DNA and cloned into an *i*CS proprietary vector containing a *loxP* site, as well as a *loxP*- and *FRT*-flanked neomycin resistance cassette (step1 plasmid). Then, 3 kb- and 3.7 kb-long fragments corresponding to 5' and 3' homology arms were amplified by PCR and introduced into step1 plasmid to generate the targeting construct. This linearized construct was electroporated into 129/SvPass mouse embryonic stem (ES) cells. After selection, targeted clones were identified by PCR using external primers and confirmed by Southern blots (5' and 3' digests) hybridized with neomycin, 5' and 3' external probes. One positive ES clone was injected into C57BL/6J blastocysts. To remove the selection cassette from the *Nr5a1* locus, chimeric males were crossed with *Gt(ROSA)26Sor<sup>tm1(FLP1)Dym</sup>* females (Farley et al., 2000). Germline transmission was obtained, and a further breeding step was needed to segregate animals bearing the *Nr5a1* L2 allele (also called *Nr5a1<sup>tm1.1lcs</sup>*) from animals bearing the transgene. To inactivate *Nr5a1* in SC, female mice bearing *Plekha5<sup>Tg(AMH-cre)1Flor</sup>* (Lécureuil et al., 2002) and *Gt(ROSA)26Sor<sup>tm1(EYFP)Cos</sup>* (Srinivas et al., 2001) transgenes, and heterozygous for the L2 allele of *Nr5a1* were mated with males heterozygous or homozygous for L2 alleles of *Nr5a1*. The resulting *Plekha5<sup>Tg(AMH-cre)1Flor</sup>;Nr5a1<sup>+/+</sup>*; *Gt(ROSA)26Sor<sup>tm1(EYFP)Cos</sup>* and *Plekha5<sup>Tg(AMH-cre)1Flor</sup>;Nr5a1<sup>L2/L2</sup>*; *Gt(ROSA)26Sor<sup>tm1(EYFP)Cos</sup>* males are referred to as control and *Nr5a1<sup>SC/-</sup>* mutant fetuses, respectively. To test for the role of TRP53, the L2 allele of *Trp53* gene (Jonkers et al., 2001) was further introduced in the mice described above.

Yolk sacs or tail biopsies were taken for DNA extraction. Primers 5'-GTCAAGCGCCCCATGAATGC-3' and 5'-TTAGCCCTCCGATGAGGCTG-3' were first used to amplify *Sry* gene (230 bp-long fragment) for male sex determination. Then, primers 5'-TGAGCCCTGGCACATCCCTCC-3' and 5'-CCTCTGCCCTGCAGGCTTCTG-3' were used to detect *Plekha5<sup>Tg(AMH-cre)1Flor</sup>* transgene (273 bp-long amplicon), and primers 5'-AAGGGAGCTG CAGTGGAGTA-3' and 5'-GCCAGAGGCCACTTGTGTAG-3' to detect *Gt(ROSA)26Sor<sup>tm1(EYFP)Cos</sup>* reporter (520 bp-long amplicon). Primers 5'-CTGTCTCCTGTCTTCTACTACCCTG-3' and 5'-AGCCATTTCACAGTGCCCCTTCC-3' were used to amplify wild-type (+, 290 bp-long) and

L2 (400 bp-long) alleles of *Nr5a1*, while primers 5'-GTGGCACATGCATTAGTCCACTTGG-3' and 5'-AGCCA TTTCAACAGTGCCCCCTTCC-3' were used to amplify the excised, null, L- (243 bp-long) allele. Primers 5'-CACAAAAACAGGTTAAACCCAG-3' and 5'-AGCACATAGG AGGCAGAGAC-3' were used to amplify the wild-type (288 bp-long) and L2 (370 bp-long) alleles of *Trp53*. Primers 5'-CACAAAAACAGGTTAAACCCAG-3' and 5'-GAAGACAGAAAAG GGGAGGG-3' were used to amplify the excised, null, L- (612 bp-long) allele of *Trp53*. The PCR conditions were 30 cycles with denaturation at 95°C for 30 seconds, annealing at 61°C for 30 seconds and elongation at 72°C for 30 seconds. The amplicons were resolved on 1.5% (w/v) agarose gels, stained by ethidium bromide and visualized under UV light, using standard protocols.

### Confocal microscopy, light-sheet microscopy and image analysis

For vasculature imaging, E13.5 embryonic testes were fixed for 4 hours in 4% (w/v) paraformaldehyde, washed in PBS containing 1% (v/v) Triton X-100 and 1% (v/v) dimethyl sulfoxide (DMSO). They were incubated at 4°C for 4 days in PBS containing 0.1% (v/v) Triton X-100 (PBS-X), 1% (v/v) DMSO, 5% (v/v) heat-inactivated normal goat serum, 2% (v/v) heat-inactivated fetal calf serum and the primary antibodies (Table S5). The testes were then washed for 1 day in PBS-X, and incubated for 2 days at 4°C with appropriate Cy3-conjugated or Alexa Fluor 488-conjugated secondary antibodies. They were washed in PBS-X and incubated at room temperature 2 times for 3 hours in clearing solution (Miltenyi Biotec), and 1 hour in ethyl cinnamate. For confocal spinning disk microscopy, cleared testes were mounted onto an Attotfluor™ Cell Chamber dish (ThermoFisher Scientific) with a #1.5 cover glass bottom. A Leica 20x/NA 0.75 HC PL APO CS2 objective was used for image acquisition. The following excitation laser lines and detection filter sets were respectively used for the GFP (488 nm, 525-550 nm) and the Cy3 (561 nm, 609-654 nm) labels on a Yokogawa CSU-W1 confocal scanner unit mounted on a Leica DMI8 inverted stand. Stacks were acquired with a z-step of 1 µm and 0.322 µm lateral sampling on a Hamamatsu ORCA-Flash4.0 V3 camera. For light sheet microscopy, the testes were embedded in 2% (w/v) low melting point agarose before being cleared. Images were acquired on a Zeiss Lightsheet LS7 equipped with two LSM 10x/NA 0.2 illumination objectives and an EC Plan-NeoFluar 5x/NA 0.16 detection objective. The excitation lasers line and filters sets were the following for GFP: laser line 488 nm, detection filter 505-545 nm and for Cy3 laser line 561 nm, detection filter 575-615 nm. The calculated light sheet thickness at the waist was 5.67 µm. The stacks were acquired with a z-step of 2.02 µm and 0.54 µm lateral sampling on a Zeiss AxioCam 702 camera. Images were processed in Fiji (Schindelin et al., 2012) for the GFP/Cy3 channels registration and Imaris (Oxford Instruments) for creating the 3D reconstruction of the figures.

### Single cell RNA sequencing and data processing

Gel Beads-in-Emulsion (GEMs) were generated by combining barcoded gel beads, a reverse transcription master mix containing cells, and partitioning oil onto Chromium Chip B. Following full length cDNA synthesis and barcoding from poly-adenylated mRNA, GEM were broken and pooled before cDNA amplification by PCR using 11 cycles. After enzymatic fragmentation and size selection, sequencing libraries were constructed by adding Illumina P5 and P7 primers (Illumina, Evry, France), as well as sample index via end repair, A tailing, adaptor ligation and PCR with 10 cycles. Library quantifications and quality controls were determined using Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Libraries were then sequenced on Illumina HiSeq 4000™ as 100 bases paired-end reads, using standard protocols.

Sequencing data were processed using 10X Genomics software (<https://support.10xgenomics.com/>). Fastq files were processed with Cell Ranger (v6.0) on a chimeric genome composed of mm10 *Mus musculus* assembly and 753 bp-long YFP sequence (European Nucleotide Archive accession number AGM20711) (Aliye et al., 2015). The resulting count matrices were aggregated with the Read10X function implemented in Seurat (v4.0.1) (Hao et al., 2021). Cells with less than 200 detected genes and genes detected in less than 10 cells were removed. Doublets were filtered out independently in each individual matrix by using the DoubletFinder R package (v2.0.2) (McGinnis et al., 2019). Subsequently, the Single-Cell Analysis Toolkit for Gene Expression Data in R (scater v1.10.1) was used to remove outlier cells by using several cell features including the proportions of reads mapping mitochondrial and ribosomal genes, the number of genes and UMIs per cell (McCarthy et al., 2017). Data were normalized using the NormalizeData and the SCT function implemented into Seurat by regressing out the unwanted variation due to cell cycle and to the proportion of mitochondrial genes. The top-3000 most varying genes were used to perform a principal component analysis with the RunPCA function implemented in Seurat. Cells were then clustered by using Seurat graph-based clustering (FindNeighbors and FindClusters functions) on the top-30 principal components, with default parameters. Finally, we used the Uniform Manifold Approximation and Projection (UMAP) method (RunUMAP function) to project cells in a 2D space. Cell clusters were annotated using a set of known marker genes. The FindAllMarkers function implemented in Seurat was used to identify significantly differentially expressed genes (DEGs) between cell clusters. Gene ontology (GO) and pathway enrichment analysis was conducted for each gene expression cluster using the AMEN suite of tools (Chalmel and Primig, 2008) with an BH-adjusted p value of  $\leq 0.05$ . The current dataset was mapped on top of a reference atlas of gonadal development (Mayère et al., 2022) using the FindTransferAnchors and MapQuery functions with default settings. To address this issue, the reference atlas was first processed by using the same pipeline.

For the focused analysis of male gonadal somatic cells, we first selected relevant clusters (i.e. clusters associated with gonadal somatic cell populations such as coelomic epithelial cells, interstitial cells, Leydig cells, rete cells, Sertoli cells, SC) identified from the primary analysis of the current and reference datasets and independently re-analysed the two resulting datasets using the same pipeline. To order male gonadal somatic cells from the reference dataset in pseudotime and infer trajectories over developmental stages, we used the getLineages followed by the getCurves functions using default parameters implemented in the slingshot R package (version 1.8.0) (Street et al., 2018) by indicating the C6 cell cluster (the earliest cluster associated with supporting progenitor cells) as starting cells and C20 (Leydig cells), C3 (late interstitial cells), C22 (pre-PTM cells), C26 (late epithelial cells), C18 (rete cells) and C15 (SC) as potential ending cells. Numbering of clusters is according to Fig. S11B. As previously described the male gonadal somatic cells from the current dataset were mapped on top of the reference atlas of male gonad somatic cells using the FindTransferAnchors and MapQuery functions with default settings.

## Supplementary References

Aliye, N., Fabbretti, A., Lupidi, G., Tsekoa, T. and Spurio, R. (2015). Engineering color variants of green fluorescent protein (GFP) for thermostability, pH-sensitivity, and improved folding kinetics. *Appl. Microbiol. Biotechnol.* **99**, 1205-1216. [doi:10.1007/s00253-014-5975-1](https://doi.org/10.1007/s00253-014-5975-1).

- Anamthathmakula, P., Miryala, C.S.J., Moreci, R.S., Kyathanahalli, C., Hassan, S.S., Condon, J.C. and Jeyasuria, P.** (2019). Steroidogenic Factor 1 (Nr5a1) is Required for Sertoli Cell Survival Post Sex Determination. *Sci. Rep.* **9**, 4452. [doi:10.1038/s41598-019-41051-1](https://doi.org/10.1038/s41598-019-41051-1)
- Baba, T, Otake, H, Sato, T, Miyabayashi, K, Shishido, Y, Wang, CY, Shima, Y, Kimura, H, Yagi, M, Ishihara, Y et al.** (2014). Glycolytic genes are targets of the nuclear receptor Ad4BP/SF-1. *Nat. Commun.* **5**, 3634. [doi:10.1038/ncomms4634](https://doi.org/10.1038/ncomms4634).
- Best, D., Sahlender, D.A., Walther, N., Peden, A.A. and Adams, I.R.** (2008). Sdmg1 is a conserved transmembrane protein associated with germ cell sex determination and germline-soma interactions in mice. *Development* **135**, 1415-1425. [doi:10.1242/dev.019497](https://doi.org/10.1242/dev.019497).
- Chalmel, F. and Primig, M.** (2008). The Annotation, Mapping, Expression and Network (AMEN) suite of tools for molecular systems biology. *BMC Bioinformatics* **9**, 86. [doi:10.1186/1471-2105-9-86](https://doi.org/10.1186/1471-2105-9-86).
- Farley, F.W., Soriano, P., Steffen, L.S. and Dymecki, S.M.** (2000). Widespread recombinase expression using FLPeR (flipper) mice. *Genesis* **28**, 106-110. [PMID: 11105051](https://pubmed.ncbi.nlm.nih.gov/11105051/)
- Hao, Y., Hao, S., Andersen-Nissen, E., Mauck, W M.3rd, Zheng, S., Butler, A., Lee, M.J., Wilk, A.J., Darby, C., Zager, M., et al.** (2021). Satija, Integrated analysis of multimodal single-cell data. *Cell* **184**, 3573-3587. [doi:10.1016/j.cell.2021.04.048](https://doi.org/10.1016/j.cell.2021.04.048).
- Ikeda, Y., Tagami, A., Maekawa, M. and Nagai, A.** (2021). The conditional deletion of steroidogenic factor 1 (Nr5a1) in Sox9-Cre mice compromises testis differentiation. *Sci. Rep.* **11**, 4486. [doi:10.1038/s41598-021-84095-y](https://doi.org/10.1038/s41598-021-84095-y)
- Jonkers, J., Meuwissen, R., van der Gulden, H., Peterse, H., van der Valk, M. and Berns, A.** (2001). Synergistic tumor suppressor activity of BRCA2 and p53 in a conditional mouse model for breast cancer. *Nat. Genet.* **29**, 418-425. [doi:10.1038/ng747](https://doi.org/10.1038/ng747).
- Lécureuil, C., Fontaine, I., Crepieux, P. and Guillou, F.** (2002). Sertoli and granulosa cell-specific Cre recombinase activity in transgenic mice. *Genesis* **33**, 114-118. [doi:10.1002/gene.10100](https://doi.org/10.1002/gene.10100).
- Mayère, C., Regard, V., Perea-Gomez, A., Bunce, C., Neirijnck, Y., Djari, C., Bellido-Carreras, N., Sararols, P., Reeves, R., Greenaway, S., et al.** (2022). Origin, specification and differentiation of a rare supporting-like lineage in the developing mouse gonad. *Sci. Adv.* **8**, eabm0972. [doi:10.1126/sciadv.abm0972](https://doi.org/10.1126/sciadv.abm0972).
- McCarthy, D.J., Campbell, K.R., Lun, A.T. and Wills, Q.F.** (2017). Scater: pre-processing, quality control, normalization and visualization of single-cell RNA-seq data in R. *Bioinformatics* **33**, 1179-1186. [doi:10.1093/bioinformatics/btw777](https://doi.org/10.1093/bioinformatics/btw777).
- McGinnis, C.S., Murrow, L.M. and Gartner, Z.J.** (2019). DoubletFinder: Doublet Detection in Single-Cell RNA Sequencing Data Using Artificial Nearest Neighbors. *Cell Syst.* **8**, 329-337. [doi:10.1016/j.cels.2019.03.003](https://doi.org/10.1016/j.cels.2019.03.003).
- Schindelin, J., Arganda-Carreras, I., Frise, E., Kaynig, V., Longair, M., Pietzsch, T. and Cardona, A.** (2012). Fiji: an open-source platform for biological-image analysis. *Nat. Methods* **9**, 676-682. [doi:10.1038/nmeth.2019](https://doi.org/10.1038/nmeth.2019)

- Srinivas, S., Watanabe, T., Lin, C.S., William, C.M., Tanabe, Y., Jessell, T.M. and Costantini, F.** (2001). Cre reporter strains produced by targeted insertion of EYFP and ECFP into the ROSA26 locus. *BMC Dev. Biol.* **1**, 4. [doi:10.1186/1471-213x-1-4](https://doi.org/10.1186/1471-213x-1-4).
- Street, K., Risso, D., Fletcher, R.B., Das, D., Ngai, J., Yosef, N., Purdom, E. and Dudoit, S.** (2018). Slingshot: cell lineage and pseudotime inference for single-cell transcriptomics. *BMC Genomics* **19**, 477. doi:10.1186/s12864-018-4772-0. [doi:10.1186/s12864-018-4772-0](https://doi.org/10.1186/s12864-018-4772-0).
- Wang, Y.Q., Cheng, J.M., Wen, Q., Tang, J.X., Li, J., Chen, S.R. and Liu, Y.X.** (2020). An exploration of the role of Sertoli cells on fetal testis development using cell ablation strategy. *Mol. Reprod. Dev.* **87**, 223-230. [doi:10.1002/mrd.23309](https://doi.org/10.1002/mrd.23309)

How the deposited data were processed for this re-analysis (not part of the article)

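RNA of single cells was measured in 1 control library of testes, pooled from 12 testes as the paper gives it. The labels and the paper's legend to the map of the cells give embryonic day 14.5, and the text embryonic days 13.5 and 14.5. The mutant library was not analysed here, and values of mutant cells are those of the paper's Table S2. The deposited values are UMI counts per gene and cell barcode, which the authors made with Cell Ranger on the mm10 genome joined to a YFP sequence, without normalization. The header of the matrix names software version 3.1.0, and the methods another Cell Ranger version. Gene positions came from the GENCODE annotation of GRCm38, which is mm10 under another name.

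The library held 72595083 UMIs, of which 54635469 were in the 3820 kept cells. Cells had at least 200 genes. Doublets were scored by the share of artificial doublets among nearest neighbours, after the principle of DoubletFinder, with artificial doublets as 25% of the merged data and 2% of it as neighbours, and 4.04% of barcodes were removed. Cells beyond 3 median absolute deviations on log UMIs, log genes, mitochondrial share (upper side) or ribosomal-protein share were removed. The paper's text does not name its number of deviations. Clustering used Seurat 5.3.0 with sctransform 0.4.2 in R 4.3.3, on genes seen in at least 10 cells, with 3000 variable genes, 30 components and resolution 0.8. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.

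Clusters were named from marker lists that leave out the Sertoli, germ and peritubular myoid genes reported at the paper's claims. The lowest mean log2 ratio for a name, 1, was chosen after the clusters were seen. A cluster of 86 cells fell below it and stayed unnamed. That cluster also held more markers of another class among its top genes, which the rule did not allow. The mesonephric epithelium list named no cluster. Genes were reported if the paper names them for these data, with *Hsd17b12*, sex-linked genes, YFP, and the 3 genes of the Sertoli and germ sheets with the largest differences in each direction. The values of the paper's tables had been read before this rule was written. *Xist* is not in the matrix.

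No test was made, because there was 1 library and cells are not replicates. Shares of classes are given as read, and for some genes also after thinning to 5000 UMIs per cell, or 3000 as an alternative. For *Stra8*, *Rec8*, *Nanos2* and *Piwil4*, thinned shares are given for germ-like cells alone. Shares given only as read are not corrected for the different depths of the classes. The intervals are exact at 95% and cover counting error only. Other outlier limits, doublet rates, resolutions, normalizations and class assignments were tried as alternatives.

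The steps outside R were tested on simulated data. A known shift of 5 points was found as 4.99 points. The marker rule gave 10 of 11 simulated clusters their class, and left the peritubular myoid-like one of 200 cells without a name. The clustering itself was not simulated.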

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

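The tests of free RNA in this part were chosen only after the values were seen.

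The Y-linked genes *Ddx3y*, *Uty* and *Kdm5d*, used as a check of the labels, are not discussed in the paper and had 63.3, 30.4 and 33.7 CPM in Sertoli-like cells, above the limit that a count of 0 allows. If their UMIs came from free RNA of the suspension alone, Sertoli-like cells would have no higher share at equal depth than interstitial-like cells, which are shallower and dilute free RNA less. For *Uty*, cells with a UMI after thinning to 5000 UMIs were 14.5% (12.2 to 17.1%) of Sertoli-like and 9.48% (7.94 to 11.2%) of interstitial-like cells, and for *Kdm5d* 15.3% (13.0 to 17.9%) and 10.5% (8.87 to 12.3%), which argues against free RNA alone for both. For *Ddx3y* the shares were 27.1% (24.2 to 30.3%) and 22.4% (20.2 to 24.8%), with overlapping intervals. Interstitial-like cells were taken for this comparison after the one with germ-like cells had been seen, and the outcome depends on that choice. Against germ-like cells, the intervals overlapped for *Uty* (8.64%, 5.43 to 12.9%) and lay apart for *Ddx3y* (8.64%, 5.43 to 12.9%) and *Kdm5d* (6.17%, 3.50 to 9.98%). Germ-like cells are deeper than Sertoli-like cells, so that free RNA alone would lower their shares too. A second test took the highest share of each other named class's RNA that its markers allow in Sertoli-like cells, times the gene's level in that class. Summed over these classes, free RNA would bring at most 45.7 CPM of *Ddx3y*, 17.5 CPM of *Uty* and 18.1 CPM of *Kdm5d*, below the lower limits of their levels in Sertoli-like cells (59.1, 27.5 and 30.6 CPM), but not by the margin set for this test, so that for *Uty* and *Kdm5d* the argument against free RNA alone rests on the first test. For *Ddx3y*, free RNA and expression therefore cannot be told apart by these 2 tests, although the limit speaks against free RNA as the whole source. For all 3 genes it stays open as a part. The coelomic epithelium markers allow the most RNA, 65.9%, whereas no other class allows more than 6.77%. These markers include *Lgals7*, which had a UMI in 97.15% of Sertoli-like cells and may be expressed there. The second test is therefore loose, and the missed margin decides nothing for these genes. No biological explanation was tested for these 3 genes.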

How the results depend on the processing

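The alternatives below were all set before the data were examined, and the cause of each change was not tested unless it is named. No paired analysis was possible because there was 1 library, which also left no sample to leave out in turn.

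With the outlier filter at 5 median absolute deviations, the medians per cell were 11612 UMIs and 3479 genes, the Sertoli-like share was 27.45%, and the share of Sertoli-like cells without an *Eif2s3y* UMI was 44.9%. The difference of Sertoli-like detection shares from Table S2 reversed, with a median of -4.994 points (4.994 in absolute value), and the germ-like difference was 1.934 points (1.979 in absolute value). Without the outlier filter, the medians were 11042 UMIs and 3323 genes, the Sertoli-like share 27.31% and the share without *Eif2s3y* 49.36%. The Sertoli-like difference reversed here too, to -8.627 points (8.627 in absolute value), and the germ-like difference was 1.721 points (1.758 in absolute value).

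Without doublet removal, the median was 12316 UMIs, the Leydig-like share fell to 5.938%, the cells with both *Pax8* and *Aldh1a3* numbered 21, and the absolute germ-like difference was 1.313 points. At the doubled doublet rate, 4 cells had both *Pax8* and *Aldh1a3*, the share without *Eif2s3y* was 27.81%, the Sertoli-like difference was 6.736 points, signed and absolute, and the germ-like difference 1.171 points (1.345 in absolute value). In 60 simulated doublets of 2 classes, 68.3% were among the same number of highest scores, so the doublet calls are imperfect.

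The Leydig-like share was 5.942% at resolution 1.2, 7.042% without regression and 5.995% with classes per cell. Under log-normalization it stayed inside the interval of the main value with the linear algebra kernel that was used, and fell below the interval with another kernel, so that alternative is not stable in this respect. The Sertoli-like difference was 4.595 points at resolution 0.4 and 4.987 points without regression, signed and absolute. The germ-like difference was 1.239 points (1.365 in absolute value) both under log-normalization and without regression.

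With each cell classed by itself from the markers, the Sertoli-like share was 18.04%, the share of Sertoli-like cells called S or G2/M 51.23%, the Sertoli-like difference 6.372 points, signed and absolute, and the germ-like difference 0.9 points (1 in absolute value). This alternative is weak, since 66.3% of 1500 simulated cells were given their class in this way. With cells of at least 5000 UMIs alone, the Sertoli-like difference was 7.208 points, signed and absolute, and the germ-like difference 2.185 points (2.232 in absolute value). Counting a gene as detected from 2 UMIs on raised the share without *Eif2s3y* to 62.68%, which follows from the stricter count.

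The germ-like share of cells stayed inside the interval of its main value under each alternative run for it, and the number of kept cells and of anoikis-related genes seen in Sertoli-like cells stayed within 1.5 times the main count. Among 200 levels and shares of named genes, 131 stayed inside their intervals with the filter at 5 deviations, 124 without it, and 197 under log-normalization. Thinning to 3000 UMIs, run for 100 values, left 22 inside and moved 78 down. Depth limits the detection of genes with few UMIs, and *Wnt4*, for example, was seen in 8.12% of Sertoli-like cells as read and in 3.66% of those thinned to 5000 UMIs.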

Differences from the paper's values

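Of 3 values of the text and 95 control shares of Table S2, 1 was more than 1.5 times apart from the value in the main setting. It is the share of Sertoli cells with *Fst*, 0.2% in the paper and 0.11% (exact 95% interval 0.0028 to 0.61%, 1 cell) here, which holds the paper's value in its interval. A limit of 1.5 times cannot pick out a higher share where the paper's share is already high, so this count does not show that the other values were equal. *Acta2*, for example, was not picked out. Its share in peritubular myoid-like and coelomic epithelium-like cells was 85.59% here against 66.7% in the paper. For control cells kept after filtering, the paper's number is 3988, against 3820 here. The alternatives set before the data were examined gave 4357 cells with the outlier filter at 5 deviations, 4845 without it, 4025 without doublet removal and 3628 at the doubled doublet rate. No setting gave the paper's number.

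The paper gives its averages for control and mutant cells together, and the values here cover control cells alone. The mean UMIs per cell were 14302 here, above the paper's value, and the mean genes per cell were 3677 here against the paper's 3500. With the outlier filter at 5 deviations, the mean was 14243 UMIs and 3496 genes. Without the filter both means lay below the paper's values, at 13367 UMIs and 3200 genes.

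The paper states that *Fgfr1* is increased in NR5A1-deficient SCs and cites Table S2. The copy of that table used here has no line for *Fgfr1*, which was seen in 4.06% of the Sertoli-like control cells. The paper states that most glycolysis genes of Fig. S13C are increased and names 4 that are decreased. Of the 14 genes, its Table S2 lists 6 as upregulated and 5 as downregulated, and *Hk2* (52.9 CPM in Sertoli-like cells) is the decreased gene that the text does not name.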

Other observations

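In this part, the tests of the Table S2 difference, of *Cyp26b1* in Leydig-like cells, of *Hsd17b12* and of germ markers between the clusters, and the comparison with sets as small as the shallow cluster were chosen only after the result was seen.

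The shallow Sertoli-like cluster of 62 cells had a median of 3148 UMIs, against 14352 in the deep cluster. The same cells read less deeply would have nearly the shares of thinned deep cells, but the median absolute difference was 6.30 points, 4.08 times that between random sets of equal size drawn from the thinned deep cells (1.55 points) and 2.11 times that of 100 random sets as small as the cluster. Mitochondrial genes took 21045 CPM of the shallow cluster and 116604 CPM of the deep one. Free RNA as the whole content would bring germ markers near their level in all barcodes, whereas they had 0.194 of that level (249 against 1284 CPM), although the cluster was named for Sertoli genes and so partly selected for this. Free RNA as a part of the UMIs stays a candidate explanation, since germ markers were 4.08 times as high as in the deep cluster (249 CPM, 190 to 320.5, against 61.0 CPM, 56.8 to 65.4), and with the outlier filter at 5 deviations 113 CPM (87.4 to 144) against 60.6 CPM (56.5 to 65.0). Dividing cells stay a candidate explanation, since the summed level of 5 cell-cycle genes was 1.72 times that of the deep cluster (1407 CPM, 1261 to 1565, against 817 CPM, 802 to 833). *Cdk1* and *Ccnb1* carried this ratio, and *Mki67* went the other way (83 against 131 CPM, with overlapping intervals). With the filter at 5 deviations, the intervals of *Mki67* lay apart (62.7 CPM, 43.9 to 86.8, against 128.5 CPM, 122.5 to 134.8), which goes against dividing cells. In that setting *Cdk1* (649.6 against 239.9 CPM) and *Ccnb1* (130.6 against 52.3 CPM) stayed higher in the shallow cluster beyond the intervals. *Top2a* was higher there too (290.9 CPM, 248.4 to 338.5, against 238.1 CPM, 229.9 to 246.6). The ratio of the summed level of the 5 genes was 1.68. Cells losing cytoplasmic RNA or mitochondria were not tested.

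The Sertoli-like detection shares lay above the control shares of Table S2. A mixture was made of the deep and shallow Sertoli-like clusters found with the outlier filter at 5 deviations. With 15% shallow cells, chosen on part of the genes, it left a median absolute difference of 0.452 points in the other 835 genes. Before, in the main setting, this difference was 4.83 points. Thinning every cell to 84% of its UMIs left 1.25 points in the same genes. Both met the limit set for them, so either may describe the difference, and neither shows what the authors' cells were. For the 90 genes with a control share of at least 95% in Table S2, the median share was 97.8% there, 97.4% in the mixture and 99.3% after the common thinning, a comparison looked at after the result. With the outlier filter at 5 deviations, shallow cells made up 26.2% of Sertoli-like cells and had a median of 1307 UMIs. In the main setting they made up 6.81%, but with a median of 3148 UMIs. The 15% of the mixture therefore cannot be set directly against 6.81%.

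The paper assigns *Nr2f2*-positive mutant SCs by *Eif2s3y* and *Aldh1a2*. Of the 47 Sertoli-like control cells with an *Nr2f2* UMI, 28 had *Eif2s3y* alone, 2 had *Aldh1a2* alone, 10 had both and 7 had neither. The split depends on depth and on the count required: of 18 such cells after thinning to 5000 UMIs, 4 had *Eif2s3y* alone, 3 *Aldh1a2* alone, 0 both and 11 neither, of 16 at 3000 UMIs 2, 0, 2 and 12, and of 7 cells with at least 2 UMIs 1, 0, 0 and 6. *Aldh1a2* had a UMI in 25.4% of Sertoli-like control cells. No *Eif2s3y* UMI was found in 32.2% (29.1 to 35.3%) of these cells, and 10.8% had none of 4 Y-linked genes.

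Too few UMIs per cell may explain Sertoli-like cells without an *Eif2s3y* UMI. Their share was 55.7% (49.0 to 62.3%) in the shallowest of 4 depth groups of Sertoli-like cells, 24.6 and 28.1% in the middle groups and 20.3% (15.2 to 26.1%) in the deepest, whose median was 19639 UMIs. The absence of an *Eif2s3y* UMI in a cell therefore does not show that the gene is silent there.

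YFP had 159 UMIs in all barcodes of the control library, 126 of them in kept cells. It was seen in 4.17% (2.97 to 5.68%) of Sertoli-like cells and 2.78% (2.22 to 3.45%) of other cells. The paper states in the legend of Fig. S7 that the control gonads of this experiment lacked the reporter transgene. Free RNA of a suspension without the transgene would hold no YFP, so this comparison of classes says nothing about the source, which stays open. Reads from another library were not tested. No biological explanation was tested.

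*Cyp26b1* took 2.71 times as many CPM in Leydig-like as in Sertoli-like cells, which argues against free RNA of Sertoli cells as the source. Doublets with Sertoli cells would need an *Amh* level of 6484 CPM in the 239 Leydig-like cells with *Cyp26b1*, which had 8.95 CPM (6.45 to 12.1). The expression of *Cyp26b1* in Leydig-like cells may be biological, as a hypothesis found and tested on the same data, and the paper does not report on it.

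*Hsd17b1* had 167 CPM and *Hsd17b3* 273 CPM in the Sertoli-like cells of the control. *Hsd17b12*, which the paper discusses as a candidate enzyme for making testosterone, had 96.6 CPM in the Sertoli-like cells of the control and 147 CPM in Leydig-like cells. If its UMIs came from free RNA of the suspension alone, Sertoli-like cells would have no higher share at equal depth than interstitial-like cells, which are shallower and dilute free RNA less. At 5000 UMIs per cell, *Hsd17b12* had a UMI in 39.6% (36.3 to 43.0%) of Sertoli-like cells and 25.4% (23.1 to 27.9%) of interstitial-like cells, which argues against free RNA as the whole source. From their markers in Sertoli-like cells, the other named classes would bring at most 37.2 CPM of *Hsd17b12*, below its lower limit of 91.3 CPM. Expression in Sertoli cells stays a hypothesis, since it was found and tested on the same data, and reads shared with related genes were not tested.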
